# The transcriptional regulator Ume6 is a major driver of early gene expression during gametogenesis

**DOI:** 10.1093/genetics/iyad123

**Published:** 2023-07-11

**Authors:** Anthony Harris, Elçin Ünal

**Keywords:** meiosis, gametogenesis, transcription, Ime1, Ume6, gene regulation, transcription factor, LUTI, activation domain, GFP nanobody

## Abstract

The process of gametogenesis is orchestrated by a dynamic gene expression program, where a vital subset constitutes the early meiotic genes. In budding yeast, the transcription factor Ume6 represses early meiotic gene expression during mitotic growth. However, during the transition from mitotic to meiotic cell fate, early meiotic genes are activated in response to the transcriptional regulator Ime1 through its interaction with Ume6. While it is known that binding of Ime1 to Ume6 promotes early meiotic gene expression, the mechanism of early meiotic gene activation remains elusive. Two competing models have been proposed whereby Ime1 either forms an activator complex with Ume6 or promotes Ume6 degradation. Here, we resolve this controversy. First, we identify the set of genes that are directly regulated by Ume6, including *UME6* itself. While Ume6 protein levels increase in response to Ime1, Ume6 degradation occurs much later in meiosis. Importantly, we found that depletion of Ume6 shortly before meiotic entry is detrimental to early meiotic gene activation and gamete formation, whereas tethering of Ume6 to a heterologous activation domain is sufficient to trigger early meiotic gene expression and produce viable gametes in the absence of Ime1. We conclude that Ime1 and Ume6 form an activator complex. While Ume6 is indispensable for early meiotic gene expression, Ime1 primarily serves as a transactivator for Ume6.

## Introduction

Gametogenesis culminates n the formation of reproductive cells via a series of highly coordinated processes driven by a dynamic and tightly controlled gene expression program. One key process in gametogenesis is meiosis, a specialized form of cell division that involves recombination between homologous chromosomes and reduction of chromosome number by half. Faithful execution of meiosis is crucial, as most human miscarriages and congenital birth defects arise from meiotic errors (Hassold and Hunt 2001; Nagaoka *et al*. 2012). Moreover, inappropriate activation of meiotic genes has been implicated in a range of cancer types, underscoring the significance of proper meiotic gene regulation (Hanahan and Weinberg 2011; McFarlane and Wakeman 2017; Feichtinger and McFarlane 2019; Lingg *et al*. 2022). Therefore, understanding the mechanisms that regulate gene expression and meiotic execution during gametogenesis is of utmost importance.

In the budding yeast *Saccharomyces cerevisiae*, gametogenesis is characterized by the activation of a series of temporally distinct gene expression clusters. The first cluster, known as the early meiotic genes (EMGs), contains evolutionarily conserved meiosis-specific genes required for DNA replication, recombination, and synapsis that ensure proper segregation of chromosomes into gametes. The coordinated expression of EMGs during gametogenesis is achieved through the common upstream regulatory sequence 1 (URS1) motif found in their promoters, which is recognized by the transcription factor Ume6  Park *et al*. 1992). Ume6 interacts with 3 other factors—Sin3, Rpd3, and Ime1—to toggle the expression of EMGs on or off in different developmental contexts (Park *et al*. 1992; Bowdish and Mitchell 1993; Washburn and Esposito 2001). This is achieved through 3 distinct regions in Ume6: the DNA-binding domain, the Sin3-Rpd3 histone deacetylase binding domain, and the Ime1 binding domain. Ume6 coordinates the expression of EMGs by recruiting these factors to EMG promoters.

During mitotic growth, EMGs are repressed by a complex made of Ume6 and Sin3-Rpd3. Ume6-dependent targeting of Sin3-Rpd3 to EMG promoters creates a repressive chromatin state, partly through the deacetylation of histone H4 lysine 5 (Strich *et al*. 1989; Wang *et al*. 1990; Vidal *et al*. 1991; Rundlett *et al*. 1998). In parallel, the *IME1* promoter is strongly repressed by nutritional cues, and any Ime1 protein produced is kept outside the nucleus in a cyclin-dependent kinase (CDK) and target of rapamycin (TOR)-dependent manner (Colomina *et al*. 1999, 2003; van Werven and Amon 2011). These conditions produce cells that cannot enter meiosis and ensure separation between mitotic and meiotic events.

In respirationally competent diploid cells, the *IME1* promoter is derepressed in response to nitrogen and glucose starvation (reviewed in van Werven and Amon 2011). Once translated, Ime1 is phosphorylated by the kinases Rim11 and Rim15 to promote its nuclear localization and interaction with Ume6 (Malathi *et al*. 1997, 1999; Vidan and Mitchell 1997; Pnueli *et al*. 2004). The *IME1* promoter itself contains a URS1 motif, which allows Ime1 to regulate its own expression (Moretto *et al*. 2018). Therefore, the exchange of Sin3-Rpd3 for Ime1 is a key driving force in the stimulation of EMGs and the entry of cells into the meiotic program.

The functional analysis of *UME6* has largely relied on the characterization of a null mutant, *ume6Δ*, which manifests pleiotropic phenotypes and gene expression patterns resulting from constitutive loss of EMG repression (Park *et al*. 1992; Strich *et al*. 1994; Bowdish *et al*. 1995; Williams *et al*. 2002). Therefore, the subset of genes that are directly regulated by Ume6 remains unclear. Furthermore, utilization of this null mutant has made it difficult to assess the meiosis-specific functions of *UME6* and to understand how the interaction between Ume6 and Ime1 influences EMG expression. Consequently, 2 distinct models have been proposed to explain the impact of Ime1 on Ume6 during meiosis. The first model suggests that Ime1, which possesses an activation domain (AD), binds to Ume6 and transforms the complex from a transcriptional repressor into an activator, thereby resulting in EMG expression (Fig. 1 top panel; Rubin-Bejerano *et al*. 1996; Smith *et al*. 1993; Washburn and Esposito 2001; Bowdish *et al*. 1995). Consistent with this model, Raithatha *et al*. found that Ume6 remains bound to EMG promoters when these genes are activated (Raithatha *et al*. 2021). The second model posits that binding of Ime1 to Ume6 serves as a signal that leads to the subsequent degradation of Ume6, thereby releasing EMG repression (Fig. 1, bottom panel; Mallory *et al*. 2007, 2012; Law *et al*. 2014). While the basis of these discordant observations regarding Ume6 stability is not clear, the difference may stem from the asynchrony with which sporulating cultures of *S. cerevisiae* proceed through meiosis.

**Fig. 1.**
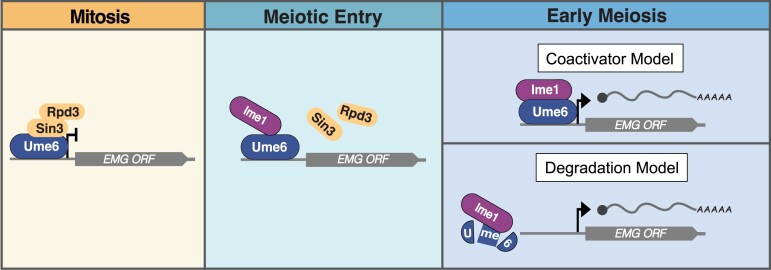
Two models of EMG expression through Ume6 and Ime1 interaction. During vegetative growth, Ume6 associates with the Sin3-Rpd3 complex ensuring quiescence of the EMGs. The decision to enter meiosis requires exposure to nutrient and mating-type specific cues that help drive many events including: (1) dissociation of Sin3-Rpd3 from Ume6 and (2) expression of the Ime1 transcription factor. Once expressed, Ime1 associates with Ume6. This association is critical to initiating meiotic initiation through EMG expression. However, how Ime1 binding influences Ume6 to promote EMG expression remains unclear. Two models have been presented to explain how Ime1 binding to Ume6 stimulates EMG expression. In the “Coactivator model,” Ime1 serves as a transactivator, and its binding converts Ume6 to an activator complex. In the “Degradation model,” Ime1 acts as a signal for Ume6 degradation, and its binding displaces Ume6 from EMG promoters.

By using 2 different meiotic synchronization methods, here we describe a thorough mechanistic characterization of Ume6's role in meiotic gene expression. We surprisingly find that Ume6 is upregulated early in meiosis, downstream of Ime1, and is degraded only after prophase I, downstream of the transcriptional regulator Ndt80. Furthermore, by using an inducible protein depletion approach, we identify 144 genes that become derepressed upon acute removal of Ume6 during mitotic growth, thereby revealing its direct transcriptional targets. The expression of the same gene set is hindered when Ume6 is depleted during the transition from mitotic to meiotic cell fate. Thus, we provide conclusive evidence that Ume6 plays a critical role in EMG expression and gamete production, consistent with the coactivator model. This is in contrast with the role of Ume6 during mitotic growth, where our data confirm that it acts primarily as part of a repressive complex. Finally, by using a nanobody-based trap, we found that tethering of a heterologous transactivation domain to Ume6 is sufficient to induce EMGs and produce viable gametes in the absence of Ime1, demonstrating that Ume6 is the primary determinant of EMG targeting. Altogether, our findings highlight Ume6 as an essential meiotic transcription factor, working in concert with Ime1, rather than a mitotic repressor that is simply an antagonist of meiotic gene expression.

## Materials and methods

### Strains and plasmids

The strains for this study, listed in Supplementary Table 4, are derivatives of the sporulation proficient SK1 strain background (Padmore *et al*. 1991). The following alleles for were derived from other studies: *pCUP*-*IME1* and *pCUP*-*IME4* (Berchowitz *et al*. 2013), *pGAL*-*NDT80* and *GAL4*-*ER* (Benjamin *et al*. 2003), *HTB1-mCherry* (Matos *et al*. 2008), *GFP-IME1* (Moretto *et al*. 2018), and LexA/*lexO* (Ottoz *et al*. 2014).

Gene tagging or deletion was carried out using a PCR-mediate 1-step integration protocol described previously (Longtine *et al*. 1998; Janke *et al*. 2004) and the PCR products were generated from plasmids in Supplementary Table 5 using primers from Supplementary Table 6.

Endogenous Ume6 was C-terminally tagged with 3 V5 epitopes (3V5) using plasmid pUB81 and Ume6 C-terminal tagging primers. A *UME6* degron allele was generated by C-terminally tagging endogenous Ume6 with an auxin-inducible degron (IAA7) and a 3V5 epitope from plasmid pUB763 using C-terminal tagging primers. To delete the *UME6* gene, the open reading frame (ORF) was replaced by a HygBMX6 marker from plasmid pUB217 using *ume6Δ* primers. A plasmid containing *3V5-αGFP* for Ume6 tagging was generated as follows: a 3v5 polymerase chain reaction (PCR) product from pUB84 was generated using 3v5 fragment primers. Along with this fragment, pUB1707 (gifted from Laura Lackner's Lab) was subjected to *HindIII* and *Sal1* digestion at 37° for 1 h. Enzymatic inactivation was then carried out at 80 °C for 20 min. Digested products were separated by gel electrophoresis on a 1% agarose gel in 1×TBE for 25 min. Fragments were then excised and transferred from the gel to a 1.5 mL Eppendorf tube where they were subjected to clean up using the QIAquick Gel Extraction Kit (QIAGEN) according to protocol. Plasmid was then constructed using an New England BioLabs (NEB) T4 Ligase protocol (NEB—m0202L) and transformed into competent bacteria (DH5α) for amplification. Plasmid was collected using QIAquick Plasmid Kit (QIAGEN) and named pUB2441 (*3V5-αGFP*). To C-terminally tag endogenous Ume6, a *3V5-αGFP* fragment from pUB2441 was generated using Ume6 C-terminal tagging primers.

The LexA/*lexO* system, described previously (Ottoz *et al*. 2014), was exploited to control *OsTIR* expression (*4xlexO-osTIR*). Additionally, to increase *OsTIR* output during meiosis, an *8xlexO-osTIR* was cloned into a *HIS3* single integration vector by Gibson Assembly (Gibson *et al*. 2009). Fragments were generated using pUB817, pUB99, and pUB925, with primers for *OsTIR* Fragment, *HIS* Vector, and *8x-lexO* Fragment. Fragments were then ligated according to the Gibson protocol outlined by NEB to generate plasmid pUB2442. pUB1052 and pUB2442 were digested using *PmeI* at 37 °C for 1 h. Fragments for *lexA-GAL4AD* and 8x*lexO-osTIR* were then integrated at the *TRP1* and *HIS3* locus, respectively.

Rescuing of *ime1Δ* using the heterologous Ad B112 was achieved by constructing integration plasmids containing the full *IME1* promoter and either tagged or untagged B112. As a vector, pUB969 was amplified with pUB969 Vector Amplification primers. The fragment for *pIME1* was amplified with *pIME1* Fragment primers. Length of the *IME1* promoter was decided using Moretto *et al*. (2018) and ensuring both *IRT1* and *IRT2* (−2314 bp from *IME1* AUG) were included. This was done to recapitulate *IME1* transcriptional regulation and restrict Ad expression to meiotic conditions. The fragment for *GFP* was amplified using *GFP* Fragment primers. A fragment for B112 with homology to *GFP* and containing the *SV40 NLS* sequence was amplified using *SV40-NLS-B112 (GFP)* Fragment primers from pUB1054. Plasmids were digested, ligated, and collected as described by the NEB protocol. Sequences were validated by PCR and sequencing and named pUB2443. The plasmid for B112 lacking *GFP* were produced using pUB2443 by first amplifying B112 using primer *SV40-NLS-B112* Fragment primers. Then, parent plasmids and fragments were digested using *XmaI* and *SacI* at 37 °C for 1 h before enzymes were heat inactivated at 80 °C for 20 min. Vector and inserts were then ligated according to the NEB protocol for the T4 ligase reaction before being named pUB2446. Single integration vectors for *IME1* were constructed in a similar way. *IME1* and *GFP-IME1* fragments were amplified from genomic DNA using primer *GFP-IME1* or *IME1* Fragment primers, respectively. Plasmid pUB2443, along with *IME1* and *GFP-IME1* fragments were digested using *XmaI* and *SacI* at 37°C for 1 h before heat inactivation at 80 °C for 20 min. Fragments were then ligated using T4 Ligase according to the NEB protocol before being named pUB2444 (*pIME1-GFP-linker-IME1-HIS3*) or 2446 (*pIME1-IME1-HIS3*). All plasmids were sequence verified.

Ume6 ^T99N^ was created using a similar Cas9-based method to a previously published protocol (Sawyer *et al*. 2019). gRNA primers detailed in Supplementary Table 6a were inserted into a centromeric plasmid (pUB1305) carrying a *URA3* marker and *pPGK1-dCas9* to generate pUB2447 and pUB2448. These plasmids were co-transformed into yeast with Ume6^T99N^ Repair Template primers to introduce the missense mutation, T99N (ACT to AAT). The plasmid was sustained on SC-ura plate for selection and successful transformants were then transferred to nutrient rich plates to lose the plasmid.

### Growth conditions

#### Mitotic Ume6 depletion

For mitotic depletion assays, cells with wild-type (WT) *UME6*, *UME6* null allele (*ume6Δ*), and *UME6-AID-3V5; lexA*-*ER-B112* strains with and without *p4xlexO-OsTIR* were first grown in YPD (1% yeast extract, 2% peptone, 2% dextrose, 22.4 mg/L uracil, and 80 mg/L tryptophan) for ∼24 h to reach saturation (OD_600_ ≥ 10). YPD cultures were then used to inoculate fresh YPD to OD_600_ = 0.2 and grown for ∼3 h to log phase (OD_600_ ≥ 0.5). During log phase, a sample for WT and *ume6Δ* was taken. Then, induction of *TIR* was initiated as follows. *UME6-AID*; *lexA*-*ER-B112* cells with and without the *p4xlexO-OsTIR* allele had *ß*-estradiol added (40 nM). Cells were incubated for 30 min before 3-indoleacetic acid (auxin) was added (200 µM). However, Ume6-AID-3v5 depletion only occurred in TIR+ strains. During the time course, samples were collected for RNA and protein extraction at −30 (ß-estradiol addition), 0 (auxin addition), 15, 30, 60, and 120 min.

#### Meiotic synchronization

A general starvation-based method was used to sporulate cells. Briefly, cells were grown in YPD for ∼24 h shaking at 275 rpm to reach saturation (OD_600_ ≥ 10). The YPD culture was then used to inoculate BYTA (1% yeast extract, 2% bacto tryptone, 1% potassium acetate, and 50 mM potassium phthalate) to OD_600_ = 0.25 and grown for 16–18 h at 30 °C to OD_600_ ≥ 5. These cells were then pelleted, washed with sterile water, and resuspended in sporulation media (SPM; 40 mg Adenine Hemisulfate, 40 mg Uracil, 20 mg Histidine, 20 mg Leucine, 20 mg Tryptophan, 20 g KOAc (2%) 0.02% raffinose, pH 7 in 1 L Arrowhead H_2_O) to a density of OD_600_ = 1.85 and shaken at 30 °C at 275 rpm for the remainder of the experiment. Sporulation efficiency was always checked under a light microscope ∼24 h after shifting to SPM to determine the percentage of tetrads formed. In Figs. 3a–e and 4a–g, *pCUP1-IME1* and *pCUP1-IME4* system was used to synchronize meiotic entry as described previously (Berchowitz *et al*. 2013; Chia and van Werven 2016). The induction timing and expression levels of *IME1* and *IME4* in this context have been previously characterized (Chia and van Werven 2016; Chia *et al*. 2021). Note that the use of *pCUP-IME1 pCUP-IME4* causes a reproducible increase in total expression for many EMGs analyzed at 2.5 h before dropping at 3 h (observable in the heatmaps and individual plots). Cells appear to then equilibrate. The cause of this fluctuation is unclear but has also been observed by other researchers in the lab.

In Fig. 3f–h, *NDT80* Block-Release system was used to synchronize progression into the meiotic divisions as described previously (Benjamin *et al*. 2003; Carlile and Amon 2008). The induction timing and expression level of *NDT80* in this context have been previously characterized (Benjamin *et al*. 2003). After 5 h in SPM, *ß*-estradiol (1 µM final) was added to induce *NDT80* expression. During the time course, samples were collected for RNA and protein extraction just prior to *NDT80* induction (0 h), and 0.5, 1.0, 1.5, 2.0, 2.5, 3, 3.5, and 4 h following induction.

#### Meiotic depletion

Strains carrying both *UME6-AID-3V5; lexA-ER-GAL4^770–881^* with and without the *p8xlexO-OsTIR* allele were processed as described in “Meiotic Synchronization” with the following modifications. After 0.5 h in SPM, *ß*-estradiol (5 nM final) and auxin (200 µM final) were added simultaneously. Ume6-AID-3v5 depletion occurred only in the strain carrying *p8xlexO-OsTIR*. After additional 1.5 h (2 h in SPM), copper (II) sulfate (50 µM final) was added to trigger *IME1* and *IME4* expression from *pCUP1* promoter to release cells into meiotic prophase. Throughout the time course, samples were collected for RNA and protein extraction: after transition to SPM (0.5 h), post Ume6-AID depletion (2 h), and post *IME1* and *IME4* induction (2.5, 3, 4.5, and 6 h). Note that the TIR+ strain used for the meiotic depletion experiments carries 8 *lexO* sites within the osTIR1 promoter and that both TIR+ (Ume6 depletion) and TIR- (control) strains contain the chimeric transcription factor LexA-ER-GAL4^770–881^, instead of LexA-ER-B112, for triggering *osTIR1* expression in the presence of ß-estradiol. Furthermore, lower concentration of ß-estradiol (5 nM vs 40 nM) was used to induce *osTIR* expression. These adjustments were necessary in order to avoid growth and sporulation defects in cells carrying *lexA-ER-GAL4^770–881^*. As a result of these modifications, the extent of Ume6 depletion was less dramatic in meiotic cells compared to mitotic cells. Nevertheless, we still observed significant defects in EMG expression and sporulation efficiency, indicating that meiotic cells are highly sensitive to Ume6 levels.

### Immunoblotting

For protein extraction from meiotic cultures, ∼3.7 OD_600_ of cells were collected and resuspended in 5% TCA (w/v). For mitotic cultures, ∼ 1 OD_600_ of cells were collected. Samples were processed by centrifugation (1900×g, 3 m, room temperature) and washed in TE50, pH 7.5 (50 mM Tris and 1 mM EDTA) and acetone before being dried overnight at room temperature. Pellets were resuspended in protein breakage buffer [TE50, 2.75 mM dithiothreitol (DTT) supplemented with 1 × cOmplete EDTA-free protease inhibitor cocktail (Roche)] and disrupted using a Mini-Beadbeater-96 (BioSpec). Lysates were then mixed with 50 µL of 3xSDS loading buffer (187.5 mM Tris, pH 6.8, 6% 2-mercaptoethanol, 30% glycerol, 9% SDS, and 0.05% bromophenol blue), incubated at 95 °C for 5 min to denature, and allowed to cool for at least 5 min before centrifugation at full speed for 5 min.

Proteins were separated by SDS-PAGE electrophoresis on a Bolt 4–12% Bis-Tris Plus Gel (Thermo Fisher Scientific) and then transferred onto a 0.45-µm nitrocellulose membrane in a Mini Trans-Blot Cell (Bio-Rad) containing 25 mM Tris, 192 mM glycine, and 7.5% methanol. Protein transfer was carried out using a Mini Trans-Blot Cell at a constant 180 mA (maximum, 70 V) for 3 h. Membranes were blocked at room temperature for 30 m using Odyssey Blocking Buffer (PBS; LI-COR Biosciences) before being incubated at 4 °C in Odyssey Blocking Buffer (PBS) containing mouse anti-V5 antibody (RRID: AB 2556564, R960-25; Thermo Fisher Scientific) at a 1:3,000 dilution for detection of 3v5 tagged alleles of Ume6. Additionally, hexokinase Hxk2 was used as a loading control and detected using a rabbit anti-Hxk2 antibody (RRID: AB 219918, 1004159; Rockland) at a 1:10,000 dilution. Membranes were incubated at 4 °C for 16–18 h and primary antibody was removed. Membranes were then washed 3 times in 1 × PBS (+0.01% Tween) shaking gently for 5 min at room temperature before being placed in the Odyssey Blocking Buffer (PBS) containing antimouse secondary antibody conjugated to IRDye 800CW at a 1:15,000 dilution (RRID: AB 621847, 926-32212; LI-COR Biosciences) and an antirabbit antibody conjugated to IRDye 680RD at a 1:15,000 dilution (RRID: AB 10956166, 926-68071; LI-COR Biosciences). Blots were washed again in PBS (+0.01% Tween-20) as before and imaged with an Odyssey CLx scanner (LI-COR Biosciences). Band intensities were quantified with the Image Studio software associated with the scanner.

### Live-cell imaging

Using CellASIC ONIX Microfluidic Platform (EMD Millipore), sporulating cultures (OD_600_ = 1.85) were sonicated briefly to avoid clumping and transferred to a microfluidic Y04D plate and loaded into chambers using a pressure of 8 psi for 5 s. Subsequently, freshly conditioned SPM (filter-sterilized SPM from a meiotic culture at 30 °C 5 h into sporulation) was fed at a flow rate pressure of 2 psi for 24 h (King *et al*. 2019, 2022). The microfluidic Y04E plate was then loaded into an environmental chamber heated to 30 °C mounted on a DeltaVision Elite wide-field fluorescence microscope (GE Healthcare) with a PCO Edge sCMOS camera and operated by the associated softWoRx software. Images were acquired at 60×/1.5116n oil immersion Plan Apochromat objective at 30 min intervals across 21.5 h. An image stack of 4 Z positions at a 1 µm step size were acquired using mCherry (10% Intensity; 25-ms exposure) and FITC (10% Intensity; 25-ms exposure) filter sets. These images were deconvolved in softWoRx software (GE Healthcare) with a 3D iterative constrained deconvolution algorithm (enhanced ratio) with 15 iterations. Once images were collected, Fiji was used to adjust brightness and contrast after images were stabilized with the Image Stabilizer plugin (Li 2008; Schindelin *et al*. 2012).

### Quantitative reverse transcription-PCR

For meiotic cultures, OD_600_ ∼3.7 of cells were collected. These samples were processed for total RNA first by centrifugation (2 m, 1900g, 4 °C). Supernatant was removed and cells were washed in nuclease-free water before being centrifuged again (1 min, 21,000 g, 4 °C). Water was removed from cell pellet and total RNA was isolated by combining acid-washed glass beads (Sigma Aldrich—G8772), 400 µL TES buffer (10 mM Tris pH 7.5, 10 mM EDTA, 0.5% SDS), and 400 µL acid phenol (0.1% w/v 8-hydroxyquinoline). The solution was shaken in a thermo mixer for 30 m at 65 °C at 1400 rpm and centrifuged (10 min, 21,000 g, 4 °C). Roughly 325 µL of aqueous layer was transferred to 300 µL of chloroform and centrifuged (5 min, 21,000 g, room temperature). Next, 250 µL of the aqueous layer was transferred to 400 µL of 100% isopropanol (supplemented w/50 µL 3 M NaOAc), inverted ∼10 times, and incubated for 16–18 h at 4 °C. RNA was then pelleted by centrifugation (20 min, 21,000 g, 4 °C) and washed in 80% EtOH. The EtOH was removed, and pellets were dried for 30–40 min before being resuspended in nuclease-free water. 5 µg of purified total RNA was then treated with DNase (TURBO DNA-free kit, Thermo Fisher, MA, USA) according to manufacturer, and 4 µL (<1 µg) of DNase treated total RNA was then reverse transcribed into cDNA with the use of random hexamers (Superscript III Supermix, Thermo Fisher) according to manufacturer's instructions. cDNA was then quantified using the SYBR green mix (Life Technologies, CA, USA) and measured using the Applied Biosystem StepOnePlus Real-Time PCR system (Thermofisher—4376600). Signal for *IME2*, *NDT80*, *SPO13*, and *UME6* was measured using oligonucleotides outlined in Supplementary Table 6b. Signal was then normalized to *PFY1* for meiotic cultures.

### Chromatin immunoprecipitation

For chromatin immunoprecipitation (ChIP), meiotic culture (OD_600_ = ∼ 50) was fixed in 1.0% v/v formaldehyde for ∼20 min at room temperature before quenching the reaction with 100 mM glycine. Cell pellets were collected by centrifugation (3000×g, 5 min, 4 °C) and washed in cold PBS. Cell pellets were then resuspended in 1 mL FA lysis buffer (50 mM Hepes pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% Triton, 0.1% sodium deoxycholate) with 0.1% sodium dodecyl sulfate (SDS) and 10% w/v cOmplete protease inhibitor pellet. Cells were broken using a mini beadbeater (BioSpec) and lysate was transferred to a 1.5 mL low adhesion Eppendorf tube and debris was cleared by centrifugation (2000×g, 3 min, 4 °C). Supernatant was transferred to a new 1.5 mL low adhesion Eppendorf tube, and lysate was centrifuged (20,000×g, 15 min, 4 °C). Supernatant was discarded, leaving a cloudy pellet behind. Pellets were resuspended in 1 mL lysis buffer + 0.1% SDS + complete protease inhibitor and chromatin was sheared by sonication using a Bioruptor Diagenode (Seraing, Belgium), 8 cycles of 30 s ON/45 s OFF]. From sonicated samples, 50 µL of input was transferred for a 1.5 mL Eppendorf tube. Remaining extracts were incubated overnight at 4 °C in agarose beads conjugated to anti-V5 antibody (Millipore Sigma—A7345). Bead bound chromatin was then washed twice in 1 mL lysis buffer, buffer 1 (250 mM NaCl in lysis buffer + 0.1% SDS), and finally buffer 2 (10 mM Tris pH 8, 250 mM LiCl, 0.5% NP-40, 0.5% deoxycholate sodium, 1 mM EDTA) before reverse crosslinking was done in Tris-EDTA buffer (100 mM Tris pH 8.0, 10 mM EDTA, 1.0% v/v SDS) at 65 °C overnight. Previously collected inputs were also incubated overnight at 65 °C in Tris-EDTA. After 1 h of proteinase K treatment at 65 °C, samples were cleaned using QiaQuick PCR cleanup (Qiagen—28106) and enrichment of Ume6 at *IME2*, *SPO13*, and *ZIP1*, promoters as well as the *IME2 ORF* was measured by real-time PCR using SYBR green mix. RT-qPCRwas carried out as follows: each IP was run alongside a dilution series of its sample matched input. This was done using primers that target the promoter of *NUF2* (*pNUF2*) as well as the above-mentioned sites. Using the input data, a dilution curve was used to normalize for fragment abundance. Then, Ume6 binding enrichment was assessed looking at the ratio of *pIME2*, *pSPO13*, *pZIP1*, and *IME2 ORF* fragments, over *pNUF2* fragments where Ume6 is not expected to bind. Oligonucleotide sequences used for ChIP are outlined in Supplementary Table 6b.

### RNA-seq

RNA samples were collected and processed as described in RT-qPCR section. To prepare mRNA-seq libraries, 10 µg of total RNA was polyA-selected and processed using the NEXTFLEX Rapid Direction RNA-seq Kit (NOVA-5138-10 and NOVA-5138-11; PerkinElmer) according to the provided manual. Quantification of resulting cDNA yields was performed using a Qubit 3 (ThermoFisher Scientific) using the high sensitivity DNA assay kit. AMPure XP beads (A63881; Beckman Coulter) were using during size selection (200–500 bp) and fragment quality and quantity was analyzed using high sensitivity D1000 ScreenTapes on the Agilent 4200 TapeStation (Agilent Technologies, Inc.). Samples were sequenced through the Vincent J. Coates QB3 Genomics Sequencing Facility at the University of California, Berkeley using 100 bp single-end sequencing on an Illumina Novaseq 6000. Alignment of sequenced reads was carried out using either HISAT2 or Kallisto. For HISAT2, the protocol outlined by Pertea *et al*. (2016) was used with SK1 reference genome, sourced from the Saccharomyces Genome Resequencing Project at the Sanger Institute to visualize transcript isoforms (Pertea *et al*. 2016). For Kallisto, pseudoalignments were carried out according to a manual developed by Bray *et al*. to generate transcripts per million reads (TPM) and raw counts tables (Bray *et al*. 2016). Kallisto quant settings were adjusted to -b 5 -l 160 -s 20-single-threads 4 based on fragment lengths determined by the Agilent 4200 TapeStation (Agilent Technologies, Inc.).

### Heatmaps and plots

R was further used for Spearman's correlation and with the packages pheatmap (ver. 1.0.12) and ggplot2 (ver. 3.4.0) to generate heatmaps and plots used in this manuscript, respectively (Wickham *et al*. 2019; R Core Team 2021).

### Differential gene expression analysis

Identification of differentially expressed genes (DEGs) responsive to Ume6 mitotic depletion was performed using 2 complementary approaches in R (R: ver. 4.1.3; RStudio: ver. 2022.07.1 Build 554). First, raw counts generated from Kallisto were exported to R. Then, using the DESeq2 package (ver. 1.34.0), differences in expression between control and Ume6 depletion samples across time (t = 0, 15, 30, 60, 120 min) were determined using an FDR of 5% (R Core Team; Love *et al*. 2014). To set up time series analysis, the DESeq2 “test” parameter was set to “Likelihood Ratio Test” that, by default, uses the Wald test to generate results tables. Time series analysis between control and Ume6 depletion conditions using DESeq2 identified 177 Ume6-responsive genes (Supplementary Table 1). 

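The deposited estimated counts (rounded) of both strains at 0, 15, 30, 60 and 120 min were fitted in edgeR with the quasi-likelihood (QL) method, and the strain-by-time interaction was tested in 5470 genes. At a Benjamini-Hochberg (BH) adjusted p below 0.05 it was called in 141 genes (526 at an unadjusted p below 0.05), of which 112 are in the paper's composite list. The count depends on the model. DESeq2's likelihood ratio test without the interaction as the reduced model called 180 genes, and testing the strain term together with the interaction called 1641. Leaving out 1 culture of the control lowered the edgeR count to 80, 72 or 70 genes (replicates 1, 2 and 3).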

Depletion of Ume6 during mitotic growth should derepress its targets; therefore, we inspected the list of 177 Ume6-responsive genes looking for sustained derepression from 15 to 120 min (post-Ume6 depletion). 

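ERO1 (SK1_13T00030.1) had a mean TPM of 112 ± 5.86 (SD, n = 3) in the control at 15 min and 114 ± 7.53 in the depletion strain, 1.62% more, and a log2FC of −0.03 in edgeR (BH-adjusted p = 0.770). BOI1 (SK1_02T00280.1) went from 66.0 to 68.4 TPM, 3.69% more, with a log2FC of 0.00 (edgeR adjusted p = 0.997). At 120 min both were lower in the depletion strain than in the control: ERO1 by a log2FC of −0.41 (edgeR adjusted p = 3.49e-05; TPM changed by −27.6%) and BOI1 by −0.43 (adjusted p = 4.06e-04; −28.6%).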

We noted some genes that were largely unchanged post-Ume6 depletion (i.e. *ERO1* and *BOI1*, ∼1% and ∼3% increase, respectively, comparing Ume6 depletion to control at t = 15 min) that were counted significant by DESeq2. Thus, to control for any false positives in our list of 177, we generated a custom R script to filter out these transcripts. In brief, to avoid transcripts that displayed a response independent of Ume6 depletion, we performed pairwise analysis using DESeq2 at t = −30 and 0 min. Those genes with differential expression at these times [*P*adj < 0.05; abs(log2FC) > 1] were removed. Next, we looked transcripts that displayed an acute response to Ume6 depletion at 15 min [*P*adj < 0.05 abs(log2FC) > 0.3], as would be expected of direct regulation by Ume6. 

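Of the 141 genes with a strain-by-time interaction in edgeR, 139 remained after genes were removed that differed between the strains at −30 or 0 min (adjusted p below 0.05 and an absolute log2FC over 1), and 110 of these changed at 15 min (adjusted p below 0.05 and an absolute log2FC over 0.3). The 110 genes include 108 of the composite list and 99 of the 144 genes with a Ume6 ChIP peak. With DESeq2's likelihood ratio test the same steps went from 180 to 177 to 133 genes.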

Filtering of transcripts using this script reduced the list from 177 to 135.

Second, we noted that some genes previously identified in Williams *et al*. 2002 as being derepressed in *ume6Δ* were not present in the list of 177 (i.e. *PIG1*). Further inspection in our TPM table revealed *PIG1* did experience a ∼34% increase in expression post-Ume6 depletion (t = 15 min, comparing Ume6 depletion to control). Thus, to identify any genes missed by DESeq2, we performed additional analysis using TPM data and a custom R script. 

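PIG1 (SK1_12T03040.1) had a mean TPM of 8.13 ± 0.755 (SD, n = 3) in the control and 12.2 ± 0.478 in the depletion strain at 15 min, an increase of 49.6%. Its log2FC in edgeR was 0.53 (SE 0.11; BH-adjusted p = 0.00101), so the pairwise test called it at 15 min.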

Briefly, we took the ratio between Ume6 depletion and control samples at each time point (t = 15, 30, 60, and 120 min). This was done for the TPM of all genes. Next, we took the average (avg.) of these ratios across all time points. We then looked for genes whose avg. TPM ratio between Ume6 depletion and control across time was ≥1.4 or ≤0.6. Doing so, we identified 128 genes, 98 that were previously called significant by DESeq2. 

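The ratio of mean TPM between the strains was computed at 15, 30, 60 and 120 min and averaged for the 5552 genes with a defined ratio. It was at least 1.4 in 253 genes and at most 0.6 in 11, 264 together. Of these, 96 also had the strain-by-time interaction in edgeR, 128 are in the paper's composite list and 124 are among the 144 genes with a ChIP peak. The mean ratio of PIG1 was 1.45. The paper's text gives no lower limit on TPM for this step. Of the 264 genes, 17 have a mean TPM under 1.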

The 30 additional genes were inspected before being added to the list of 135 DESeq2 targets resulting in a total list of 165. Thus, between DESeq2 and TPM analysis we identified 165 distinct genes that responded to Ume6 depletion, referred to herein as our “composite list” (Supplementary Table 1).

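The 110 genes kept from the interaction test and the 264 genes kept by their TPM ratio form a union of 282 genes, 146 of which are among the 165 of the composite list. The authors inspected the genes added by the ratio individually before keeping them. That step has no stated criteria and was not repeated.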

### ChIP peak curation

Using a previously published dataset from Tresenrider *et al*. (2021) we analyzed ChIP peak scores for our composite list of 165 Ume6 targets. We divided the average ChIP peak score (*n* = 3 biological replicates) for each of the 165 Ume6-responsive genes by the ChIP peak score of *IME2*, a well-characterized Ume6 target and selected those with ratios ≥0.5. This analysis resulted in 144 Ume6-responsive genes that were also enriched for a Ume6 ChIP peak, indicating direct targets (Supplementary Fig. 1e and Supplementary Table 1).

### Gene ontology enrichment

Gene ontology (GO) enrichment was performed in R using the clusterProfiler package (Yu *et al*. 2012) together with the org.Sc.sgd.db (ver. 3.14.0; Carlson 2021).

### Motif discovery

Motif enrichment analysis for Ume6 targets was performed using Multiple Em for Motif Elicitation (MEME; ver. 5.5.1) (Bailey *et al*. 2015). Sequences for 1,000 bp up- or downstream as well as the ORF were obtained using YeastMine (Balakrishnan *et al*. 2012) and exported to MEME as Fasta files for analysis with restricting the motif length's upper limit to 15 nucleotides, but otherwise using default settings. A *P* < 0.05 for a motif in a given gene was considered significant. These motifs were also validated using ChIP-Seq data from Tresenrider *et al*. (2021).

### Gene set enrichment analysis

Normalized counts generated from DESeq2 were compared between samples using gene set enrichment analysis (GSEA) v4.3.2 (build: 13) to assess enrichment of gene sets (Mootha *et al*. 2003; Subramanian *et al*. 2005). The “EMG” set was generated by analyzing previously established data (Brar *et al*. 2012; Chia *et al*. 2021; Tresenrider *et al*. 2021). First, genes whose TPM changed in response to *pCUP1-IME1 pCUP1-IME4* induction by a log2FC > 1.0 were taken from Tresenrider *et al* (609 genes). Next, using a list of *NDT80* targets generated in Cheng and Otto *et al*, we removed MMGs from this list. The remaining 518 genes were then curated using Brar *et al*. and Chia *et al*., limiting expression timing to between meiotic entry and prior to metaphase I. Finally, genes with high TPM levels during mitotic growth were also excluded. This resulted in a list of 272 early expressed meiotic genes termed “EMGs”. As mentioned, the second set of genes termed “Middle Meiotic Genes” was defined in Cheng *et al.* and Otto *et al*. as a set of 394 genes responsive to *NDT80* induction (*NDT80* cluster, Cheng *et al*. 2018). The desktop version of GSEA was used to load in data and determine enrichment with the following modifications: “Collapse/Remap to gene symbols” was set to "No Collapse” and “Permutation Type” was set to “Gene Set,” other settings were unchanged.

## Results

### Inducible depletion of Ume6 prevents the pleiotropic phenotypes associated with constitutive loss of *UME6* function

In mitotically dividing cells, Ume6 acts as part of a repressive complex leading to the silencing of EMGs (Strich *et al*. 1994; Williams *et al*. 2002). Attempts to understand Ume6's role during mitotic growth have revealed hundreds of genes involved in both meiotic and metabolic functions (Park *et al*. 1992; Strich *et al*. 1994; Bowdish *et al*. 1995; Williams *et al*. 2002). However, these studies primarily relied on the use of a null mutant, *ume6Δ*, which has prolonged exposure to meiosis-specific machinery during the mitotic cell cycle, rendering it extremely sick (Supplementary Fig. 1a) and possibly leading to indirect effects in gene expression.

To overcome the limitations exerted by constitutive loss of *UME6* function, we utilized the auxin inducible degron system (AID, Nishimura *et al*. 2009), which enables rapid depletion of Ume6 carrying an AID tag (Ume6-AID) in response to the plant hormone auxin and the F-box receptor OsTIR1, which is induced by a ß-estradiol activatable transcription factor (Fig. 2a; see *Material and methods* for technical details). Cells carrying the *UME6-AID* allele grew similarly to WT in the absence of auxin and ß-estradiol, suggesting that degron tagging of *UME6* at the endogenous locus does not interfere with its function (Supplementary Fig. 1a).

**Fig. 2.**
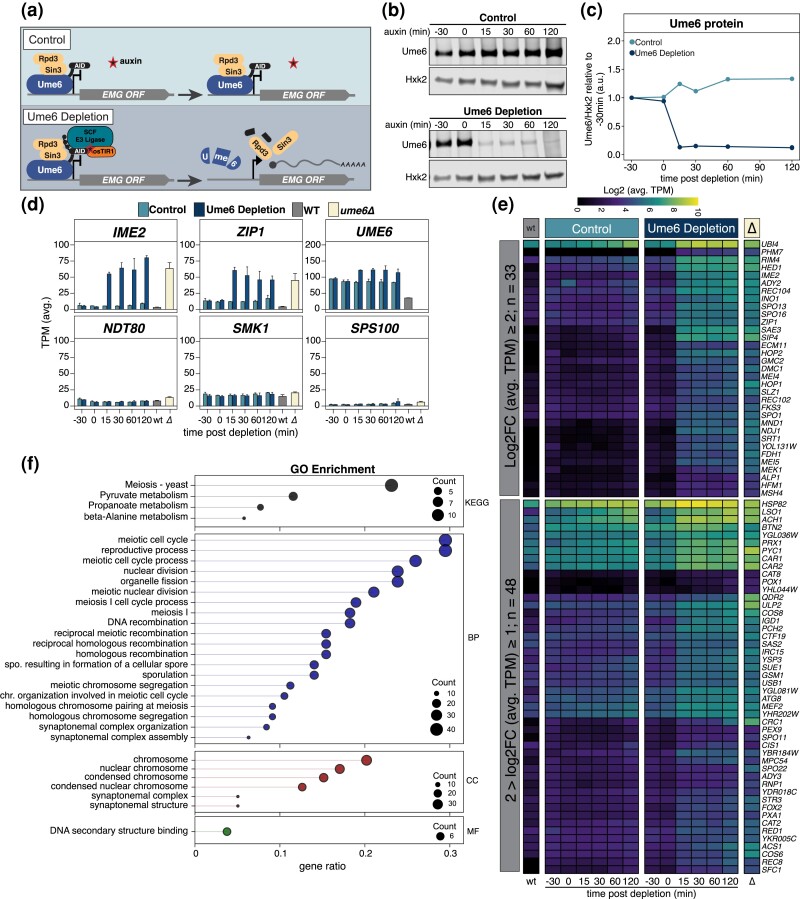
Acute depletion of Ume6 results in the derepression of EMGs in mitotically dividing cells. a) Illustration of Ume6 depletion scheme using the auxin-inducible degron system. The Ume6-Sin3-Rpd3 repressive complex occupies the EMG promoters. In the absence of *osTIR* (control), the introduction of auxin does not trigger Ume6 degradation and the EMG genes that it regulates remain repressed. Conversely, cells expressing *osTIR* (Ume6 depletion) in the presence of auxin recruit the E3 ligase to the auxin-inducible degron tag associated with Ume6 for poly-ubiquitylation and subsequent degradation of Ume6-AID, which also displaces Sin3-Rpd3. Degradation of Ume6 derepresses EMGs resulting in their expression. Note that *osTIR* is under the control of *lexO* promoter, which can be induced by LexA-ER-B112 (mitotic depletion) or LexA-ER-GAL4^770–881^ (meiotic depletion) upon addition of beta-estradiol. Please refer to *Materials and methods* for further details. b, c) Ume6 protein levels were monitored in response to addition of auxin and beta-estradiol in the presence or absence of *osTIR* (Ume6 depletion or control, respectively). Strains possessing (UB17646) or lacking (UB18287) the *osTIR* construct or strains with WT *UME6* (WT; UB17716) or *ume6Δ* (*ume6Δ*; UB17718) were inoculated in YPD. Cultures were grown overnight to OD_600_ > 10 and then back diluted to OD_600_ = 0.25. Once cells reached log phase (OD_600_ = 0.5), ß-estradiol (40 nM) was added to all cultures (t_auxin_ = −30 min). Cells were allowed to continue shaking for 30 min before auxin (200 µM) was added to all cultures, initiating Ume6-AID degradation only in the *osTIR* containing strains (t_auxin_ = 0 min). Samples for protein and RNA were then collected at the designated time points. Note, cultures for WT *UME6* and *ume6Δ* were collected at t_auxin_ = −30 min prior to chemical treatments. b) Ume6 protein levels were monitored by anti-V5 immunoblotting and using Hxk2 as a loading control. Representative blots from 1 of 3 biological replicates are shown. c) Quantification of immunoblots in (b). To investigate the EMG response to Ume6 degradation, RNA was extracted, and cDNA libraries were generated, sequenced, and analyzed as described in *Materials and methods*. d) Time series data for control and Ume6 depletion are shown as well as for *UME6* and *ume6Δ*. The average TPM for *IME2*, *ZIP1*, *UME6*, *NDT80*, *SMK1*, and *SPS100* are presented with standard error for 3 biological replicates. e) A heatmap as in Supplementary Fig. 1e highlighting a subset of DEGs that showed the greatest response to Ume6 depletion at t = 30 min. This resulted in 33 DEGs with a log2FC ≥ 2 (top) and 48 DEGs with a log2FC ≥ 1 and < 2. f) GO enrichment analysis of the 144 DEGs that responded to Ume6 depletion. The gene ratio is shown on the x-axis and is the percent of genes in a given GO term out of the total 144 genes total. Point size denotes the number of genes in that GO term and color signifies category: KEGG, KEGG pathway database; BP, biological process; CC, cellular component; MF, molecular function.

To test the effectiveness of the *UME6-AID* system, we compared Ume6 levels by immunoblotting in the absence or presence of the F-box receptor OsTIR1 (from here on referred to as “control” and “Ume6 depletion”, respectively). In control cells, addition of ß-estradiol and auxin had no detectable influence on Ume6 levels (Fig. 2b and c). In contrast, the same drug regimen resulted in the rapid depletion of Ume6 in cells carrying the F-box receptor (Fig. 2b and c). Ume6 abundance was reduced to ∼13% of the initial levels within 15 min and remained low afterwards (Fig. 2b and c).

To measure the transcriptomic response to Ume6 depletion, we performed RNA-seq. 

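The series has 42 RNA-seq libraries (100-bp reads): the control and the Ume6 depletion strain at −30, 0, 15, 30, 60 and 120 min, and WT and ume6Δ cells at a single time, with 3 libraries per group. The authors assigned reads to 5818 SK1 genes with kallisto and deposited estimated counts and TPM. Total estimated counts per library were 4,603,820 to 20,789,700 in the control (median 7,443,260), 5,765,800 to 16,485,800 in the depletion strain (median 7,202,530), 6,305,330 to 9,981,780 in WT (median 9,164,970) and 6,465,560 to 7,383,440 in ume6Δ (median 6,814,630). From there, rounded counts of all 42 libraries went into a single edgeR QL fit with a mean for each group and TMM scaling. Of the genes, 5488 passed edgeR's filter on low counts, and p-values were adjusted by BH over all of them. TPM values are means ± SD of 3 libraries, and a log2FC comes from the edgeR fit unless TPM is named.

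The strain comparisons take the 3 replicates of a group as independent cultures. With 3 against 3 libraries an exact permutation test cannot reach a p-value below 0.1, so every small p-value rests on edgeR's error model. The number of genes called depends most on whether all 42 libraries or only the compared groups enter the fit and on single libraries. The TMM, RLE and TPM scalings shift the median gene by less than the stated limit of 0.1 (log2) in every mitotic comparison.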

We initially analyzed global changes in gene expression by pairwise comparison using Spearman's rank correlation coefficient (ρ; Supplementary Fig. 1b). 

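Spearman's ρ between the mean TPM of the control and of the depletion strain, over all 5818 genes, was 0.993 at −30 min and 0.994 at 0 min. Pairs of single libraries from the different strains ranged from 0.968 to 0.993 at −30 min, and pairs within a strain from 0.962 to 0.994.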

We found that control and Ume6 depletion samples were initially very similar to one another (−30 min; ρ = 0.995). 

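After auxin was added, ρ between the strains' mean TPM was 0.981 at 15 min, 0.984 at 30 min, 0.986 at 60 min and 0.986 at 120 min. At 15 min the pairs of libraries from different strains (0.972 to 0.982) lay apart from the pairs within a strain (0.995 to 0.996). At 30 min they did not, with between-strain pairs from 0.972 to 0.984 and within-strain pairs from 0.978 upwards. The variance stabilizing transformation in place of TPM moved the 15-min value most, to 0.984, and keeping only genes with a mean TPM of at least 1 gave 0.977. At 60 min, leaving out replicate 3 of the depletion strain lowered ρ to 0.981.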

The correlation decreased, albeit slightly, following induction of Ume6 depletion (ρ = 0.978, 0.982, 0.984, and 0.984 for 15, 30, 60, and 120 min, respectively). This is perhaps not surprising given that even in the case of the *ume6Δ*, global differences in transcript levels were relatively subtle compared to WT (ρ = 0.917). 

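Between ume6Δ and WT the correlation of mean TPM was 0.928 (SD over pairs of libraries 0.00655; pairs 0.914 to 0.930, against 0.983 to 0.997 within a genotype). It was 0.941 with TMM-normalized CPM and 0.916 with genes of a mean TPM of at least 1, so rarely expressed genes and the unit matter at the second decimal.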

We additionally monitored sample-to-sample variation across time points using principal component analysis (PCA; Supplementary Fig. 1c). 

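A principal component analysis (PCA) of the variance-stabilized counts of the 500 most variable genes put 56.7% of the variance on PC1 and 17.9% on PC2. The input decides these shares: with edgeR's log2 CPM PC1 took 47.6% and PC2 18.5%, and with all genes past the filter 48.2% and 18.4%.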

PC1 (58%) and PC2 (17%) accounted for 75% of the variation. Initially (−30 min), control and Ume6 depletion samples formed a distinct group, highlighting sample relatedness. 

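Mean PC1 scores of the control were −17.9 (SD 0.987, n = 3) at −30 min, −7.02 (0.699) at 0 min, −2.05 (0.637) at 15 min, 0.487 (0.186) at 30 min, 2.08 (0.363) at 60 min and 5.97 (0.312) at 120 min. Those of the depletion strain were −16.5 (0.405), −4.37 (0.475), 8.23 (0.585), 10.8 (0.0478), 6.74 (7.54) and 13.5 (0.670) at the same times. The control therefore moved along PC1 throughout the series, including between −30 and 0 min, and the strains, which overlapped at −30 min, lay apart before auxin at 0 min (−7.45 to −6.22 in the control, −4.75 to −3.84 in the depletion strain) and further apart at 15 min.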

After treatment with ß-estradiol and auxin, control and Ume6 depletion samples separated, with control samples only slightly shifting away from 0 min along PC1 and Ume6 depletion samples spreading along PC1 and PC2. Altogether, these transcriptome-wide comparisons indicate that gene expression patterns diverge only after induction of Ume6 depletion, thereby corroborating the temporally controlled nature of the AID system.

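By edgeR with BH adjustment, 10 genes were higher and 3 lower in the depletion strain than in the control at −30 min, and 19 and 9 at 0 min (unadjusted p below 0.05: 157 and 186, then 240 and 237). At 15 min 561 genes were higher and 577 lower, and 938 of them also passed an absolute log2FC of 0.3. The counts fell to 271 and 167 at 30 min, 224 and 103 at 60 min and 198 and 109 at 120 min.

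The 938 genes at 15 min are a count with little precision. It became 1466 with only the control and depletion libraries of 15 min in the fit, and 417 without control replicate 2, 423 without depletion replicate 1, 543 without depletion replicate 3 and 589 without control replicate 1.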

We next focused on the expression patterns of a subset of meiotic genes. First, we analyzed *IME2* and *ZIP1*, 2 well-characterized EMGs known to be repressed by Ume6 during mitotic growth (Fig. 2d; Mitchell 1994). 

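In the control, IME2 (SK1_10T01020.1) had 6.24 ± 2.93 TPM at −30 min, 5.39 ± 0.103 at 15 min and 9.01 ± 0.983 at 120 min (mean ± SD, n = 3), and ZIP1 (SK1_04T04790.1) had 13.3 ± 3.41 at −30 min and 12.1 ± 0.353 at 15 min. WT cells had 3.13 ± 0.527 and 4.02 ± 0.782. The control at −30 min was therefore above WT by 1.99-fold for IME2 (log2FC 0.80, edgeR, BH-adjusted p = 0.00285) and by 3.31-fold for ZIP1 (log2FC 1.62, adjusted p = 4.7e-08). With only these groups in the fit, IME2 lost its call (log2FC 0.84, edgeR adjusted p = 0.0511).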

In the control strain where Ume6 protein levels remained high, we observed no noticeable change in either *IME2* or *ZIP1* expression relative to WT across all time points. However, upon Ume6 depletion, we observed a 10- and 5-fold upregulation for *IME2* and *ZIP1*, respectively (Fig. 2d, 15 min). 

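At 15 min the depletion strain had 54.9 ± 2.82 TPM of IME2 and 60.4 ± 5.02 of ZIP1 (mean ± SD, n = 3), 10.2-fold and 5.01-fold the control at the same time. The log2FC was 3.29 (SE 0.18; edgeR QL, BH-adjusted p = 6.82e-16) for IME2 and 2.27 (SE 0.17; adjusted p = 2.46e-12) for ZIP1. In the depletion strain at −30 min IME2 was at 5.22 ± 1.22 TPM.

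The genes named by rule, the 3 with the largest positive log2FC at 15 min among genes with a mean log2 CPM of at least 2, are SIP4 (SK1_10T01190.1; 5.39, edgeR adjusted p = 1.31e-18; 133 ± 5.39 against 3.05 ± 0.695 TPM), NDJ1 (SK1_15T00500.1; 4.87, adjusted p = 6.16e-15; 40.8 ± 1.93 against 1.36 ± 0.458 TPM) and SAE3 (SK1_08T01260.1; 4.82, adjusted p = 6.04e-08; 81.9 ± 7.02 against 2.77 ± 1.06 TPM). The 3 with the largest negative log2FC are YKR075C (SK1_11T02790.1; −1.72, edgeR adjusted p = 0.00970), HXT3 (SK1_04T05360.1; −1.43, adjusted p = 0.0128) and TIR4 (SK1_15T01570.1; −1.38, adjusted p = 0.0123). Without control replicate 2 each of the 3 lost its call (edgeR adjusted p = 0.0515, 0.0601 and 0.0511). Both rankings took only genes whose libraries did not overlap between the strains.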

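IME2 stood at 64.0 ± 8.50 TPM at 30 min, 61.2 ± 18.0 at 60 min and 80.0 ± 3.36 at 120 min in the depletion strain, and at 63.5 ± 9.09 in ume6Δ (mean ± SD, n = 3). ZIP1 stood at 45.7 ± 6.07 TPM at 120 min and at 44.9 ± 10.8 in ume6Δ. Relative to WT, ume6Δ had 20.3 times the IME2 and 11.2 times the ZIP1 (log2FC 4.22 and 3.35), more than the folds of the depletion strain over its own control, because the control strain began above WT.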

*IME2* and *ZIP1* transcripts reached similar levels to that of *ume6Δ* mutant following Ume6 depletion. Furthermore, Ume6 depletion did not affect the expression of mid meiotic (e.g. *NDT80*, *SMK1*) or late meiotic (e.g. *SPS100*) genes (Fig. 2d). Together, these data suggest that the *UME6-AID* system can specifically cause derepression of EMGs in mitotic cells. 

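At 15 min, control and depletion strain had 6.30 ± 0.807 and 6.67 ± 0.636 TPM of NDT80 (SK1_08T01690.1; log2FC 0.03, edgeR, BH-adjusted p = 0.909), 16.7 ± 1.92 and 16.2 ± 1.47 of SMK1 (SK1_16T03160.1; −0.10, adjusted p = 0.694) and 2.35 ± 0.719 and 3.24 ± 0.174 of SPS100 (SK1_08T01830.1; 0.43, adjusted p = 0.353). At 120 min SPS100 was at 4.32 ± 0.95 in the control and 6.91 ± 4.13 in the depletion strain (log2FC 0.76, adjusted p = 0.116), a difference that is called without depletion replicate 1 (1.01, edgeR adjusted p = 0.0290) or 2. In ume6Δ, by contrast, NDT80 was above WT by a log2FC of 0.66 (edgeR adjusted p = 2.27e-04) and SPS100 by 1.23 (adjusted p = 8.41e-04), and SMK1 by 0.38 (adjusted p = 0.0535). The absence of a call for NDT80 at 15 min has a direction that depends on single libraries: the log2FC is −0.06 without control replicate 1 and −0.07 without depletion replicate 3.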

Finally, we noticed reproducible upregulation of *UME6* transcripts in response to Ume6 depletion (∼30% increase between control and Ume6 depletion, Fig. 2d), suggesting that Ume6 autoregulates its own expression.

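UME6 (SK1_04T04120.1) went from 84.0 ± 3.42 TPM in the control to 121 ± 1.49 in the depletion strain at 15 min, 44.4% more (log2FC 0.48, SE 0.10; edgeR QL, BH-adjusted p = 0.00157), and the excess was 40.9% at 30 min, 42.7% at 60 min and 36.3% at 120 min. The tagged control strain itself carried more UME6 transcript than WT, 94.5 ± 6.35 against 35.5 ± 0.913 TPM (log2FC 1.36, SE 0.11; edgeR adjusted p = 5.51e-12). The counts cannot separate a change of transcription from a change of stability of the tagged transcript.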

### Mitotic depletion of Ume6 enables the identification of its direct targets

We next identified DEGs responsive to acute Ume6 depletion using 2 complementary approaches (see *Materials and methods* for details). This analysis resulted in a composite list of 165 Ume6-responsive genes (Supplementary Fig. 1d and Supplementary Table 1). This list of targets was further curated using a previously published Ume6 ChIP-Seq dataset, which was acquired in the absence of *IME1* expression when Ume6 should be bound to its targets (Tresenrider *et al*. 2021). This resulted in 144 Ume6-responsive genes that were also enriched for a Ume6 ChIP peak, indicating direct targets (Supplementary Fig. 1e and Supplementary Table 1; Tresenrider *et al*. 2021). 

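Of the 144 genes with a ChIP peak, 138 were higher and 3 lower in the depletion strain at 15 min by edgeR with BH adjustment over all tested genes (140 and 3 adjusted over the list alone), with a median log2FC of 1.08 (quartiles 0.63 and 1.74). Among the 780 other genes past adjusted p 0.05 and an absolute log2FC of 0.3 at 15 min that are not in the composite list, 326 were higher and 454 lower. The list was chosen on these same libraries, so its size at 15 min is not independent evidence. ChIP data were not used here.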

To corroborate these results, we employed Multiple EM for Motif Elicitation (MEME) analysis to look for common motifs within or adjacent to the gene bodies of the 144 Ume6-responsive genes (Bailey and Elkan 1994; Bailey *et al*. 2015). MEME identified the core URS1 sequence (5′-GGCGGC-3) in 119 of the 144 genes (83%; Supplementary Fig. 1f). 

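By the ratio of mean TPM at 15 min, 141 of the 144 genes were above the control and 3 below it. The 3, named after their values were seen, are CPA1 (SK1_15T04140.1; 157 to 113 TPM, log2FC −0.53, edgeR, BH-adjusted p = 1.21e-04), GPI13 (SK1_12T00310.1; 63.9 to 45.5 TPM, −0.54, adjusted p = 8.13e-05) and YGR079W (SK1_07T02980.1; 291 to 173 TPM, −0.81, adjusted p = 3.78e-06). A log2 TPM ratio of at least 1 was reached by 83 genes (57.6%), 28 of them at 2 or more and 55 from 1 to 2. By edgeR's fitted log2FC the number at 1 or more was 80. Choosing the genes on these same libraries favours large changes.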

Further inspection of the Ume6 depletion samples revealed that all of the 144 genes were derepressed rapidly, within 15 min following auxin administration, with 58% (83/144) having a log2FC ≥ 1. Additionally, 56% (81/144) maintained a log2FC ≥ 1 at 30 min indicating a sustained expression (Fig. 2e, Supplementary Table 1). 

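At 30 min 81 of the 144 genes (56.2%) had a log2 TPM ratio of at least 1, 33 of them at 2 or more and 48 from 1 to 2, and 75 genes were at 1 or more at both 15 and 30 min. By edgeR, 134 genes were higher and 3 lower at 30 min (137 and 3 adjusted over the list alone; median log2FC 1.07), 124 and 2 at 60 min (135 and 4; 0.89) and 111 and 3 at 120 min (121 and 5; 0.84). At 0 min 6 were higher and 1 lower (8 and 2; 0.03).

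**Figure D1:**
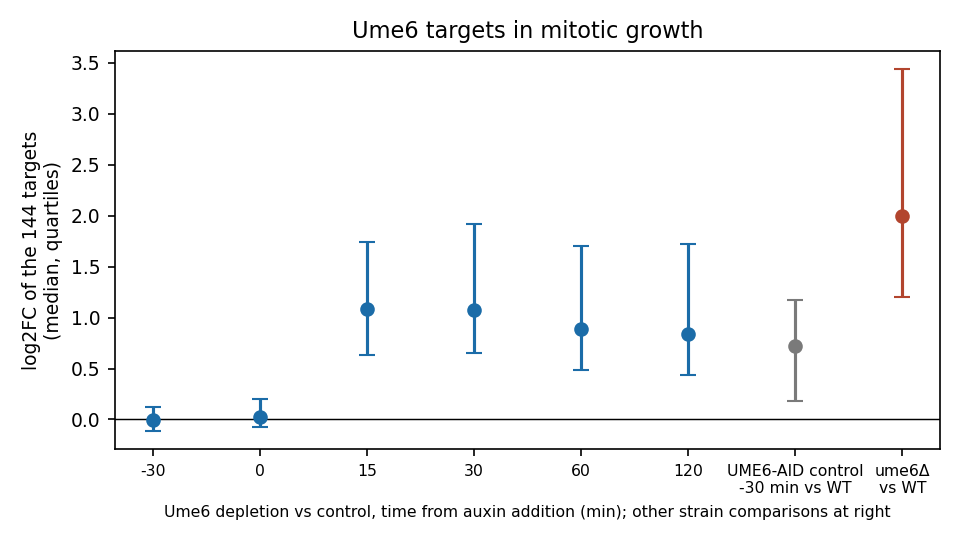
Median (point) and quartiles (bar) of the edgeR log2FC of the 144 genes, Ume6 depletion against control at 6 times, control at −30 min against WT, and ume6Δ against WT.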

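The paper reasons from 3 lines: genes that respond within minutes of Ume6 loss (among them IME2 and ZIP1), a Ume6 ChIP peak at the same genes, and a shared URS1 motif. The counts bear on the response only. None of the 144 genes was called at −30 min by edgeR with BH adjustment (2 higher and 0 lower adjusted over the list alone), against 138 higher at 15 min. The paper formed the list in these libraries, by leaving out genes that differed at −30 or 0 min and keeping genes that changed at 15 min, so this contrast is in large part fixed by the selection. That CPA1, GPI13 and YGR079W went down within 15 min is part of the same data.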

In conclusion, this comparative analysis enabled the identification of a refined gene set that is directly regulated by Ume6.

Many of the Ume6 targets identified in this study are transcriptionally regulated during meiosis (Brar *et al*. 2012; Tresenrider *et al*. 2021). Brar *et al*. (2012) has rigorously categorized the dynamic changes in gene expression with respect to the chronology of meiotic events. Using this dataset, we determined when the Ume6 targets were expressed during meiosis. Doing so, we found that a majority reached their highest expression during meiotic entry (49/144; 34%), DNA replication (12/144; 8%), and recombination (66/144; 46%). This indicates that 88% (127/144) of our Ume6 targets are EMGs. The remaining 12% (17/144) were expressed throughout meiosis, but expression did not peak until mid and late meiosis suggesting additional possible layers of regulation. GO enrichment analysis for the 144 Ume6 targets was largely composed of genes involved in meiotic machinery and metabolism (Fig. 2f). However, other functional classes were also revealed, including protein synthesis, trafficking, RNA processing, and cell wall maintenance. Finally, 18 genes of unknown function were present, and it is possible these genes are involved in one of the abovementioned functions that Ume6 regulates. Altogether, the comparison to the published dataset from Brar *et al*. confirms that the targets identified by the *UME6-AID* system represent meiotically expressed genes.

### Mitotic depletion of Ume6 derepresses meiotically expressed LUTIs

A pervasive mechanism of gene regulation has recently been characterized in meiosis, whereby expression of a long undecoded transcript isoform (LUTI) from a distal gene promoter causes downregulation of the canonical, protein-coding transcript from the proximal promoter through the combined act of transcriptional and translational interference (Chen *et al*. 2017; Chia *et al*. 2017; Cheng *et al*. 2018). Among the meiotically expressed LUTIs, 72 were found to be controlled by Ume6 based on ChIP-seq (Tresenrider *et al*. 2021). However, a more direct interrogation of Ume6's role in regulating these LUTIs remains unclear. Using the *UME6-AID* depletion system, we asked whether the Ume6-regulated LUTIs became derepressed in response to acute loss of *UME6* function during mitotic growth. Reads were aligned to a reference genome using HISAT2 and LUTI expression was monitored for all Ume6 regulated LUTIs. Of the 72 LUTIs, we identified 39 (54.2%) as being mitotically derepressed after Ume6 degradation (Supplementary Table 2). The remaining 35 failed to produce a detectable signal, possibly due to low expression and/or reduced transcript stability. Thus, our depletion system has validated a functional role for Ume6 in repressing at least 39 meiotically expressed LUTIs during mitotic growth, indicating that its activity as a transcriptional repressor can lead to both decreased and increased protein levels.

### Diametric regulation of *UME6* expression by the meiotic transcription factors Ime1 and Ndt80

The 2 models for Ume6-dependent control of EMG expression were postulated based on different conclusions about the levels and timing of Ume6 degradation during meiosis. These differences may have stemmed from the asynchronous nature of meiotic entry and/or the use of *UME6* null allele, which causes significant growth defects during mitotic growth due to EMG derepression (Strich *et al*. 1994; Nachman *et al*. 2007). To investigate the role of *UME6* in the expression of EMGs, we first followed Ume6 protein levels in a population of cells undergoing highly synchronized meiotic progression. Synchronization of meiotic progression was achieved by using an established method that utilizes a copper-inducible promoter (*pCUP1*) to control the expression of 2 key regulators of meiotic entry: *IME1*, which encodes an early meiotic transcription factor, and *IME4*, which encodes an mRNA N6-adenosine methyltransferase (Berchowitz *et al*. 2013; Chia and van Werven 2016). We then monitored the abundance of an endogenously *3V5* tagged allele of *UME6* in these cells. Under the uninduced condition, Ume6 protein levels remained largely unchanged (Fig. 3a and b, uninduced). In contrast, induction of *IME1* and *IME4* (t = 2 h) resulted in a substantial increase in Ume6 protein levels, up to 8-fold, which was already evident 1 h following *pCUP1* induction (t = 3 h) and remained elevated until 7 h postinduction (Fig. 3a and b, *IME1/4* induced). Thus, Ume6 protein levels actually increase following *IME1/4* induction and remain elevated until around 7 h when cells transition out of prophase I.

**Fig. 3.**
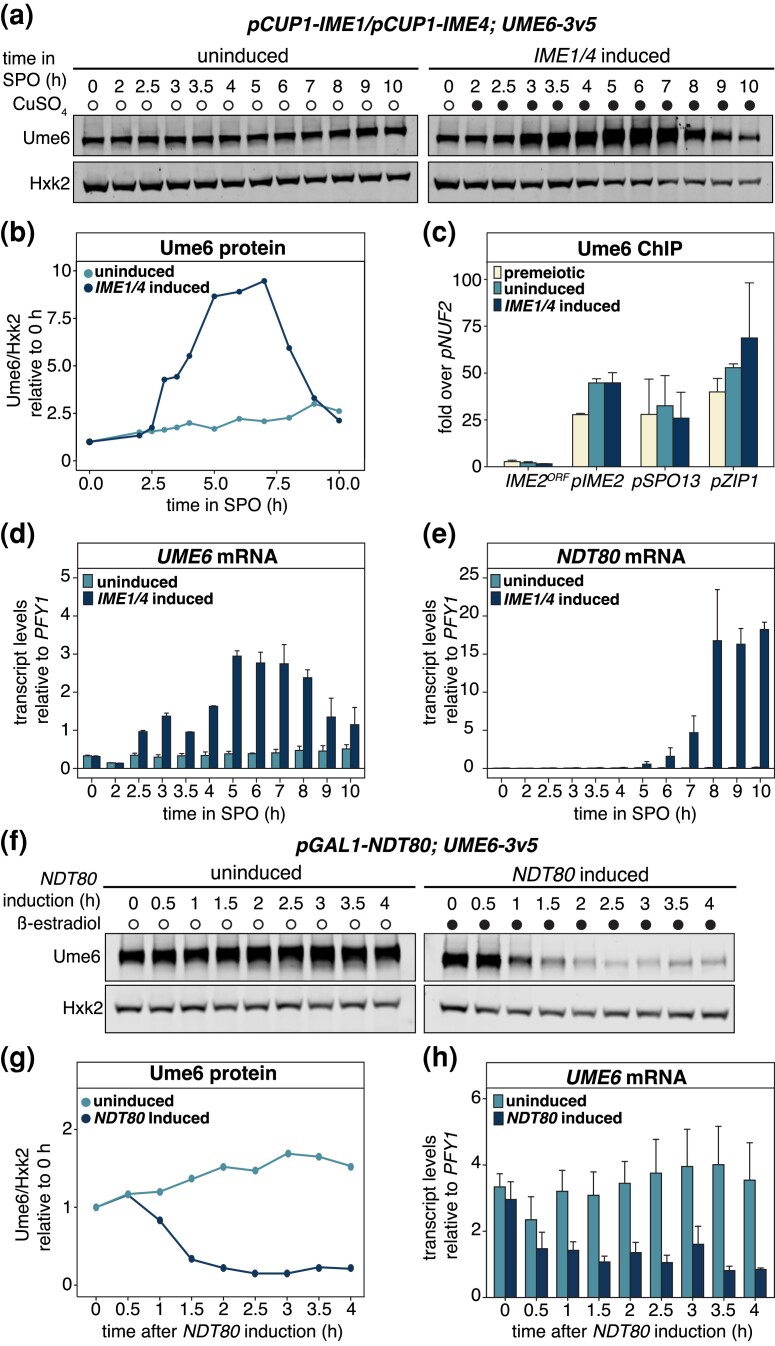
Changes in *UME6* expression in response to *IME1/4* and *NDT80* induction. a) Ume6 protein abundance in response to withholding (uninduced) or inducing (induced) *IME1/4* during synchronous meiotic progression. The strain carrying *pCUP1-IME1* and *pCUP1-IME4* along with a 3v5-tagged allele of *UME6* (UB3301) was transferred to SPM at 0 h, and cells were arrested at meiotic entry. After 2 h, the meiotic culture was split in 2. The vehicle control (water) was added to the first flask preventing meiotic entry. CuSO_4_ (50 µM) was added to the other flask to induce meiosis. Cells were collected at the indicated times for protein extraction, and Ume6 levels were determined using anti-V5 immunoblotting and Hxk2 as a loading control. Representative blots from 1 of 3 biological replicates are shown. b) Quantification of immunoblotting in a). c) Ume6 occupancy at the *IME2*, *SPO13*, and *ZIP1* promoters, as well as the *IME2 ORF* where binding is not expected was analyzed by ChIP-qPCR in strain UB3301. Cells were transferred to SPM and arrested at meiotic entry by withholding *IME1/4* for 2 h (premeiotic). At this time, a sample of OD_600_ = 50 was collected. *IME1/4* was then either induced by addition of CuSO_4_ (50 µM; *IME1/4* induced) or withheld (uninduced). Cells were allowed to continue in SPM for 2 h after this, and samples of OD_600_ = 50 for uninduced and *IME1/4* induced were collected. Mean enrichment for 3 biological replicates is presented with the standard error of each primer pair used. Ume6 signal at target sites was normalized over *NUF2* promoter enrichment. In addition to protein, RNA samples were collected at the indicated times to monitor expression patterns for d) *UME6* and e) *NDT80* in response to *IME1/4* induction. RNA was extracted from samples, and transcript levels for *UME6* and *NDT80* were determined using RT-qPCR. The CT mean for 2 biological replicates is presented along with the range for uninduced and *IME1/4* induced samples at the specified time points. To control for technical variation, we normalized expression of *UME6* and *NDT80* relative to *PFY1*. f) Ume6 protein levels in monitored in response to *NDT80* induction. The strain harboring the *pGAL1-NDT80* and *GAL4-ER* in combination with 3v5-tagged Ume6 (UB21877) was transferred to SPM. Cells were allowed to progress through meiosis for 5 h before arresting at pachytene of prophase I (t = 0 h). A sample for protein and RNA was collected and cultures were split into 2 flasks. The first flask received the vehicle control (EtOH) to withhold *NDT80* expression (uninduced), while the other flask received ß-estradiol (1 µM) to induce *NDT80* expression allowing exit from prophase (*NDT80* induced). Samples were collected at the designated time points. Ume6 levels were determined using anti-V5 immunoblotting and Hxk2 for a loading control as before. Representative blots from 1 of 3 biological replicates are shown. g) Quantification of immunoblots in f). h) *UME6* transcripts in the presence and absence of *NDT80* were monitored by RT-qPCR after RNA extraction. The CT mean of 3 biological replicates is presented along with the standard error. Technical variation was controlled for by normalization to *PFY1*.

To test whether Ume6 remained bound to EMG promoters following *IME1/4* induction, we performed ChIP followed by quantitative PCR (ChIP-qPCR). Ume6 enrichment was monitored at the promoters of 3 well-characterized EMGs, *IME2*, *SPO13*, and *ZIP1*, as well as the ORF of *IME2* where Ume6 is not expected to bind. In the 3 EMGs analyzed, Ume6 remained bound at these promoters at levels similar to premeiotic conditions, irrespective of *IME1/IME4* induction. Thus, Ume6 is not displaced from EMG promoters during meiotic entry, suggesting that it plays a role in EMG activation during meiosis (Fig. 3c).

Given that *IME1* and *IME4* are involved in transcriptional and posttranscriptional gene regulation, respectively (Shah and Clancy 1992; Hongay *et al*. 2006; reviewed in van Werven and Amon 2011), we reasoned that the elevated Ume6 protein levels in meiosis could be due to an increase in *UME6* mRNA abundance and hence Ume6 synthesis. To investigate this further, we analyzed *UME6* transcripts by reverse transcription-quantitative PCR (RT-qPCR). In the absence of *IME1/4* induction, *UME6* transcript levels were largely unchanged (Fig. 3d, *IME1/4* uninduced). However, in response to *IME1/4* induction, we observed ∼7-fold increase in *UME6* transcript levels going from pre- to postinduction. This coincided with increased expression of the EMG *IME2* (Supplementary Fig. 2a). Furthermore, *UME6* transcript levels peaked after 5 h and remained high until 8 h, consistent with the immunoblotting data (Fig. 3a and d). Together, these findings demonstrate that *IME1/4* induces the expression of both EMG and *UME6* and leads to elevated Ume6 protein levels during meiotic entry.

Following an initial increase, Ume6 protein levels began to decline after ∼7 h in SPM. This timing coincided with the expression of *NDT80* (Fig. 3e), which encodes a transcription factor necessary for exit from meiotic prophase I, initiation of meiotic divisions, and gamete maturation (Xu *et al*. 1995). To directly test how Ndt80 influences Ume6, we took advantage of an inducible *NDT80* system whereby *NDT80* mRNA expression is triggered by a β-estradiol-activatable transcription factor (Benjamin *et al*. 2003; Carlile and Amon 2008). Cells were incubated in SPM for 5 h to achieve prophase I arrest, and then β-estradiol was withheld or added to the media, thereby either preventing or allowing for *NDT80* expression and progression through the meiotic divisions, respectively. In the absence of *NDT80* induction, Ume6 protein levels remained unchanged (Fig. 3f and g, uninduced). However, after 1.5 h following *NDT80* induction, Ume6 abundance was reduced to 32% of the initial levels and reached 15% after 4 h (Fig. 3f and g, *NDT80* induced). To assess whether *NDT80* induction also influenced *UME6* transcript levels, RNA samples were collected for RT-qPCR. Withholding *NDT80* induction resulted in *UME6* transcript levels remaining largely unchanged (Fig. 3h; uninduced). In contrast, *NDT80* induction led to a ∼32% drop in *UME6* transcript levels as early as 1.5 h (Fig. 3h; *NDT80* induced). We conclude that Ume6 protein levels decrease in response to Ndt80, not Ime1, and this downregulation is due in part to a reduction in *UME6* transcript levels. Downregulation of *UME6* following *NDT80* expression thus restricts the timing of Ume6 removal to when meiotic cells are transitioning from early to mid-meiotic gene expression.

Cdc20, which serves as an activator for the APC E3 ligase, has been previously implicated in Ume6 degradation based on the use of a temperature-sensitive *CDC20* allele (Mallory *et al*. 2007). Exposing cells to high temperatures is known to disrupt meiotic progression in a variety of organisms. Thus, the use a *cdc20-ts* allele may have confounding effects beyond *CDC20* inactivation. To circumvent this limitation, we utilized a meiotic-null allele of *CDC20*, *cdc20-mn*, and combined it with the inducible *NDT80* system *(pGAL-NDT80; GAL4-ER; pCLB2-CDC20*). However, Ume6 protein levels still declined in the *cdc20-mn* mutant following *NDT80* induction (Supplementary Fig. 2b and c). This finding is consistent with a previous report, which also found no evidence of Cdc20 involvement in Ume6 turnover during meiosis (Raithatha *et al*. 2021).

Our data thus far help differentiate Ume6's meiotic role in EMG activation through 3 key insights: (1) *IME1* expression results in the upregulation of *UME6* itself, leading to increased Ume6 protein levels; (2) Ume6 remains bound to the EMG promoters in the presence of Ime1; and (3) *NDT80* expression triggers events that lead to the downregulation of *UME6*, and thus reduced Ume6 protein levels, following exit from prophase I. These results are consistent with a model whereby Ime1 and Ume6 form an activator complex and once the early meiotic events are completed, *UME6* is downregulated in an Ndt80-dependent manner.

### Meiotic depletion of Ume6 inhibits gamete formation and prevents proper activation of EMGs

Our findings support the notion that the Ime1-Ume6 activator complex drives the expression of EMGs; however, it remains unclear how loss of *UME6* function, specifically during gametogenesis, impacts meiotic progression and gene expression. To address this question, we combined *UME6-AID* with the inducible *IME1/4* system, thus allowing us to rapidly deplete Ume6 shortly before meiotic entry. Our data thus far indicate that the Ume6 regulon contains at least 144 direct targets and that Ume6 is highly expressed during early meiosis, remaining bound to the EMG promoters. Thus, we predicted that depletion of Ume6 during meiosis would lead to a failure in EMG expression, disrupting gamete formation. To test the consequences of Ume6 depletion on meiosis, cells were cultured as before using the inducible *IME1/4* system and were allowed to acclimate to SPM for 30 min. Ume6 depletion took place over the next 1.5 h at which point *IME1/4 was* induced. Samples for protein and RNA were collected prior to and following Ume6 depletion and *IME1/4* induction. Consistent with our previous observations, in control cells, Ume6 protein levels increased by 58% as early as 30 min following *IME1/4* induction and doubled by 4.5 h (Fig. 4a and b). In contrast, cells that were depleted for Ume6 experienced a noticeable drop in Ume6 protein levels, down to 30.6% of starting levels at 6 h (Fig. 4a and b; Supplementary Fig. 3a, please refer to *Materials and methods* for a detailed description of the differences between mitotic and meiotic depletion strains and conditions).

**Fig. 4.**
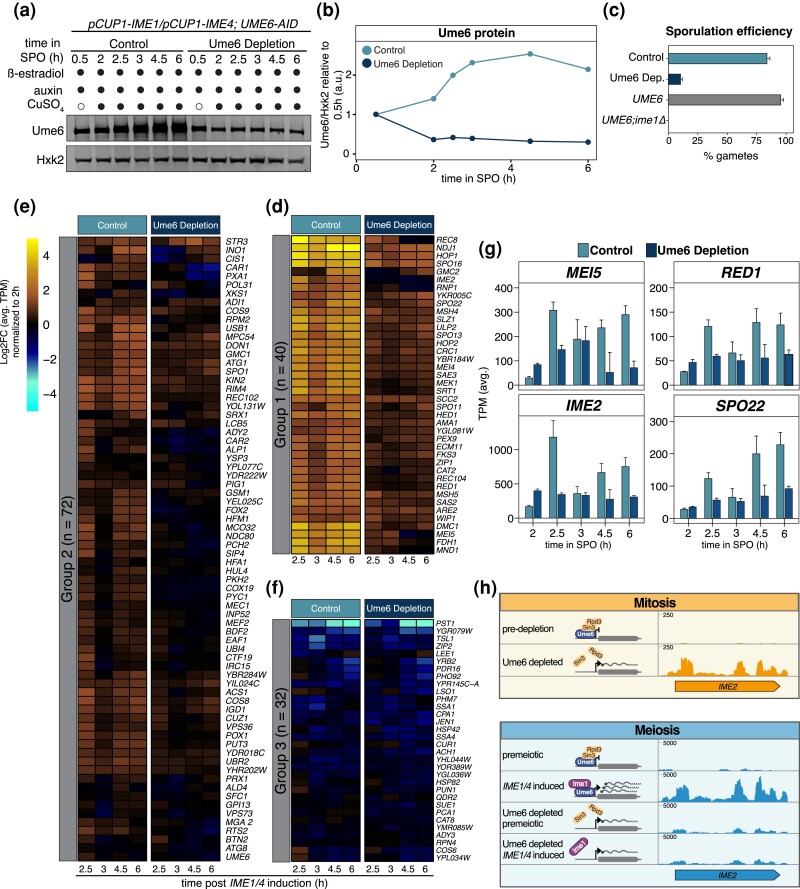
Ume6 depletion shortly before meiotic entry disrupts gamete formation and EMG expression. Cultures from control (UB25688) and Ume6 depletion (UB25092) strains were transferred to SPM at 0 h. ß-estradiol (5 nM) and auxin (200 µM) were added at 0.5 h. Then, CuSO_4_ (50 µM) was added at 2 h to induce meiosis. Samples for protein and RNA were collected at designated times. a) Ume6 protein abundance was analyzed using anti-V5 immunoblotting and Hxk2 as a loading control. Representative blots from 1 of 3 biological replicates are shown. b) Quantification of the immunoblots in (a). c) Sporulation efficiency data for control (UB25688) and Ume6 depletion strains (UB25092) along with 2 additional controls, a *pCUP1-IME1*; *pCUP1-IME4*; *UME6* (*UME6*) strain (UB19103) and *ime1Δ* (UB19105) strain. Cells were allowed to complete meiosis for 24 h before calculating sporulation efficiency. For this, 100 cells were counted, and percentage of cells that formed tetrads was noted as % gametes. Data from average of 3 biological replicates is presented for control, Ume6 depletion, *UME6*, and *ime1Δ*. Error bars indicate standard error. d–f) The log2FC of average TPM for 3 biological replicates is shown for the 144 Ume6 targets identified from mitotic cells. To evaluate EMG response to Ume6 degradation following *IME1/4* induction, TPM were normalized to the 2 h time point just before *IME1/4* induction. A heatmap of the 144 Ume6 targets shown in Figure S3B was split using k-means clustering based on their Euclidean distance and application of the “elbow test” to identify an optimal k of 3 (k-means = 3). This produced 3 distinct groupings of genes based on their response to *IME1/4* induction: group 1 (d), group 2 (e), and group 3 (f). g) Four genes from group 1 were selected for closer inspection. This included *MEI5*, *IME2*, *RED1*, and *SPO22*, which are presented as a bar plot showing mean of TPM including the standard error for 3 biological replicates. This bar plot compares control and Ume6 depletion conditions at the designated times. h and i) Genome browser views of mRNA tracks highlighting consequential differences between depleting Ume6 during mitotic growth compared to meiosis for the EMG *IME2*. h) During mitotic growth, prior to Ume6 depletion (predepletion) *IME2* signal is mostly undetectable (top). Then, in response to Ume6 depletion (Ume6 depleted) *IME2* signal appears indicating a loss of repression. i) Conversely, in the presence of Ume6 without Ime1 (premeiotic), signal for *IME2* is mostly undetectable, similar to mitotic conditions, and after *IME1/4* induction (*IME1/4* induced), *IME2* becomes strongly expressed as indicated by the mapped reads. However, in the absence of Ume6, before or after *IME1/4* induction (Ume6 depleted + premeiotic and Ume6 depleted + *IME1/4* induced, respectively), *IME2* signal remains slightly stronger than premeiotic but much weaker than *IME1/4* induced. Scales for the genome browser under each condition, mitosis and meiosis, are indicated and an illustration for Ume6's presence and interaction with its cofactors is provided. Scales on the y-axis show relative track heights between mitosis and meiosis.

To determine the impact of Ume6 depletion on meiosis, we next analyzed the cells’ ability to produce gametes, known as spores in yeast. For comparison, a strain containing only the inducible *IME1/4* system (*pCUP1-IME1; pCUP1-IME4; UME6)* as well as an *IME1* null mutant (*ime1Δ*) where meiosis cannot occur was included (Fig. 4c). *ume6*Δ cells were too sick to process for the meiotic experiments. Sporulation efficiency was 95.3% for the *pCUP1-IME1/4* strain and 0% for the *ime1Δ* mutant (Fig. 4c). In the control strain where Ume6 was not depleted, sporulation efficiency was 84%, indicating that our system experiences only minor deficiencies (Fig. 4c). In contrast, the Ume6 depletion strain displayed a severe reduction in sporulation efficiency (10%; Fig. 4c), indicating that acute removal of Ume6 inhibits cells’ ability to complete the meiotic program.

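The meiotic series holds 36 RNA-seq libraries, 3 each of the control and the depletion strain at 0.5, 2, 2.5, 3, 4.5 and 6 h, with IME1 and IME4 induced just after the 2-h samples. The authors deposited kallisto's estimated counts and TPM for it. A control library totals 4,322,700 to 12,330,700 estimated counts (median 8,339,450) and a depletion library 5,936,650 to 10,884,800 (median 8,085,390). Rounded counts of all 36 libraries entered a single edgeR QL fit with TMM scaling, in which 5526 genes passed the filter. The strains were compared at each time, and the change from 2 h to a later time was compared between the strains (reduced or raised induction). TPM is given as mean ± SD of 3 libraries.

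The gene list was fixed on the mitotic libraries, so counts over it are not selected on the meiotic ones. The paper's 3 groups of these genes were clustered on the meiotic libraries, so contrasts between groups are selected on them. Each comparison of induction uses the 2-h libraries of both strains, so a strain difference at 2 h and a reduced induction share libraries and their errors. With culture as a block, the number of genes with reduced induction at 2.5 h goes from 62 to 72. Scaling matters in some comparisons. Going from TMM to TPM shifts the median of all genes by −0.18 (log2) in the strain comparison at 4.5 h. In the comparison of induction at 4.5 h the shift is −0.15, and the median of the listed genes goes from −0.59 to −0.73. The shift is 0.26 in the control's change from 2 to 2.5 h and 0.24 in that of the depletion strain.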

To monitor how Ume6 depletion impacts the transcript levels of EMGs, we performed RNA-seq and analyzed our previously generated list of 144 mitotically repressed Ume6 targets to assess whether Ume6 was necessary for their meiotic expression. We monitored the Log2FC of average transcripts per million (TPM), which represent reads normalized to gene length, relative to the 2 h time point just before *IME1/4* induction and found that the majority (112/144; 78%) of the mitotically repressed Ume6 targets now showed reduced expression upon Ume6 depletion relative to the control sample (Fig. 4d–f; Supplementary Fig. 3b–e).

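Relative to the 2-h mean TPM of the same strain, 124 of the 144 genes (86.1%) stood lower in the depletion strain than in the control at 2.5 h, 101 (70.1%) at 3 h, 132 (91.7%) at 4.5 h and 127 (88.2%) at 6 h. These counts have no error attached. By edgeR with BH adjustment the change from 2 h was smaller in the depletion strain in 62 genes at 2.5 h and larger in 1 (90 and 3 adjusted over the list alone), with a median difference of −0.56 in log2FC (quartiles −1.16 and −0.27). At 3 h it was smaller in 29 and larger in 2 (44 and 8), at 4.5 h in 67 and 0 (84 and 4) and at 6 h in 70 and 0 (85 and 1), with medians of −0.23, −0.59 and −0.59.

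The strains can also be compared directly at the same time. At 2.5 h 56 of the genes were lower and 9 higher in the depletion strain (72 and 9 adjusted over the list alone), with a median log2FC of −0.32. Leaving out control replicate 1 of 2.5 h reduced the 56 to 34.

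**Figure D2:**
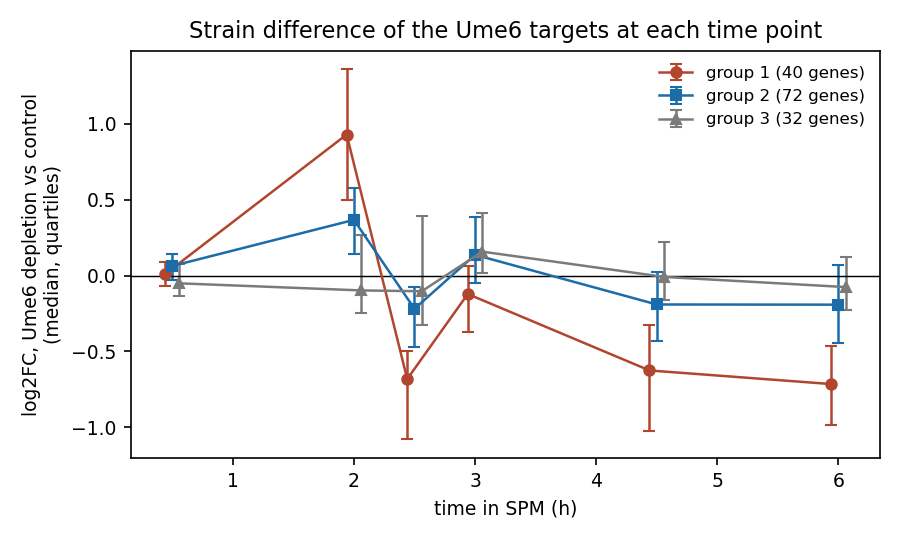
Median and quartiles of the edgeR log2FC, Ume6 depletion against control, of the genes of groups 1, 2 and 3 at 6 times of the meiotic series.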

To better highlight the genes that are most impacted by Ume6 depletion, we applied k-means clustering, which groups genes by their Euclidian distance while minimizing variation. Using the “elbow method,” we found k = 3 to be optimal for subdividing our 144 genes in the Ume6 regulon (Thorndike 1953; Fritz *et al*. 2020). Group 1 contained 40 genes that were important for meiotic recombination and chromosome pairing, while group 2 had a combination of 72 meiotic and metabolic genes. Inspecting these subgroups, we found that genes in group 1 and 2 showed an average of ∼43% and ∼20% decrease in expression, respectively, in response to Ume6 depletion (Fig. 4d and e, comparing TPM for Ume6 depletion and control at 2.5 h). Indeed, Spearman analysis at 2.5 h for group 1 and 2 showed high dissimilarity between control and Ume6 depletion (ρ = 0.435 and 0.454, respectively; Supplementary Fig. 3c and d). This reduced expression and dissimilarity between conditions persisted until 6 h. Conversely, group 3 contained several different genes involved in meiosis, metabolism, and cell wall maintenance. 

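At 2.5 h the mean TPM of a gene differed between depletion and control by −42.1% on average over the 40 genes of group 1 (SD 6.53 over pairs of libraries), and by −17.1% over the 72 genes of group 2 (SD 4.18). Gene by gene, edgeR with BH adjustment called 32 genes of group 1 lower and 0 higher (median log2FC −0.68), and 19 of group 2 lower and 1 higher (−0.22). At 2 h, just before induction, the same averages stood 108% and 30.8% above the control. The fall at 2.5 h thus follows an excess at 2 h. A k-means clustering with 3 centres on these data put all 40 genes of group 1 together, and 68 of the 72 genes of group 2 in a cluster that also took 24 of the 32 genes of group 3.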

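Over the log2 change of mean TPM from 2 to 2.5 h, Spearman's ρ between the strains was 0.436 for group 1 and 0.500 for group 2. For all 5818 genes ρ of mean TPM was 0.988 at 2 h and 0.982 at 2.5 h, and for the mean TPM of the same groups at 2.5 h it was 0.923 and 0.980, so the low values belong to the change from 2 h and not to the level. Leaving out depletion replicate 2 of 2 h gave the lowest values, 0.401 and 0.483.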

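The average difference of a gene's TPM in group 1 was −8.46% at 3 h, −40.9% at 4.5 h and −42.2% at 6 h, and in group 2 12.0%, −18.1% and −13.6%. At 3 h the averages of the strains were therefore close, but the SD over pairs of libraries was 25.1 for group 1 and 12.3 for group 2. Relative to 2 h, 27 genes of group 1 and 1 of group 2 still had reduced induction at 3 h. Of all 29 listed genes with reduced induction at 3 h, 24 were above the control at 2 h and 5 were below it at 3 h. In log2FC by edgeR the medians for group 1 were −0.12, −0.63 and −0.71 and for group 2 0.14, −0.19 and −0.19, and at 6 h 32 genes of group 1 and 25 of group 2 were lower (0 and 4 higher). Over all 144 genes 6 were lower and 26 higher at 3 h (11 and 35 adjusted over the list alone), 49 and 4 at 4.5 h (58 and 8) and 60 and 5 at 6 h (72 and 7). The genes lower at both 2.5 and 6 h number 44. The correlation of the change from 2 h was 0.568, 0.245 and 0.466 in group 1 and 0.762, 0.581 and 0.676 in group 2.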

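Over the 32 genes of group 3 the average difference in TPM between depletion and control was 2.12% at 2.5 h (SD 6.21 over pairs of libraries), −0.459% at 2 h, 16.8% at 3 h, −11.1% at 4.5 h and −7.73% at 6 h. By edgeR with BH adjustment 5 of them were lower and 8 higher at 2.5 h (median log2FC −0.10), and 3 lower and 1 higher at 6 h (−0.08). Reduced induction at 2.5 h was called in 0 of them, against 34 genes of group 1 and 28 of group 2. The paper formed the groups on the response to induction in these same libraries, so this contrast is in large part fixed by the grouping.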

Expression profiles for group 3 were overall more similar between control and Ume6 depletion (∼3% increase in expression of the Ume6 depletion sample compared to control at 2.5 h). 

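For the change relative to 2 h, ρ between the strains in group 3 was 0.797 at 2.5 h, 0.739 at 3 h, 0.766 at 4.5 h and 0.817 at 6 h. With 32 genes the value moves with single libraries: without depletion replicate 3 of 2 h it was 0.716 at 2.5 h, and at 4.5 h it ranged from 0.690 to 0.791. A steady rise from 2.5 to 6 h does not stand out from this range.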

Consistently, Spearman analysis showed increased sample relatedness from 2.5 h until 6 h (ρ = 0.74, 0.71, 0.86, and 0.88, at 2.5, 3, 4.5, and 6 h respectively; Fig. 4f and Supplementary Fig. 3e). Thus, depletion of Ume6 prior to *IME1/4* induction disrupted 112 of our 144 Ume6 targets (78%), highlighting Ume6's importance in EMG activation during meiosis.

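The 112 genes are groups 1 and 2 of the paper's clustering. The paper takes their disruption after depletion as a sign of how important Ume6 is for activating EMGs in meiosis. At 2.5 h a reduced induction was called in 62 of them by edgeR. Of the 62 genes with reduced induction at 2.5 h, 47 were already above the control at 2 h, so their smaller rise is partly a higher start. In 10 simulations without any strain effect, with the 2-h libraries shared, 0 genes were called in both (at unadjusted p 0 to 2, against 77 observed), although the strain difference at 2 h and the difference in induction were anticorrelated there too (ρ −0.75 to −0.58, against −0.79 observed). These simulations hold no strain effect, so they leave open how far the shared libraries raise the overlap where strain differences exist.

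A higher start does not account for the whole either: 46 of the 62 were also below the control at 2.5 h in the direct comparison. For these genes the level after induction, and not only the fold, was lower in the depletion strain. By the paper's account Ume6 protein was lowered there, less than in mitotic cells, and not absent. Of the other 16 of the 62, 12 were above the control at 2 h, and 4 were called neither above it at 2 h nor below it at 2.5 h. For these genes the data do not tell loss of activation from loss of repression.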

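At 2 h the depletion strain was above the control in IME2 (SK1_10T01020.1; 399 ± 26.2 against 169 ± 19.6 TPM, log2FC 1.28, edgeR adjusted p = 4.75e-07), MEI5 (SK1_16T01560.1; 83.8 ± 6.49 against 29.3 ± 6.24, 1.53, adjusted p = 1.62e-05) and RED1 (SK1_12T02950.1; 46.6 ± 6.13 against 27.5 ± 0.957, 0.79, adjusted p = 0.00307). For SPO22 (SK1_09T00910.1) the means were 35.2 ± 2.65 and 27.9 ± 4.09 and the difference was not called (0.35, edgeR adjusted p = 0.296).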

Focusing on 4 representative EMGs from group 1, *IME2*, *MEI5*, *SPO22*, and *RED1*, we found that differences in transcript levels were already detectable early on, since strains retaining a functional Ume6 (control) had lower basal expression levels, consistent with Ume6 acting repressively prior to *IME1* expression (Fig. 4d and g). Furthermore, in the control strain, gene expression spiked going from pre-*IME1/4* induction at 2 h to post-*IME1/4* induction at 2.5 h reaching 7-, 11-, 5-, and 4-fold, for *IME2*, *MEI5*, *SPO22*, and *RED1*, respectively (Fig. 4g). However, depletion of Ume6 resulted in largely unchanged expression for *IME2*, *MEI5*, *SPO22*, and *RED1* (Fig. 4g, Ume6 Depletion). 

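From 2 to 2.5 h the control rose to 1183 ± 240 TPM of IME2 (7.01-fold; log2FC 2.55, edgeR adjusted p = 3.53e-15), 308 ± 33.8 of MEI5 (10.5-fold; 3.12, 1.34e-13), 123 ± 18.4 of SPO22 (4.41-fold; 1.87, 8.48e-11) and 121 ± 13.4 of RED1 (4.38-fold; 1.87, 4.06e-11). IME1 (SK1_10T02750.1) went from 160 ± 134 to 9666 ± 1460 TPM in the control and from 289 ± 49.4 to 8978 ± 1421 in the depletion strain, and did not differ between the strains at 2.5 h (log2FC −0.06, SE 0.30; edgeR adjusted p = 0.929).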

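In the depletion strain IME2 went to 344 ± 23.8 TPM at 2.5 h (0.864-fold; log2FC −0.45, edgeR adjusted p = 0.00911), MEI5 to 140 ± 17.8 (1.67-fold; 0.50, 0.0387), SPO22 to 56.5 ± 6.49 (1.61-fold; 0.44, 0.0301) and RED1 to 59.4 ± 3.66 (1.28-fold; 0.11, 0.598). The rise of MEI5 lost its call without any of 5 of the 6 libraries and that of SPO22 without any of 3 (without replicate 2 of 2.5 h, edgeR adjusted p = 0.0966 and 0.130). The difference between the strains in this change was −3.01 for IME2 (edgeR adjusted p = 5.54e-12), −2.62 for MEI5 (1.26e-07), −1.43 for SPO22 (1.37e-04) and −1.76 for RED1 (2.64e-06). At 2.5 h all 4 were below the control, by a log2FC of −1.73, −1.09, −1.08 and −0.97 (edgeR adjusted p = 6.84e-10, 2.85e-04, 5.64e-05 and 1.32e-04). At 3 h none was called (−0.08, −0.02, −0.29 and −0.37), and at 6 h the log2FC was −1.21, −1.29, −1.23 and −0.91. The transcript of UME6 (SK1_04T04120.1) had a log2FC of −0.22 at 2.5 h (edgeR adjusted p = 0.176).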

Taken together, the failure to form gametes combined with reduced transcript levels of meiotic genes in response to Ume6 depletion emphasizes the critical involvement of Ume6 in the expression of EMGs.

These findings demonstrate Ume6's dual role both as a repressor and an activator. By acutely depleting Ume6 under distinct developmental programs, we arrived at 2 very different outcomes. Mitotic depletion of Ume6 resulted in the derepression of its target genes, illustrating Ume6's role in ensuring EMG quiescence during the mitotic gene expression program (Fig. 4h). Consistently, depletion of Ume6 under nutrient-deprived conditions (i.e. in the absence of *IME1*) also led to derepression of EMGs (Fig. 4i; premeiotic). However, this level of EMG derepression was not sufficient to initiate meiosis. On the other hand, depletion of Ume6 shortly before *IME1/4* induction prevented the proper activation of EMGs, thereby exemplifying Ume6's second role as an activator of EMGs during the meiotic program (Fig. 4i). Thus, Ume6 serves as a primary determinant as to whether cells silence or induce the meiotic gene expression program depending on the cellular state and the associated cofactors.

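At 0.5 h edgeR called 0 of the 144 genes higher and 1 lower in the depletion strain. At 2 h, before IME1 and IME4 were induced, 58 were higher and 2 lower with BH adjustment (80 and 3 adjusted over the list alone), with a median log2FC of 0.37 (quartiles 0.08 and 0.68). Groups 1, 2 and 3 contributed 28, 28 and 2 of the 58, and their medians were 0.93, 0.37 and −0.10. The 58 became 36 with only the 2-h libraries in the fit. IME1 transcript was present at 2 h and had a log2FC of 0.87 (edgeR adjusted p = 0.116), or of 1.85 without control replicate 2 (edgeR adjusted p = 3.27e-06), so a part of IME1 in the higher expression is not excluded. Mitotic derepression at 15 min and the premeiotic one were measured in different experiments and their sizes are not tested against each other.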

### Tethering of Ume6^T99N^ to Ime1 using the GFP nanobody trap system rescues meiotic defects associated with *UME6^T99N^*

Previous studies have demonstrated that the meiotic kinase Rim11 phosphorylates both Ime1 and Ume6 to promote their interaction (Mitchell and Bowdish 1992; Rubin-Bejerano *et al*. 1996; Malathi *et al*. 1997). One key phosphorylation residue in Ume6 is Threonine 99 (T99). Indeed, a particular mutation at this position, T99N (Ume6^T99N^), was found to severely reduce Rim11's ability to phosphorylate Ume6 (Bowdish *et al*. 1995; Malathi *et al*. 1997), thereby preventing binding of Ume6 to Ime1. To restore the interaction between Ime1 and Ume6^T99N^, we utilized a GFP nanobody trap approach where Ume6^T99N^ carrying a *3V5* epitope was fused to the VH16 anti-GFP nanobody (*UME6^T99N^-3V5-αGFP*; Fig. 5a; Fridy *et al*. 2014). For controls, we included *UME6*, *UME6-3V5*, and *UME6*^T99N^*-3V5*. We then combined the *UME6* alleles with either *IME1* or an N-terminally GFP-tagged *IME1* at the endogenous locus (*GFP-IME1*; Moretto *et al*. 2018*)*. If the interaction between Ime1 and Ume6 is sufficient to drive EMG expression, then in the *UME6*^T99N^*-3V5-αGFP GFP-IME1* strain, where tethering occurs, sporulation should be rescued.

**Fig. 5.**
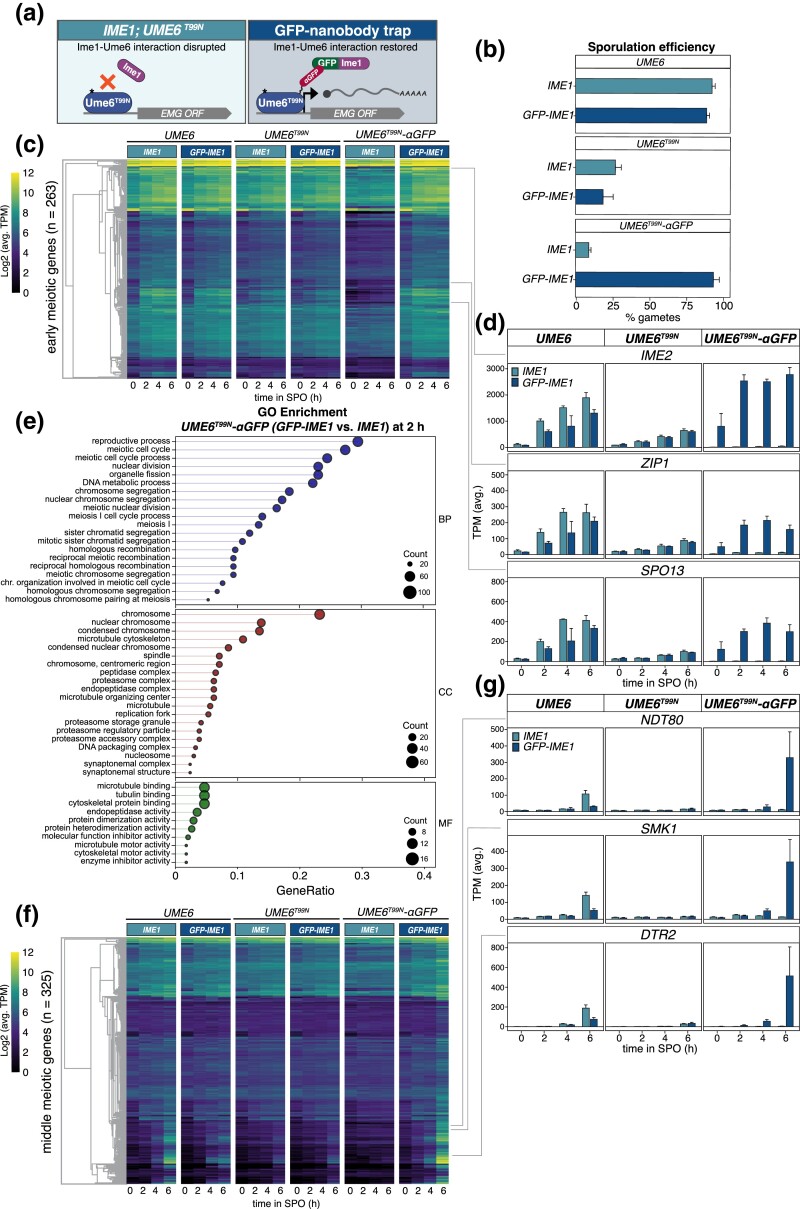
Tethering of Ime1 and Ume6 using the GFP nanobody rescues the *UME6^T99N^* meiotic defects. a) Illustration of the GFP-nanobody trap approach. The star on Ume6^T99N^ represents the T99N mutation within Ume6 that obstructs Ime1 from binding within this domain. b) Sporulation efficiency measured for strains containing either WT *IME1* and *UME6-3V5* (UB26625), *UME6*^T99N^*-3V5* (UB26629), and *UME6*^T99N^*-3V5-αGFP(VH16)* (UB27313), or *GFP-IME1* and *UME6-3V5* (UB26641), *UME6*^T99N^*-3V5* (UB26645), and *UME6*^T99N^*-3V5-αGFP(VH16)* (UB27243). *3V5* is not annotated in the figure labels for simplicity. Cells were grown in presporulation media before being transferred to SPM and allowed 24 h to complete the meiotic program before sporulation efficiency was measured. As before, 100 cells were counted and percentage of cells that formed tetrads was noted as % gametes for each allele combination and the average of 3 biological replicates is presented with the standard error. c–g) Strains used in (b) were transferred to SPM (t = 0 h), and RNA samples were collected at the designated times. RNA samples were processed as described in Fig. 3d, and TPM tables were generated from 3 biological replicates. To examine early gene response, a set of genes identified as early expressed by Williams *et al*. and Brar *et al*. and identified as *IME1* responsive by Tresenrider *et al*. were termed EMGs and monitored in our dataset. c) Heatmap representing Log2 of the mean TPM across 3 biological replicates for EMGs. Strains harboring distinct *UME6* alleles in combination with either untagged *IME1* or *GFP-IME1* are presented on top of the heatmap. d) Barplot representation for mean of TPM at a designated time point is shown for *IME2*, *ZIP1*, and *SPO13*. Standard error from 3 biological replicates is included. *UME6* alleles for each representative gene plot are shown at the top of their respective barplot. The gene represented by the barplot is shown at the top of each group and *IME1* allele is shown as either *IME1* or *GFP-IME1*. DESeq2 analysis between *IME1; UME6*^T99N^*-3V5-*αGFP (UB27313), and *GFP-IME1; UME6*^T99N^*-3V5-*αGFP (UB27243) at 2 h identified 316 DEGs (padj < 0.05). e) GO enrichment was used on the 316 DEGs that were upregulated (log2FC > 1.5). The gene ratio is shown on the x-axis and is the percent of genes in a given GO term out of the total 316 genes total. As before, the point size corresponds to the number of genes in that GO term while color signifies category: BP, biological process; CC, cellular component; MF, molecular function. f) Heatmap prepared as described in Fig. 5b representing a set of genes identified in Cheng *et al*. as responding to *NDT80* induction (Cheng *et al*. 2018). g) Barplots as prepared as described in (c) representing *NDT80*, *SMK1*, and *DTR2*.

We first examined sporulation efficiency in the strains possessing different allelic combinations of *IME1* and *UME6*. For untagged *UME6*, the sporulation efficiency was >90% when combined with either untagged or GFP-tagged *IME1* (94.3 and 97.0%, respectively; Supplementary Fig. 4a). *UME6-3V5* had a small drop in sporulation efficiency (92.7 and 89% for *IME1* and *GFP-IME1*, respectively; Fig. 5b), suggesting the tag mildly impairs *UME6* function. However, strains with *UME6^T99N^*-*3V5* had a severe defect in sporulation efficiency (27 and 18.7% for *IME1* and *GFP-IME1*, respectively). Addition of the GFP Nanobody to *UME6^T99N^*-*3V5* (*UME6^T99N^-3V5-αGFP*) in cells containing untagged *IME1* further reduced the cell's sporulation efficiency to 9.0%. Despite this substantial drop in sporulation efficiency, when *UME6*^T99N^*-3V5-αGFP* was paired with *GFP-IME1*, the sporulation efficiency was dramatically improved to 93.7% (Fig. 5b). Thus, restoring the interaction between Ume6 and Ime1 is sufficient to complete the meiotic program and produce gametes.

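RNA-seq covered 8 strains, IME1 or GFP-IME1 combined with UME6, UME6-3V5, UME6-T99N-3V5 or UME6-T99N-3V5-αGFP, at 0, 2, 4 and 6 h with 3 libraries each. In the tables that the authors deposited, estimated counts and TPM disagree about 2 of the 96 libraries: replicate 1 of IME1; UME6-3V5 at 0 h and at 2 h are exchanged between the table of counts and the table of TPM. TPM recomputed from the counts of the one match the TPM of the other to an SD of 0.0123 (log2), against 1.16 and 1.17 under their own names. No label tells which table is right, so both libraries were left out and IME1; UME6-3V5 has 2 libraries at 0 and 2 h.

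The remaining 94 libraries have a median of 7,080,520 estimated counts. With IME1 the range is 5,155,390 to 9,129,370 for UME6 (median 6,345,260), 4,651,360 to 7,269,720 for UME6-3V5 (5,551,880), 5,009,800 to 10,186,800 for UME6-T99N-3V5 (7,415,840) and 4,967,580 to 10,672,200 for UME6-T99N-3V5-αGFP (7,092,140). With GFP-IME1 it is 5,548,500 to 8,717,960 for UME6 (7,452,180), 44,189 to 14,452,500 for UME6-3V5 (7,104,870), 5,936,430 to 10,077,500 for UME6-T99N-3V5 (7,587,270) and 4,497,680 to 9,977,400 for UME6-T99N-3V5-αGFP (6,185,160). The library of 44,189 counts is replicate 2 of GFP-IME1; UME6-3V5 at 4 h. It was kept, and comparisons that use that group are less certain.

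All 94 libraries entered a single edgeR QL fit with TMM scaling and 5527 tested genes. The lists of 263 EMGs and of Ndt80 targets are not held and were not used here. The results are given for the 144 genes of the mitotic list and for named genes. TPM in place of TMM moves the median of all genes by more than 0.1 in several comparisons, by 0.29, 0.22 and 0.11 (log2) at 2, 4 and 6 h for GFP-IME1 against IME1 with UME6-T99N-3V5-αGFP and by −0.22, −0.35 and −0.29 for IME1; UME6-T99N-3V5-αGFP against IME1; UME6-3V5. TPM also moves it by 0.12 and 0.25 at 0 and 2 h for UME6-T99N-3V5-αGFP against UME6-3V5 with GFP-IME1. For UME6-T99N-3V5 against UME6-3V5 with IME1 the shift is −0.16 and −0.12 at 4 and 6 h. From 4 to 6 h with IME1 and untagged UME6 it is −0.62, or 0.16 with RLE. None of these shifts changes the direction of the median of the 144 genes.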

To investigate the extent to which the nanobody-based tethering of Ume6^T99N^ to Ime1 rescues the meiotic program, we collected RNA samples for various allelic combinations of *UME6* and *IME1* relative to their introduction to SPM at 0, 2, 4, and 6 h, to monitor EMG transcript abundance. First, we inspected 263 genes that are associated with driving early meiotic events based on previous studies (Mao-Draayer *et al*. 1996; Pâques and Haber 1999; Williams *et al*. 2002; Brar *et al*. 2012; Tresenrider *et al*. 2021). Eighty-nine of these genes were present in the Ume6 direct target list (Supplementary Table 1). 

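In IME1; UME6-3V5, IME2 (SK1_10T01020.1) rose from 101 ± 3.18 TPM at 0 h and 961 ± 14.1 at 2 h (mean ± SD, n = 2) to 1515 ± 67.4 at 4 h and 1895 ± 198 at 6 h (n = 3), and ZIP1 (SK1_04T04790.1) from 19.7 ± 2.05 and 127 ± 6.09 to 265 ± 23.1 and 263 ± 52.8. In GFP-IME1; UME6-3V5, IME2 rose from 78.9 ± 8.32 at 0 h and 602 ± 63.7 at 2 h to 808 ± 398 at 4 h and 1307 ± 132 at 6 h. The SD at 4 h includes the shallow library.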

In *UME6-3V5* carrying either untagged or GFP-tagged *IME1*, many of these genes were upregulated after transfer to SPM (Fig. 5c, compare 0 vs 2, 4, 6 h). Introduction of *UME6^T99N^*-*3V5* resulted in a moderate disruption of EMG expression (Supplementary Fig. 4b). 

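In IME1; UME6-T99N-3V5 against IME1; UME6-3V5, edgeR with BH adjustment called 10 of the 144 genes lower and 6 higher at 0 h (11 and 9 adjusted over the list alone), 83 and 3 at 2 h (94 and 4), 82 and 8 at 4 h (91 and 9) and 68 and 14 at 6 h (72 and 19). The median log2FC was −0.03, −0.67, −0.59 and −0.36. The value at 0 h has no stable direction, since with TPM scaling it is −0.01 and with RLE 0.01.

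The 0-h count is also the result that depends most on the 2 exchanged libraries. With both kept as the table of counts names them, 54 genes were lower and 7 higher, and with the names of the table of TPM 13 and 9. With only the groups compared in the fit 25 were lower. Without replicate 1 of UME6-T99N-3V5 at 0 h 6 were lower. At 2 h the number lower was 59 under the first naming and 89 under the second.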

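In IME1; UME6-T99N-3V5-αGFP against IME1; UME6-3V5, 93 of the 144 genes were lower and 1 higher at 0 h (edgeR, BH; 96 and 1 adjusted over the list alone), all but 40 lower and 8 higher at 2 h (105 and 8), 105 and 16 at 4 h (107 and 18) and 103 and 22 at 6 h (103 and 23), with a median log2FC of −0.89, −1.27, −1.25 and −1.30. IME2 was at 9.96 ± 2.14, 19.6 ± 2.40, 29.6 ± 7.38 and 43.5 ± 11.8 TPM, against 84.6 ± 3.23, 219 ± 32.2, 412 ± 54.4 and 643 ± 64.3 in IME1; UME6-T99N-3V5. Across the 144 genes, Spearman's ρ of mean TPM with IME1; UME6-3V5 was 0.907, 0.473, 0.392 and 0.442 for UME6-T99N-3V5-αGFP and 0.981, 0.835, 0.823 and 0.883 for UME6-T99N-3V5. The 2 mutants were not tested against each other.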

Consistent with the sporulation data, *UME6*^T99N^*-3V5-αGFP* had a more severe defect in EMG expression than *UME6*^T99N^*-3V5* (Supplementary Fig. 4b). However, tethering of Ume6^T99N^ to Ime1 restored EMG expression back to WT (Supplementary Fig. 4b). This rescue was further supported by PCA, where points associated with *GFP-IME1; UME6-3V5 or GFP-IME1; UME6*^T99N^*-αGFP* separated from untagged *IME1; UME6*^T99N^*-αGFP* along PC1 (Supplementary Fig. 4c).

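GFP-IME1; UME6-T99N-3V5-αGFP (tethered) was compared with GFP-IME1; UME6-3V5. The median log2FC of the 144 genes was 0.36 at 0 h, 0.28 at 2 h, 0.11 at 4 h and −0.07 at 6 h. By edgeR with BH adjustment 51 genes were higher and 10 lower at 0 h (61 and 11 adjusted over the list alone), 51 and 19 at 2 h (55 and 21), 18 and 11 at 4 h (19 and 12) and 15 and 15 at 6 h (14 and 15). ρ of mean TPM between these strains across the list was 0.841, 0.914, 0.943 and 0.953. With TPM in place of TMM the median log2FC was 0.49, 0.53, 0.32 and −0.16. The tethered strain was thus above the reference at 0 and 2 h and near it at 6 h, while its distance at 4 h depends on the scaling. The few calls at 4 h come with a reference group that holds the shallow library.

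**Figure D3:**
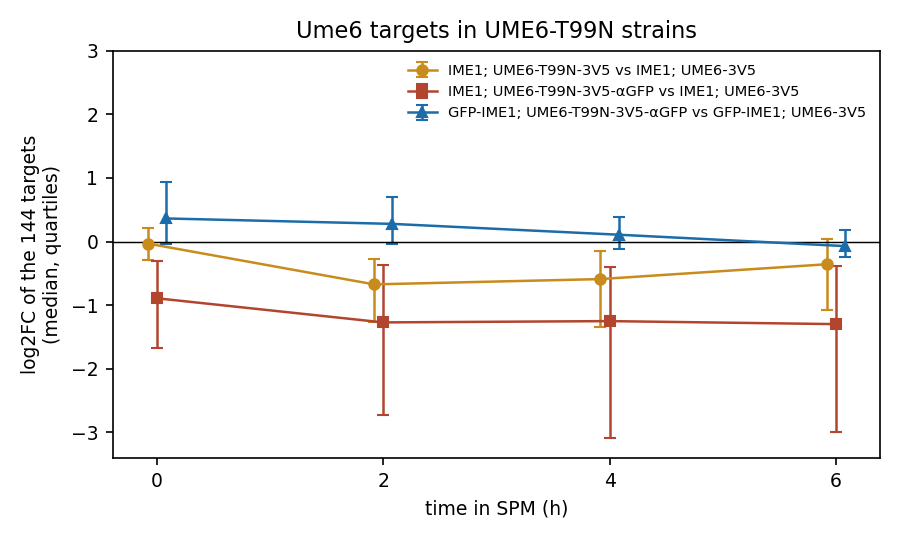
Median (point) and quartiles (bar) of the edgeR log2FC of the 144 genes at 0, 2, 4 and 6 h: IME1; UME6-T99N-3V5 and IME1; UME6-T99N-3V5-αGFP against IME1; UME6-3V5, and the tethered strain against GFP-IME1; UME6-3V5.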

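On PC1 of the variance-stabilized counts, the mean scores at 0, 2, 4 and 6 h were −37.0, −23.1, −16.5 and −13.8 for IME1; UME6-T99N-3V5-αGFP, −28.5, 5.36, 8.44 (SD 17.4) and 28.3 for GFP-IME1; UME6-3V5 and −16.5, 17.3, 28.9 and 47.0 for the tethered strain. The gap to IME1; UME6-T99N-3V5-αGFP was smallest at 0 h and largest at 6 h for both.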

To globally identify the functional classes of genes expressed by tethering of Ime1 to Ume6, we performed DESeq2. 

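At 2 h, GFP-IME1 against IME1 in the UME6-T99N-3V5-αGFP background gave 1602 genes higher and 1838 lower by edgeR with BH adjustment. With a log2FC over 1.5, 298 were higher, and with a log2FC under −1.5, 364 were lower. The 298 became 291 to 301 when 1 library was left out, and 299 or 297 when the 2 exchanged libraries were kept under either naming. Only genes whose libraries did not overlap between the strains were ranked. The largest log2FC at 2 h among genes with a mean log2 CPM of at least 2 were those of SAE3 (SK1_08T01260.1; 437 ± 43.8 against 0.399 TPM, the lower group at the floor with 1 count at most), MEI5 (SK1_16T01560.1; 8.48, 428 ± 43.7 against 1.02 ± 0.931 TPM, edgeR adjusted p = 2.29e-22) and NDJ1 (SK1_15T00500.1; 8.29, 438 ± 42.7 against 1.14 ± 0.262 TPM, edgeR adjusted p = 3.60e-26).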

Comparing *IME1* to *GFP-IME1* in the *UME6*^T99N^*-3V5-αGFP* background, we identified 316 DEGs (padj < 0.05; log2FC > 1.5; 2 h in SPM; Supplementary Fig. 4d). Of these 316 DEGs, 137 were present in the EMG list and 70 were present in the Ume6 direct target list. 

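The 298 genes include 67 of the 144. At 0, 4 and 6 h 187, 272 and 455 genes were higher with a log2FC over 1.5, and 58, 63 and 65 of these are on the list.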

GO enrichment revealed a number of early meiotic terms such as homologous recombination and SC formation, indicating that the tethering strategy restored early meiotic functions (Fig. 5e). Additionally, inspecting tethering results for our mitotic Ume6 target list showed a similar rescue in expression (Supplementary Fig. 4e and f). 

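For the whole list, tethering (GFP-IME1 against IME1 with UME6-T99N-3V5-αGFP) gave 108 genes higher and 5 lower at 0 h by edgeR with BH adjustment, and the same 108 and 5 adjusted over the list alone. At 2 h 106 were higher and 13 lower (107 and 13), at 4 h 106 and 18 (109 and 18) and at 6 h 105 and 23 (105 and 23). The median log2FC was 1.12, 1.40 (quartiles 0.35 and 3.11), 1.14 and 1.29. The list was drawn up on mitotic libraries, so these counts do not come from the samples that selected the genes.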

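Tethered against untethered, IME2 (SK1_10T01020.1) at 2 h was at 2537 ± 234 TPM (129-fold; log2FC 6.72, SE 0.33; edgeR adjusted p = 1.06e-27), ZIP1 (SK1_04T04790.1) at 185 ± 30.9 against 12.8 ± 1.22 (14.5-fold; 3.56, SE 0.24; edgeR adjusted p = 6.09e-21) and SPO13 (SK1_08T00610.1) at 301 ± 25.5 against 5.76 ± 0.839 (52.3-fold; 5.42, SE 0.46; edgeR adjusted p = 1.24e-16). At 6 h the folds were 63.9, 11.9 and 61.3. Against GFP-IME1; UME6-3V5 at 2 h, tethering put IME2 at a log2FC of 1.82, ZIP1 at 1.11 and SPO13 at 0.96 (edgeR adjusted p = 0.025), and at 6 h at 1.18, −0.32 (adjusted p = 0.269) and −0.07 (adjusted p = 0.914).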

Finally, key EMGs including *IME2*, *ZIP1*, and *SPO13* displayed a strong rescue in their expression when Ume6^T99N^ was tethered to Ime1 (Fig. 5d). We note that at 0 h, use of the GFP nanobody trap resulted in unusually high expression for many EMGs (Fig. 5c and d). This is likely due to the high affinity between GFP and the αGFP antibody, which can bypass posttranslational regulations that control Ime1-Ume6 interaction and nuclear localization, thereby resulting in earlier meiotic initiation. 

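At 0 h the tethered strain had 803 ± 492 TPM of IME2, 50.1 ± 24.9 of ZIP1 and 124 ± 74.4 of SPO13, and IME2 was 10.2-fold above GFP-IME1; UME6-3V5 (log2FC 3.23; edgeR adjusted p = 1.24e-14), ZIP1 at a log2FC of 1.51 and SPO13 at 2.26. The spread between the 3 cultures is wide. Without replicate 2 of the tethered strain, the log2FC of IME2 over the untethered strain at 0 h went from 6.29 to 5.66.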

Regardless, these data further corroborate the significance of Ime1-Ume6 interaction in establishing the meiotic program.

We also checked the magnitude and timing of *NDT80* expression along with its targets (Fig. 5f and g). In the *UME6-3V5* control strain, *NDT80* expression remained low from 0 to 4 h at which point *NDT80* expression increased ∼6.5 fold (Fig. 5g; from t = 4 to 6 h). Conversely, *NDT80* transcripts were largely unchanged in strains with *UME6*^T99N^*-3V5* or *UME6*^T99N^*-3V5-αGFP.* However, tethering of Ume6^T99N^ to Ime1 led to upregulation of *NDT80* (Fig. 5g, ∼11.3-fold increase from t = 4 to 6 h in the *UME6*^T99N^*-3V5-αGFP; GFP-IME1* strain). 

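In IME1; UME6-3V5, NDT80 (SK1_08T01690.1) was at 8.95 ± 1.21, 9.14 ± 0.877, 16.5 ± 1.22 and 108 ± 21.4 TPM at 0, 2, 4 and 6 h. From 4 to 6 h it rose 6.55-fold (log2FC 2.74, SE 0.25; edgeR adjusted p = 2.36e-13), or 6.01- to 7.27-fold with 1 library left out. The strain with untagged UME6 had more, 66.4 ± 2.29 and 942 ± 93.3 TPM at 4 and 6 h (14.2-fold). GFP-IME1 with UME6-3V5, the reference of the tethered strain, had 16.5 and 31.5 TPM (1.91-fold). Its 4-h group holds the shallow library.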

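From 4 to 6 h NDT80 went from 8.42 ± 1.48 to 15.4 ± 1.11 TPM in IME1; UME6-T99N-3V5 (1.83-fold; log2FC 0.85, SE 0.25; edgeR adjusted p = 0.0244) and from 10.9 ± 2.07 to 12.1 ± 2.07 in IME1; UME6-T99N-3V5-αGFP (log2FC 0.11, SE 0.25; edgeR adjusted p = 0.847). The call in UME6-T99N-3V5 is lost when any of 4 of its 6 libraries is left out, with the smallest log2FC, 0.76, without replicate 1 at 4 h (edgeR adjusted p = 0.135). In the tethered strain NDT80 went from 29.0 ± 12.6 to 329 ± 157 TPM, 11.3-fold (3.61, SE 0.25; edgeR adjusted p = 7.23e-19), and without replicate 2 at 6 h or other single libraries 8.94- to 15.1-fold.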

Expression of *NDT80* is indicative of chromosome segregation and gamete maturation and several genes have been identified as upregulated during these events (Winter 2012; Cheng *et al*. 2018). Many of the Ndt80 target genes responded to formation of the Ime1-Ume6 complex, or lack thereof (Fig. 5f and g). Indeed, cells possessing *UME6*^T99N^*-3V5* or *UME6*^T99N^*-3V5-αGFP* failed to activate these genes or did so at a reduced level (Fig. 5f and Supplementary Fig. 4g). In contrast, tethering of Ume6^T99N^ to Ime1 resulted in the timely activation of Ndt80 targets (Fig. 5f and g). 

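SMK1 (SK1_16T03160.1) stands for the Ndt80 targets. In the tethered strain's reference, GFP-IME1 with UME6-3V5, SMK1 went from 18.9 TPM at 4 h to 52.6 at 6 h (2.78-fold). From 4 to 6 h it went from 25.8 to 141 TPM in IME1; UME6-3V5 (5.48-fold), from 11.6 to 14.5 in IME1; UME6-T99N-3V5 (1.25-fold), 0.694-fold from 20.2 TPM in IME1; UME6-T99N-3V5-αGFP and from 50.1 ± 11.5 to 338 ± 133 in the tethered strain (6.75-fold).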

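The paper reasons that a mutation which obstructs the binding of Ime1 moderately disrupts EMG expression and severely reduces sporulation, both more so in the nanobody fusion, and that both come back when the nanobody brings GFP-Ime1 to the mutant. The counts follow the transcripts of IME2, ZIP1, SPO13, NDT80 and the 144 genes. The nanobody fusion without GFP-IME1 had less IME2 than the point mutant alone, in means that were not tested against each other, so the large folds of tethering are measured from a low level. IME2 at 6 h reached 2780 ± 269 TPM when tethered. NDT80 at 6 h exceeded that of GFP-IME1; UME6-3V5 by a log2FC of 3.49 (edgeR adjusted p = 2.57e-18), so the tethered strain passed its reference at that gene. Sporulation was not analysed here.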

Altogether, these findings further emphasize the importance of Ime1-Ume6 interaction while also demonstrating that bringing Ime1 in proximity of Ume6 is sufficient to drive meiotic initiation and gamete production.

### Tethering of a heterologous AD to Ume6^T99N^ restores EMG expression, gamete formation, and viability

Since its initial discovery, Ime1 has been regarded as the master transcription factor in the activation of EMGs (Kassir *et al*. 1988). Strains lacking *IME1* (*ime1Δ*) fail to initiate meiosis and genetic screens have identified several mutations in *IME1* that disrupt meiotic initiation (Smith *et al*. 1993). Furthermore, mutations like *UME6^T99N^* or depletion of Ume6, which block Ime1's ability to dock with Ume6 and localize to EMG promoter*s*, also result in meiotic failure (this study; Mitchell and Bowdish 1992). Thus, Ime1 is an essential factor in launching the meiotic transcriptional program.

On the other hand, the modularity of transcription factors has long been appreciated (Hahn and Young 2011). In fact, Ime1 itself can be broken into 3 distinct subdomains: an Ad, a nutrient-responsive domain, and a Ume6 interaction domain (Smith *et al*. 1993). Here, we found that tethering of Ime1 to Ume6^T99N^ is sufficient to initiate the meiotic program. We reasoned that this may occur because: (1) Ume6 needs to associate with an Ad in order to function as a coactivator or (2) Ime1 has additional functions besides serving as a transactivator, which are restored upon recruitment to Ume6. To distinguish between these possibilities, we employed a heterologous Ad from *E. coli*, known as B112 (Ottoz *et al*. 2014), and kept it either untagged or fused to GFP (Fig. 6a). As controls, we used Ime1 or GFP-Ime1 (Fig. 6a). Each transgene was integrated at the *HIS3* locus and was tested for its ability to suppress *ime1Δ* in the *UME6*^T99N^*-3V5-αGFP* background. All constructs were placed under the control of the *IME1* promoter to maintain physiological regulation and transgene expression was confirmed by immunoblotting (Supplementary Fig. 5a). Meiotic initiation through tethering of a heterologous Ad to Ume6 would suggest that Ume6 is the primary determinant of EMG activation through its association with a transactivator. Conversely, failure to initiate meiosis would indicate a unique role for Ime1 in conducting the meiotic program.

**Fig. 6.**
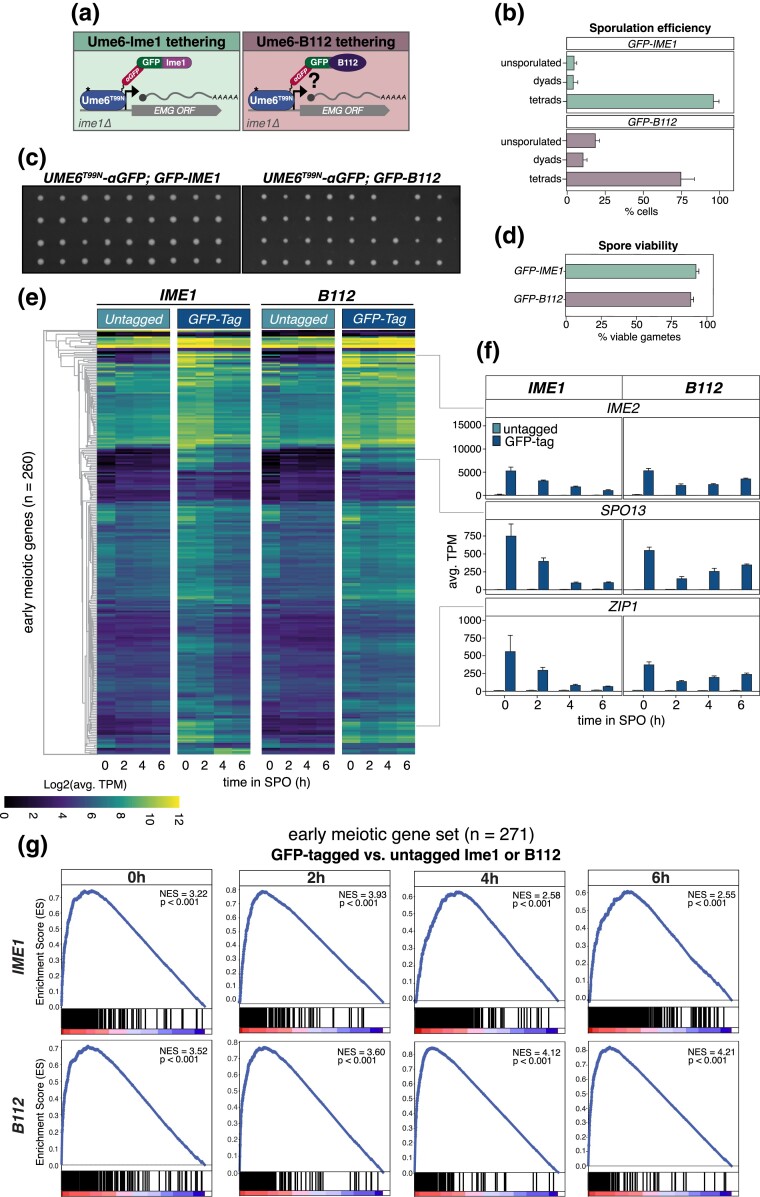
Artificial tethering of the heterologous B112 AD to Ume6^T99N^ is sufficient to induce meiosis and produce viable gametes. a) Illustration of the GFP-Nanobody trap approach using *IME1* and the heterologous AD *B112* to suppress *ime1Δ* in a *UME6*^T99N^*-3V5-αGFP(VH16)*. The star present on Ume6^T99N^ represents the point mutation T99N that prevents Ime1 from associating normally with Ume6 within this region. Sporulation efficiency was measured for strains harboring *ime1Δ* and *UME6*^T99N^*-3V5-αGFP(VH16)* with either untagged *IME1* (UB32574), *GFP-IME1* (UB32572), untagged *B112* (UB33048), or *GFP-B112* (UB30295). One hundred cells were counted to determine the percentage of unsporulated cells, dyads or tetrads. Data from 3 biological replicates along with standard error are displayed. c) Strains harboring both *ime1Δ* and *UME6T99N-3V5-αGFP(VH16)* with *GFP-IME1* (UB32572) or *GFP-B112* (UB30295) were transferred to SPM and allowed to complete the meiotic program for 48 h. Spore viability was tested by digesting tetrads in zymolase 100 T (1 mg/mL) for 12 min before dissecting them onto nutrient rich YPD agar plates. Representative plates from the dissections are shown for *GFP-IME1*(UB32572) and *GFP-B112* (UB30295). d) Quantification of spore viability. Spore viability was defined as the percent of spores that formed colonies after being transferred to nutrient rich plates out of the total 296. Note that untagged ADs failed to produce spores and were therefore not included in the analysis. e and f) Strains containing both *ime1Δ* and *UME6*^T99N^*-3V5-αGFP(VH16)* with either untagged *IME1* (UB32574), *GFP-IME1* (UB32572), untagged *B112* (UB33048), or *GFP-B112* (UB30295) were transferred to SPM (t = 0 h) and RNA samples were collected at the specified times. Heatmaps for EMGs were generated as described previously and represent log2 of the mean for 3 biological replicates. *UME6*^T99N^*-3V5-αGFP(VH16)* is present in combination with *IME1* (left) or *B112* (right) either untagged or GFP*-*tagged in both heatmaps. f) Barplot showing mean TPM for the indicated genes for either untagged or GFP-tagged *IME1* (left column) or *B112* (right column). g) Gene set enrichment analysis (GSEA) comparing untagged and sfGFP-tagged *IME1* (top) or *B112* (bottom) for “EMGs” at designated time points. The curved line represents enrichment for a set of genes in a given sample and the peak position denotes the degree to which that set is over- or underrepresented. The enrichment score was then normalized to account for gene set variation and is presented as normalized enrichment score (NES). Vertical bars represent a gene and its position along the heatmap (bottom) shows how enriched that gene is in either *GFP-Ad* (left-side) or untagged *Ad* (right-side).

To test whether B112 could rescue the defects associated with *ime1Δ*, we first measured sporulation efficiency in the *UME6*^T99N^*-3V5-αGFP* background. As expected, in strains carrying an untagged *B112* or *IME1* allele, no spores were formed (Supplementary Fig. 5b). *GFP-IME1* strain mostly produced tetrads (92%) and a few dyads (4%). Interestingly, *GFP-B112* also produced several tetrads (71.7%) and some dyads (10.3%) (Fig. 6b). We next examined gamete viability for the strains that underwent sporulation. We found that 92.6% of the gametes from *GFP-IME1* were viable (Fig. 6c and d). Notably, the *GFP-B112* strain also had high gamete viability of 93.2%, though colonies were marginally smaller (Fig. 6c and d). These results demonstrate that tethering of either Ime1 or a heterologous Ad to Ume6 is sufficient to induce meiosis and generate viable gametes.

Next, we performed RNA-seq to gain insights into the underlying response from the transcriptome. 

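The activation domain (AD) experiment has 48 RNA-seq libraries, 3 per strain and time, of strains expressing IME1, GFP-IME1, B112 or GFP-B112 at 0, 2, 4 and 6 h. The authors deposited kallisto's estimated counts and TPM. A library totals 6,456,840 to 13,696,300 estimated counts for IME1 (median 9,524,900), 9,535,590 to 15,668,000 for GFP-IME1 (13,107,100), 8,286,310 to 23,448,800 for B112 (13,419,500) and 8,629,780 to 10,991,300 for GFP-B112 (9,862,070). Rounded counts of the 48 libraries entered a single edgeR QL fit with TMM scaling over 5528 tested genes, with BH adjustment.

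Scaling moves these results. In place of TMM, TPM moves the median of all genes at 4 and 6 h by −0.51 and −0.75 (log2) for GFP-IME1 against IME1 and by −0.68 and −0.78 for GFP-IME1 against GFP-B112, and by 0.38 at 0 h for GFP-B112 against B112. From 2 to 4 h in GFP-IME1 the shift is −0.67 with TPM and 0.16 with RLE. The direction of a small change within a strain can depend on the scaling, as that of IME2 from 2 to 4 h in GFP-IME1 does with RLE. The paper's EMG and Ndt80-target lists are not held and were not used here. The 144 genes of the mitotic list stand in for EMGs.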

First, we analyzed global differences between samples using Spearman's rank correlation. We find that differences between strains carrying untagged *IME1* or *B112* transgenes were minimal (Supplementary Fig. 5c). However, comparison between untagged and GFP-fused transgenes showed a stark difference (Supplementary Fig. 5c). 

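Spearman's ρ of mean TPM over 5818 genes between the strains with untagged IME1 and untagged B112 was 0.971 at 0 h (SD over pairs of libraries 0.0511), 0.988 at 2 h, 0.984 at 4 h and 0.979 at 6 h.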

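Between GFP-IME1 and IME1 ρ was 0.811, 0.744, 0.661 and 0.723 at 0, 2, 4 and 6 h, and between GFP-B112 and B112 0.849, 0.853, 0.873 and 0.779. For mean TPM, the lowest value of the untagged comparison is above all of these. Single pairs of IME1 and B112 libraries at 0 h went down to 0.849. The highest pairs of GFP-B112 with B112 were above that at 0 h (0.871), 2 h (0.861) and 4 h (0.891).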

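Between GFP-IME1 and GFP-B112 ρ was 0.964 at 0 h (SD over pairs of libraries 0.0140), 0.921 at 2 h (0.00839), 0.787 at 4 h (0.0283) and 0.870 at 6 h (0.0423). Genes with a mean TPM of at least 1 alone gave 0.909 at 2 h and 0.756 at 4 h, the alternative that moved these 2 values most. At 0 h ρ ranged from 0.947 to 0.969 with 1 library left out.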

Interestingly, comparison of *GFP-IME1* to *GFP-B112* revealed high correlation at earlier time points (ρ = 0.960 and 0.912 at 0 and 2 h, respectively), but divergence at later time points (ρ = 0.757 and 0.848 at 4 and 6 h, respectively). 

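Mean PC1 scores at 0, 2, 4 and 6 h were 55.1, 64.9, 109 and 97.8 for GFP-IME1 and 28.3, 0.736 (SD 6.64), 15.8 (SD 18.0) and 58.4 for GFP-B112. For IME1 they were −35.8, −56.1, −53.0 and −49.2, and for B112 −46.0, −63.3, −63.8 and −62.9. The GFP strains were therefore apart on PC1 at 0 h already, and furthest from each other at 4 h.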

We observed similar patterns using PCA (Supplementary Fig. 5d). These results indicate that the gene expression profiles of *GFP-IME1* and *GFP-B112* start similarly but diverge from one another later in meiosis.

Next, we focused on the EMGs previously shown to respond to *IME1* induction (Tresenrider *et al*. 2021) and visualized them on a heatmap (Fig. 6e). 

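Of the 144 genes, GFP-IME1 against IME1 had 98 higher and 17 lower at 0 h by edgeR with BH adjustment (98 and 18 adjusted over the list alone), 107 and 12 at 2 h (107 and 13), 92 and 21 at 4 h (92 and 22) and 93 and 18 at 6 h (94 and 18), with a median log2FC of 1.69, 1.68, 1.16 and 1.03. GFP-B112 against B112 had 89 and 18 (92 and 19), 99 and 11 (99 and 13), 99 and 10 (101 and 13) and 109 and 13 (110 and 13), with 1.14, 1.26, 1.16 and 1.57. With TPM the median for GFP-IME1 at 6 h is 0.27. IME2 (SK1_10T01020.1) had a log2FC of 5.36, 7.59, 6.98 and 5.36 in GFP-IME1 and 5.76, 7.13, 7.25 and 8.06 in GFP-B112, over 139 ± 112 TPM at 0 h and 16.0, 21.0 and 43.7 later in IME1 and 77.9, 13.7, 12.5 and 12.5 in B112.

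**Figure D4:**
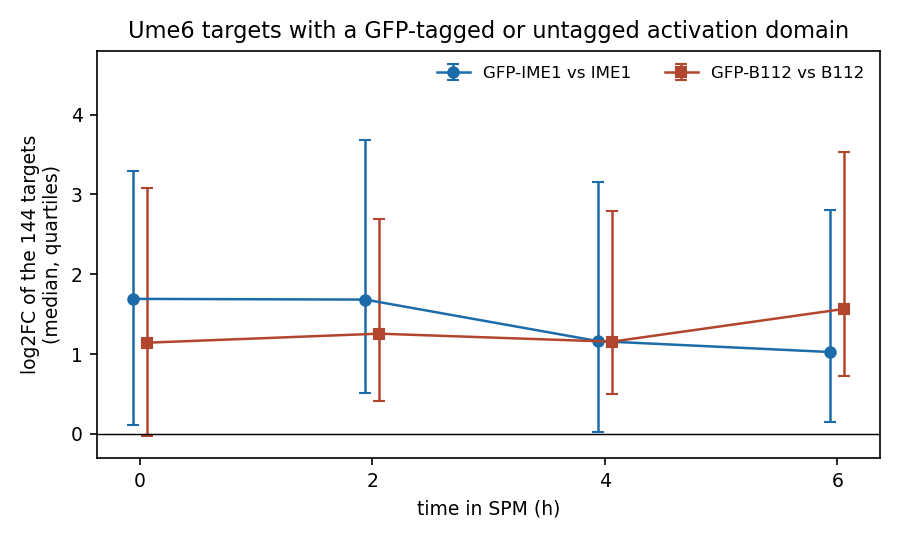
Median (point) and quartiles (bar) of the edgeR log2FC of the 144 genes at 0, 2, 4 and 6 h, GFP-IME1 against IME1 and GFP-B112 against B112.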

*GFP-IME1* and *GFP-B112* resulted in higher EMG expression compared to their untagged counterparts. However, while EMG expression in *GFP-IME1* began to decrease at 4 and 6 h, EMGs remain elevated in *GFP-B112*. 

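Within GFP-IME1, edgeR with BH adjustment called 27 of the 144 genes higher and 64 lower at 4 h than at 2 h (27 and 64 adjusted over the list alone; median log2FC −0.47), and 9 higher and 11 lower at 6 h than at 4 h (8 and 9; −0.05). Within GFP-B112 48 were higher and 6 lower at 4 h than at 2 h (49 and 6; 0.41), and 18 higher and 1 lower at 6 h than at 4 h (22 and 1; 0.28). From 0 to 2 h both lost expression of the list, with 81 lower and 11 higher in GFP-IME1 (83 and 11; −0.80) and 100 lower and 7 higher in GFP-B112 (101 and 8; −1.10).

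Whether the effect of the GFP tag differs between the ADs was tested as an interaction. At 2 h the effect was larger with Ime1 in 29 genes and with B112 in 2 (38 and 2 adjusted over the list alone; median difference 0.42). At 4 h it was larger with Ime1 in 23 and with B112 in 40 (23 and 39; −0.47), and at 6 h in 16 and 63 (16 and 65; −0.68). At 0 h it was 13 and 1 (18 and 2), and the median of 0.21 turns into −0.14 with TPM. Over all genes the median difference was 0.01 at 2 h, −0.26 at 4 h (−0.16 with RLE) and 0.00 at 6 h. With TPM it was −0.13, −1.07 and −0.84. A part of the −0.47 at 4 h is therefore shared by all genes.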

Looking more closely at *IME2*, *SPO13*, and *ZIP1*, we observed a pattern where these transcripts in *GFP-IME1* and *GFP-B112* were at their highest at 0 h (Fig. 6f). 

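At 0 h IME2 was at 5273 ± 828 TPM in GFP-IME1 and 5320 ± 496 in GFP-B112 (mean ± SD, n = 3), SPO13 (SK1_08T00610.1) at 748 ± 169 and 548 ± 47.2 and ZIP1 (SK1_04T04790.1) at 558 ± 230 and 372 ± 41.7. Each was above its later values in the same strain.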

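In GFP-IME1 at 2, 4 and 6 h, IME2 was at 3129 ± 173, 1826 ± 175 and 1049 ± 179 TPM, changes of −40.7%, −41.6% and −42.6% from the time before. SPO13 went to 397 ± 47.2, 95.2 ± 13.0 and 100 ± 9.95 (−46.9%, −76.0% and 5.56%) and ZIP1 to 294 ± 43.1, 83.8 ± 14.3 and 66.0 ± 7.47 (0.528-, 0.285- and 0.787-fold). The fall of IME2 from 2 to 4 h is bound to the unit. Its log2FC is −0.10 in edgeR with TMM (adjusted p = 0.831) and 0.06 with RLE factors or DESeq2. TPM takes each transcript as a share of the whole pool, and TMM sets the scale by the bulk of the genes.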

In the *GFP-IME1* strain, *IME2*, *SPO13*, and *ZIP1* transcript levels were reduced by nearly half every 2 h. Conversely, in the *GFP-B112* strain, *IME2*, *SPO13*, and *ZIP1* transcript levels increased subtly after 2 h in SPM (Fig. 6f). Furthermore, the Ume6 mitotic targets identified in this study were expressed in both *GFP-IME1* and *GFP-B112* (Supplementary Fig. 5e and f). 

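In GFP-B112 at 2, 4 and 6 h, IME2 was at 2136 ± 333, 2342 ± 196 and 3541 ± 180 TPM (1.51-fold from 4 h to 6 h), SPO13 at 154 ± 31.8, 257 ± 42.6 and 347 ± 13.2 (1.67-fold from 2 h to 4 h and 1.35-fold from 4 h to 6 h) and ZIP1 at 138 ± 14.5, 195 ± 20.7 and 238 ± 19.4 (1.42- and 1.22-fold). From 2 to 4 h edgeR gave a log2FC of 0.12 for IME2 (adjusted p = 0.850), 0.73 for SPO13 (0.0116) and 0.49 for ZIP1 (0.0413), and the calls are lost without any of 2 of the 6 libraries for SPO13 and of 4 for ZIP1. At 6 h the effect of GFP with Ime1 was below that with B112, by −2.70 for IME2 (SE 0.55; edgeR adjusted p = 1.76e-04), −1.70 for SPO13 (SE 0.35; edgeR adjusted p = 1.75e-04) and −1.32 for ZIP1 (SE 0.26; edgeR adjusted p = 1.38e-04).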

To identify when peak expression of EMGs occurred in *GFP-IME1* and *GFP-B112*, we applied gene set enrichment analysis (GSEA; Mootha *et al*. 2003; Subramanian *et al*. 2005). GSEA revealed that EMG enrichment was highest at 2 h for *GFP-IME1* (Normalized Enrichment Score (NES) = 3.93; Fig. 6g). Conversely, in *GFP-B112*, EMGs were most enriched at 6 h (NES = 4.21). Thus, when both Ime1 and B112 are recruited to Ume6 through artificial tethering, cells are able to trigger EMG expression, albeit with different dynamics.

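A gene set enrichment with fgsea on the 144 genes, ranked by the signal-to-noise of GFP-tagged against untagged, gave normalized enrichment scores of 2.90, 3.10, 2.44 and 2.31 at 0, 2, 4 and 6 h for IME1 and 2.92, 3.02, 3.35 and 3.36 for B112. The largest for IME1 is at 2 h, on another gene set than the paper's. For B112 the scores at 4 and 6 h are nearly the same and do not place the maximum. The 6 libraries of a comparison were also split 3 against 3 in the 10 possible ways. For IME1 a split other than the true one reached 3.11 at 4 h and 2.71 at 6 h. Those 2 scores therefore do not stand out. Elsewhere the true split was the largest, but for IME1 another reached 2.86 at 0 h and 2.89 at 2 h. For B112 another reached 2.16, 2.54, 2.99 and 3.21 at 0, 2, 4 and 6 h. Camera with a fixed correlation of 0.01 gave adjusted p-values of 2.64e-19, 8.29e-20, 2.77e-10 and 2.15e-11 for IME1, and with the estimated correlation (0.0807) 0.00109, 0.00109, 0.0151 and 0.0113. For B112 the estimated correlation gave 0.00388, 6.87e-04, 3.86e-04 and 6.04e-04. Fry called the set at each time too.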

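The paper concludes this from EMG expression above the untagged strains in both, from the opposite course of IME2, SPO13 and ZIP1 after 2 h, and from the different times of highest enrichment. In the counts the shared part, expression of the list above the untagged strain, holds at each time under each scaling. The difference in course is a test of its own. The interaction at 6 h had B112 ahead in 63 genes and Ime1 in 16, after Ime1 was ahead at 2 h, and its median kept its sign under TMM, RLE and TPM at 2, 4 and 6 h. The paper relates the prolonged expression in GFP-B112 to a possible delay in meiotic progression, and later reports a delayed onset of anaphase I by microscopy.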

To understand the differences between *GFP-IME1* and *GFP-B112* at t = 6 h that may cause these discrepancies in EMG expression, we performed DESeq2. DESeq2 identified 543 DEGs enriched in *GFP-IME1* compared to *GFP-B112*, several of which were middle meiotic genes (MMGs) including *NDT80* (padj < 0.05; log2FC > 1.5; Supplementary Fig. 6a). 

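At 6 h GFP-IME1 against GFP-B112 gave 1632 genes higher and 1508 lower by edgeR with BH adjustment, and 552 higher with a log2FC over 1.5. NDT80 (SK1_08T01690.1) had a log2FC of 2.57 (SE 0.42; edgeR adjusted p = 3.70e-06; TPM 3.49-fold) and SMK1 (SK1_16T03160.1) of 2.28 (edgeR adjusted p = 2.37e-06). Of the 144 genes 11 are among the 552. Genes were ranked where the mean log2 CPM was at least 2 and the libraries of the strains did not overlap. The largest log2FC were those of IME1 (SK1_10T02750.1; 9.85, 623 ± 70.0 against 1.13 TPM), which the B112 strains lack, YDL218W (SK1_04T00280.1; 6.78, 1374 ± 435 against 21.4 ± 18.0 TPM) and DIT1 (SK1_04T05920.1; 6.66, 1559 ± 225 against 26.3 ± 25.5 TPM).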

Consistent with this, GO enrichment terms were largely involved in ascospore wall development, a process controlled by *NDT80* (Supplementary Fig. 6b). Thus, the prolonged expression of EMGs in *GFP-B112* may relate to a delay in meiotic progression. The downregulation of EMGs and exit from meiotic prophase is largely dependent on activation of *NDT80* and its targets (Xu *et al*. 1995; Brar *et al*. 2012; Okaz *et al*. 2012; Chia *et al*. 2021). To determine whether *GFP-B112* also delays *NDT80* expression, we monitored *NDT80* transcript levels in our dataset along with many of its downstream targets (Cheng *et al*. 2018). We first visualized *NDT80* and its targets by heatmap (Fig. 7a). 

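NDT80 (SK1_08T01690.1) was at 69.8 ± 4.07 TPM at 0 h and 168 ± 12.3 at 2 h in GFP-IME1 (2.40-fold), and at 11.9 ± 2.65 and 11.9 ± 2.54 in GFP-B112. SMK1 (SK1_16T03160.1) was at 28.2 ± 7.25 and 134 ± 3.61 in GFP-IME1 (4.75-fold), and at 20.3 ± 3.25 and 13.3 ± 3.05 in GFP-B112. The strains differed in NDT80 from the start, by a log2FC of 2.55 at 0 h and 3.82 at 2 h. A gene named DTR2 is not in the tables.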

During early time points (t = 0–2 h) *NDT80* expression was low in both *GFP-B112* and *GFP-IME1* along with 2 of its targets *SMK1* and *DTR2* (Fig. 7b). *NDT80* transcript level increased in *GFP-IME1* by ∼5.7 fold going from 2 to 4 h, whereas *NDT80* levels in *GFP-B112* only began increasing going from 4 to 6 h (∼4.5 fold). 

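In GFP-IME1 NDT80 rose to 957 ± 63.5 TPM at 4 h (5.71-fold from 2 h; log2FC 3.19, edgeR adjusted p = 7.14e-08) and was at 425 ± 97.0 at 6 h (0.444-fold). In GFP-B112 it was at 27.2 ± 26.3 at 4 h (2.29-fold) and 122 ± 116 at 6 h (4.47-fold). By edgeR the step from 2 to 4 h had a log2FC of 1.15 (adjusted p = 0.0347), a call that is lost with only these groups in the fit and without any of 4 of the 6 libraries. Without replicate 1 of 4 h the log2FC was 0.04 (edgeR adjusted p = 0.950). The step from 4 to 6 h had 2.26 (edgeR adjusted p = 6.36e-04), or 0.150 as the adjusted p with only these groups in the fit. Libraries of GFP-B112 with the same replicate number each rose from 4 to 6 h, replicate 2 from 11.1 to 42.9 TPM, replicate 3 from 12.9 to 66.9, and replicate 1, at 57.6 by 4 h, to the highest value. From 2 to 6 h the libraries do not overlap (10.2-fold; exact permutation p = 0.1, the smallest possible).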

Similar results were observed for the Ndt80-targets *SMK1* and *DTR2*. 

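SMK1 in GFP-IME1 rose to 843 ± 63.5 TPM at 4 h (6.29-fold from 2 h; log2FC 3.33) and was at 414 ± 74.4 at 6 h. In GFP-B112 it was at 31.1 ± 22.8 at 4 h (2.34-fold) and rose a further 4.67-fold to 6 h (SD 99.6 TPM).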

To determine whether the delay in *NDT80* expression extended to *NDT80* targets in the *GFP-B112* strain, we analyzed these genes in our dataset (*NDT80* target list was obtained from Cheng *et al* 2018). Using GSEA, we observed that the highest enrichment of *NDT80* targets occurred around 4 and 6 h for *GFP-IME1* (NES = 3.74 and 3.75, respectively; Fig. 7c). Conversely, enrichment of *NDT80* targets in *GFP-B112* did not occur until 6 h (NES = 3.16) and was not as strong compared to *GFP-IME1* (Fig. 7c). Taken together, our results indicate that *GFP-IME1* and *GFP-B112* are able to initiate the meiotic program and produce viable gametes in the *UME6*^T99N^*-3V5-αGFP* background. However, while *GFP-IME1* appears to achieve this in a timely manner, *GFP-B112* appears to have an extended meiotic prophase and subsequent delay in *NDT80* expression.

**Fig. 7.**
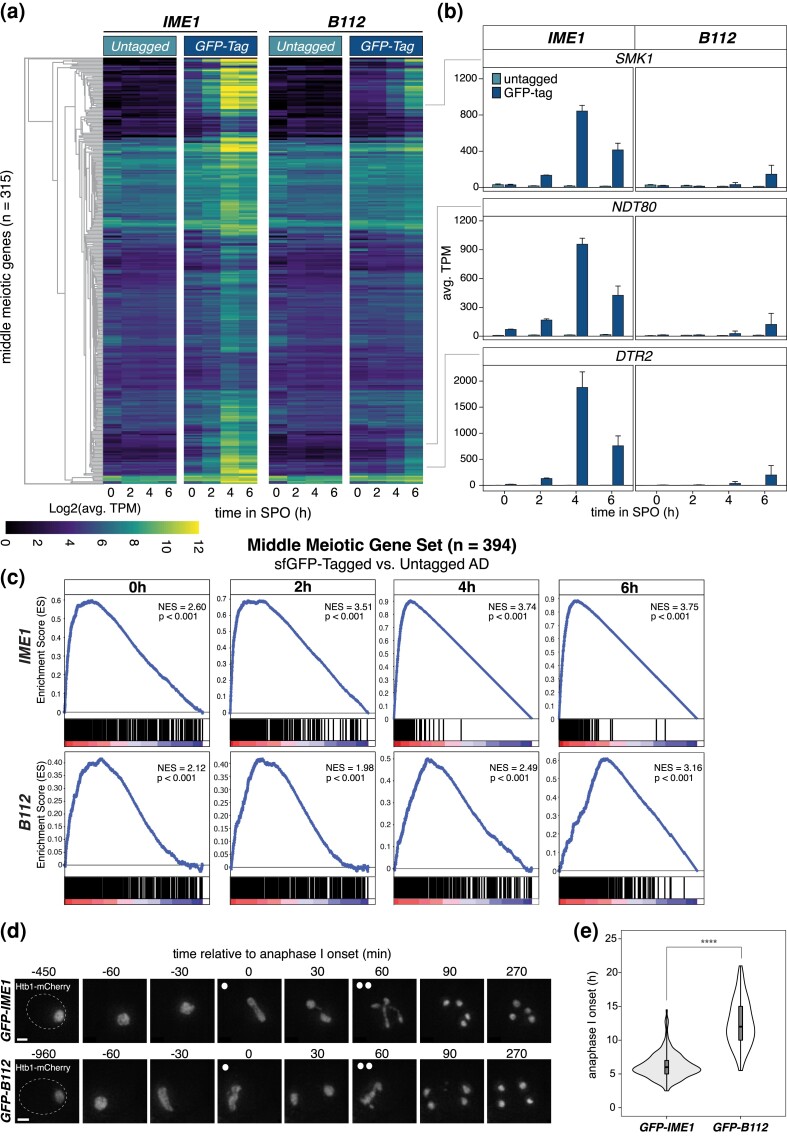
Middle meiotic gene expression is delayed with the B112 AD. a and b) Cells were prepared as in Fig. 6. Heatmaps for middle meiotic genes (A) and (B) were made as previously described and represent log2 of the mean for 3 biological replicates. *UME6*^T99N^*-3V5-αGFP(VH16)* was combined with either *IME1* (left) or *B112* (right) lacking or possessing the GFP*-*tagged, respectively. b) Barplot showing mean TPM for the indicated genes for either untagged or GFP-tagged *IME1* (left column) or *B112* (right column). c) GSEA was applied as in Fig. 6e. This time using the NDT80 cluster from Cheng *et al*. (2018) to observe enrichment of *NDT80* and its downstream targets, here called “middle meiotic genes.” d and e) Cells were transferred to SPM after brief sonication and using the CellASIC Platform in an environmentally controlled chamber at 30 °C, pictures were acquired at 30 min intervals for over 21 h. d) Representative images for Z-projected cells carrying either *GFP-IME1* (UB32625) or *GFP-B112* (UB31729) at the specified times. Using HTB1-mCherry, a histone marker, we labeled chromatin to identify anaphase I onset. Anaphase I is defined as the start of chromatin bifurcating into 2 distinct foci. Onset of anaphases I and II are denoted by either 1 or 2 circles. Scale bar, 2 µm. Dashed lines represent cell boundary. e) Quantification of anaphase I onset in cells containing *GFP-IME1* or *GFP-B112* are presented as a violin plot containing a box plot. For *GFP-IME1*, 191 cells were counted and average time to anaphase I onset was 6.2 h. For *GFP-B112*, 162 cells were counted and average time to anaphase I onset was 12.5 h. *t*-test results are presented on the graph and show differences in the population t(352) = −21.8, *P* < 0.00001 (****) in a 1-tailed test.

To further confirm a delay in meiotic progression, we used an endogenously fluorescent tagged histone H2B (*HTB1-mCherry*) and performed time-lapse microscopy. We observed a delay in the onset of anaphase I in the *GFP-B112* strain (Fig. 7d and e). While *GFP-IME1* cells took ∼6.2 h (*n* = 191, SD = 1.9 h) to initiate anaphase I, *GFP-B112* cells took 12.5 h (*n* = 162, SD = 3.4 h) to reach anaphase I (*P* < 0.00001; 1-tailed *t*-test). We find that this slowdown of meiotic progression is consistent with the delayed activation of the *NDT80* regulon in *GFP-B112*. However, despite the delay in *GFP-B112* cells, once initiated the divisions are completed with similar timing compared to *GFP-IME1* (Fig. 7d).

Taken altogether, these data support a model where Ime1's association with Ume6 generates an activator complex to induce EMG*s*. Removal or disruption of the interaction between Ime1 and Ume6 hinders meiotic entry. Furthermore, EMGs can be activated when a heterologous Ad is tethered to Ume6 indicating that generic transcriptional activators are able to initiate the meiotic program and even produce viable gametes when targeted to the correct genomic locations. This suggests that Ime1 serves chiefly as transactivator for Ume6 and that Ime1 has been evolutionarily tuned to allow timely expression of EMGs and execution of the meiotic program.

## Discussion

Our study demonstrates that the transcription factor Ume6 is essential for gametogenesis. Importantly, we show that the meiotic regulator Ime1 primarily functions as a transactivator within the Ume6-Ime1 complex since a heterologous AD from bacteria can largely substitute for Ime1. These findings place Ume6 at the center of EMG regulation and demonstrate its essentiality in the proper execution of the meiotic transcriptional program.

### Ume6 controls its own expression through a URS1 motif

Ume6 protein levels remain constant in the absence of *IME1* expression. However, induction of *IME1* and *IME4* leads to a dramatic increase in *UME6* transcript levels, resulting in an upsurge in Ume6 protein abundance (Fig. 3a and b). These findings indicate that Ume6 is not degraded in response to *IME1* expression, as previously postulated (Mallory *et al*. 2007; Mallory *et al*. 2012; Law *et al*. 2014), but is rather upregulated. Consistently, published datasets (Chia *et al*. 2021; Tresenrider *et al*. 2021) indicate a URS1 site proximal to the *UME6* transcriptional start site (TSS). The URS1 is located −147 bp upstream of the *UME6* TSS, suggesting that Ume6 is regulating its own promoter. 

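UME6 (SK1_04T04120.1) in GFP-B112 was at 185 ± 37.4, 73.8 ± 4.50, 87.7 ± 7.81 and 96.2 ± 6.46 TPM at 0, 2, 4 and 6 h, against 146 ± 21.7, 39.3 ± 2.00, 51.1 ± 5.66 and 58.7 ± 10.7 in B112. By edgeR the log2FC was −0.03 (adjusted p = 0.937), 0.74 (SE 0.28; adjusted p = 0.0262, lost without any of 3 of the 6 libraries), 0.48 (adjusted p = 0.161) and 0.63 (adjusted p = 0.0477). In GFP-IME1 against IME1 it was 0.06, 1.13, 0.93 and 0.96 by edgeR (adjusted p = 0.856, 6.79e-04, 0.00332 and 0.0032).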

We further observed meiotic upregulation of *UME6* through tethering of Ume6 to a heterologous AD (Supplementary Fig. 5f). Taken altogether, Ume6 appears to stimulate its own expression during meiotic entry through a URS1 motif. Interestingly, *IME1* is also known to regulate its promoter through a URS1 motif (van Werven *et al*. 2012; Moretto *et al*. 2021). This indicates that cells have evolved feed-forward mechanisms that ensure both Ime1 and Ume6 are present at sufficient levels during meiotic entry. In addition to the feed-forward regulation by Ime1-Ume6, *IME1* mRNA is further stabilized by Ime4, which functions as an N6-adenosine methyltransferase (Shah and Clancy 1992; Hongay *et al*. 2006). However, it is currently unknown whether *UME6* mRNA is also regulated by Ime4. Future work could reveal more commonality between transcriptional and posttranscriptional control of *IME1* and *UME6*.

If Ume6 regulates its own promoter, then formation of the Ume6-Sin3-Rpd3 complex in mitotic cells would be expected to repress *UME6* expression during vegetative growth. Ume6 is expressed during vegetative growth, albeit at low levels (Fig. 2d). Furthermore, mitotic depletion of Ume6 leads to a modest upregulation of *UME6* transcripts (Fig. 2d). Thus, Ume6 appears to repress its own transcription during mitotic growth but to a much lesser extent than the EMGs, which are essentially quiescent in mitotically dividing cells. It has been shown that in addition to Sin3-Rpd3, Ume6 also associates with the chromatin remodeler Isw2 for full repression of EMGs (Goldmark *et al*. 2000; Donovan *et al*. 2021). Whether Ume6, Sin3-Rpd3, and Isw2 work together at the *UME6* promoter and how they simultaneously achieve silencing of the EMGs requires further investigation.

### *UME6-AID* system refines the Ume6 regulon

Of the 144 Ume6 direct targets identified in this study, 86.1% (124/144) were also present in the *ume6Δ* mutant (Supplementary Fig. 1g). *ume6Δ* has 1,143 additional DEGs with a padj < 0.05 and log2FC > 0.6 (Supplementary Table 3). This large number of DEGs is likely due to the severe growth defect associated with *ume6Δ* and hence represents a combination of direct and indirect effects. Thus, the AID system helped to circumvent many of the pleiotropic or secondary effects associated with the *ume6Δ* mutants, while also contributing heavily to our understanding of the Ume6 regulon.

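In ume6Δ against WT, edgeR called 1511 genes higher and 1523 lower with BH adjustment. With an absolute log2FC over 0.6, 1330 genes remained (982 higher, 348 lower), of which 127 are among the 144 (88.2%; 126 of the 127 higher) and 1203 are not. The median log2FC of the 144 genes was 2.00 (quartiles 1.21 and 3.44). The count of 1330 became 1525 or 1241 when 1 library was left out, and the 127 stayed between 126 and 128 under every alternative.

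Genes were ranked by log2FC where the mean log2 CPM was at least 2 and the libraries of the strains did not overlap. UME6 itself had a log2FC of −7.26 (0.239 ± 0.277 against 35.5 ± 0.913 TPM, mean ± SD, n = 3). Besides it, the largest decreases were in STE2 (SK1_06T00410.1, −5.06, 20.4 ± 2.65 against 636 ± 33.0 TPM) and SK1_08T02560.1, which has no systematic name (−4.31). STE2 is an a-specific gene, and a-specific and haploid-specific genes were lower as a group (median −2.92). The paper lists both the ume6Δ and the WT strain as MATa haploids. Whether the cells of the ume6Δ cultures matched this record is not settled. How far the value of STE2 and the count of 1330 reflect Ume6 loss is therefore open. The largest increase was in FDH1 (SK1_15T04890.1; 7.40, 53.7 ± 6.15 against 0.283 TPM), a gene with 2 copies in the SK1 annotation, followed by SAE3 (117 ± 24.5 against 0.596 TPM, a WT value at the floor of 3 counts) and CRC1 (SK1_15T02360.1; 6.97, 179 ± 23.5 against 1.39 TPM).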

### Ume6 and Ime1 form an activator complex to drive EMG expression during gametogenesis

Our findings indicate that Ume6 and Ime1 form an activator complex to drive EMG expression. Besides upregulation of *UME6* following meiotic entry, 4 lines of evidence are consistent with this interpretation: First, depletion of Ume6 shortly before *IME1* activation disrupts EMG expression and gamete formation (Fig. 4). Second, Ume6's association with EMG promoters is unaffected by *IME1* expression (Fig. 3c). Third, rescuing the interaction between Ume6^T99N^ and Ime1 using a nanobody trap approach leads to an increase in Ume6 levels, rather than promoting its degradation, and enables activation of EMGs as well as meiotic execution (Fig. 5). Finally, substitution of Ime1 with a heterologous AD from bacteria is sufficient to induce EMG expression and production of viable gametes in a Ume6-dependent manner, albeit the kinetics of this were reduced (Fig. 6). This finding also suggests that Ime1 is unlikely to possess an additional function beyond serving as a finely tuned transactivator for Ume6.

### The transcription factor Ndt80 downregulates Ume6 following exit from meiotic prophase

Ume6 protein levels decrease during mid, rather than early, meiosis in response to *NDT80* expression. Ndt80's involvement in *UME6* downregulation comes at a time when many early meiotic events must be terminated. Although Ime1 remains bound to Ume6 during meiosis, it has been shown that Ime1 is unable to fully initiate EMG expression mitotically while Sin3-Rpd3 is bound to Ume6 (Smith *et al*. 1990). Thus, Ndt80 could influence Sin3-Rpd3 in the downregulation of both EMGs and *UME6*. Whether Rpd3 is bound to EMG promoters during meiosis is ambiguous. Some studies suggest that Rpd3 is enriched at the *IME2* promoter during meiosis (Inai *et al*. 2007; Raithatha *et al*. 2021) while others have found Rpd3 signal to be transiently lost (Pnueli *et al*. 2004). It is unclear where the discrepancy arises and has left Sin3-Rpd3's involvement largely unresolved. However, the list of genes responsive to Ndt80 activation is quite expansive (Cheng *et al*. 2018). A target of Ndt80 may function to reduce or reverse the effects of Ume6 phosphorylation by Rim11 and/or Rim15 permitting Sin3-Rpd3 to reestablish a repressive state for EMGs. Further investigation is required to understand the mechanism by which Ndt80 mediates *UME6* downregulation and the biological significance of such regulation.

## Concluding remarks

Our findings implicate Ume6 as a major determinant of EMG expression and successful meiotic execution. Through binding to a transcriptional activator, like Ime1, Ume6 is converted from a repressor to an activator. As part of the Ime1-Ume6 coactivator complex, both *IME1* and *UME6* appear to engage in a feed-forward mechanism by harboring a URS1-motif in their promoters. This mechanism ensures adequate protein levels and proper EMG expression through promoting their own mRNA production. Removal of Ume6 prior to *IME1* and *IME4* induction is deleterious for meiotic success and EMG expression. Furthermore, mutants that prevent proper Ime1 and Ume6 interaction also disrupt meiotic initiation. However, through reuniting Ume6 with even a heterologous AD, EMG expression and the meiotic program can be rescued.

This reliance on formation of an activator complex is functionally analogous to mammalian systems, where MEIOSIN and STRA8 form a complex to drive meiotic initiation. MEIOSIN, like Ume6, has been shown to bind to promoters of EMGs and recruit STRA8 to those sites (Ishiguro *et al*. 2020). Additionally, like Ime1, STRA8 has been shown to carry the AD necessary for EMG activation (Tedesco *et al*. 2009; Ishiguro *et al*. 2020). *Meiosin* KO strains fail to initiate meiosis even in the presence of STRA8 (Ishiguro *et al*. 2020). The functional similarities between STRA8-MEIOSIN and Ime1-Ume6 are striking. Therefore, our study could shed light into the transcriptional regulation of meiotic entry in more complex systems and provide a lens to investigate the associated meiotic defects.

## Supplementary Material

iyad123_Supplementary_Data

## Data Availability

All reagents used in this study are available upon request from the corresponding author. Sequencing data generated in this study are available are available at NCBI GEO under the accession ID: GSM7083402 through GSM7083623. The custom code used for the analysis is available in the following code repository: https://github.com/harranth. Supplemental material available at GENETICS online.

# Supplementary material for: The transcriptional regulator Ume6 is a major driver of early gene expression during gametogenesis
**Source:** Genetics. 2023 Jul 11;225(2):iyad123. doi: 10.1093/genetics/iyad123
**Supplement:** iyad123_Supplementary_Data

**Supplemental Figure Legends**

**Figure S1.** (Related to Figure 2) **(A)** Growth phenotype of the haploid strains *UME6* (UB17716), *UME6-AID-3V5* (UB18216), *UME6-AID-3V5; lexA-ER-B112* (UB18287), *UME6-AID-3V5; lexA-ER-B112; 4xlexO-OsTIR* (UB17646), *ume6∆* (UB17718). Strains were serially diluted onto plates containing nutrient-rich media with agar (YPD) and allowed to grow at 30˚C for 48 h before images were acquired. Using DESeq2, counts data were analyzed for the control and Ume6 deplete time course data from Figure 2. **(B and C)** Sample-to-sample variation was analyzed using Spearman rank order correlation (ρ) with the corrplot package and the variance stabilizing transformation (VST) and plotPCA function associated with DESeq2. **(B)** Results of Spearman analysis. Red boxes are samples with low relatedness and blue boxes are samples with increased relatedness. **(C)** A PCA plot was then generated from these data using the ggplot2 package to visualize the influence of PC1 (x-axis) and PC2 (y-axis) on samples. To distinguish between samples, control (UB18287) and Ume6 deplete (UB17646) conditions were differentiated by shapes while specific time points were assigned colors. We note that replicate 3 from Ume6 depletion sample (60 min time point) is separated from the other two replicates. This is possibly due to the higher read depth in this sample. **(D)** Volcano plots were used to observe significance with which genes were derepressed (y-axis) and how this corresponded to log2FC (x-axis). Genes were either considered down- (blue) or upregulated (red) if padj < 0.05 and log2FC > 0.6. Otherwise, changes were deemed not significant (black). Dots represent a gene and are color matched to their differential expression profile. Relevant dots are provided a box denoting their gene name. **(E)** Differentially expressed genes (DEGs) between Ume6 depletion and control as well as WT and *ume6∆* conditions were identified with the R package DESeq2 using Kallisto generated counts tables. The log2 of mean TPMs across three biological replicates are shown for the 144 DEGs identified ranging from no expression (black) to high expression (yellow). DEGs were clustered by Euclidian distance (centroid) and partitioned vertically by strain background. **(F)** The URS1 motif identified in the regions flanking or internal to the CDS of a subset of the 144 DEGs. DESeq2 was used to compare WT and *ume6∆* (padj < 0.05; Log2FC > 0.6) resulting in identification of 1267 DEGs. (G) Venn diagram showing the 124 overlapping DEGs between Ume6 deplete (144 DEGs) and *ume6∆* (1267 DEGs).

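Replicate 3 of the depletion strain at 60 min scored −1.96 on PC1, against 11.0 and 11.2 for the others. It has 16,485,800 estimated counts. When its counts were thinned to the depth of the other libraries its score was −1.88. Without it, PC1 took 57.7% and PC2 17.4% of the variance.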

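Of the 1330 genes at adjusted p below 0.05 (edgeR QL, BH) and an absolute log2FC over 0.6 between ume6Δ and WT, 1252 are among the 1266 genes of the paper's supplementary table of this comparison.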

**Figure S2.** (Related to Figure 3) *IME2* transcript levels were evaluated by RT-qPCR as outlined in figure 3A. (B) A strain harboring the *pGAL1-NDT80* and *GAL4-ER* system was combined with the *cdc20-mn* allele (UB22674) and grown as in Figure 3F and 3G. Protein samples were collected at the designated time points and Ume6 levels were determined by anti-V5 immunoblotting using Hxk2 as a loading control. (C) Quantification of westernblot.

**Figure S3.** (Related to Figure 4) Increased levels of ß-estradiol in the presence of LexA-ER-Gal4.AD is toxic. **(A)** Growth phenotype associated various concentrations of auxin and/or ß-estradiol. Genotype of diploid strains are *UME6* (UB19103), *UME6-AID-3V5* (UB19101), *UME6-AID-3V5; lexA-ER-GAL4.AD* (UB25688), *UME6-AID-3V5; lexA-ER-GAL4.AD; 8xlexO-OsTIR* (UB25092), *ime1∆* (UB19105), and *ume6∆* (UB22812). Strains were serially diluted onto plates containing nutrient-rich media with agar (YPD) and allowed to grow at 30˚C for 48 h before images were acquired. **(B)** The gene set derived from mitotic depletion of Ume6 was observed by heatmap for the indicated meiotic samples. The log2 of mean TPMs across three biological replicates are shown for the 144 DEGs and normalized to t = 2 h just before *IME1*/4 induction. Expression ranges from decreased expression (cyan) to increased expression (yellow) with no expression change in black. DEGs were clustered by Euclidian distance (centroid) and partitioned vertically by strain background. **(C-E)** Heatmap for Spearman correlation between samples was generated using the corrplot package in R for group 1 (Figure S3C), group 2 (Figure S3D), and group 3 (Figure S3E). Red boxes signify poor sample relatedness while blue boxes signify high sample relatedness.

**Figure S4.** (Related to Figure 5) **(A)** As in Figure 5B, sporulation results are reported for the control strain containing untagged *UME6* with either *IME1* (light blue; UB26621) or *GFP-IME1* (dark blue; UB26637). Briefly, Cells were grown in presporulation media, then transferred to SPO, and allowed 24 h to complete the meiotic program before 100 cells were counted. The average of three biological replicates is presented with the standard error. For B and D**,** Corrplot package was used in R to generate heatmaps for Spearman correlation between samples. Red boxes show samples with poor correlation and blue shows samples with high correlation. **(B)** Heatmap showing sample relatedness for the early meiotic gene set derived from Brar et al. 2012, Cheng et al. 2018, and Tresenrider et al. 2021. **(C)** Results of PCA visualized using the ggplot2 package and observing PC1 (x-axis) and PC2 (y-axis). Sample-to-sample variation by PCA was monitored for *GFP-IME1; UME6-3V5* (UB26641), *IME1; UME6^T99N^-3V5-*αGFP (UB27313), and *GFP-IME1; UME6^T99N^-3V5-*αGFP (UB27243) and strains were distinguished by shapes. Time points were assigned a unique color. Note that due to poor read depth, one replicate for *GFP-IME1; UME6-3V5* is isolated from the rest (4 h). **(D)** Volcano plot representing DESeq2 analysis between *IME1; UME6^T99N^-3V5-*αGFP (UB27313), and *GFP-IME1; UME6^T99N^-3V5-*αGFP (UB27243) at 2 h that showed DEGs (padj < 0.05) either up- (red) or downregulated (blue) or showing no overall change (black). **(E)** We note that *SAE3* was dropped while constructing our heatmap due to low expression and instead is presented as a barplot here. **(F)** Heatmap for the log2 of average TPM across three biological replicates of the 143 Ume6 targets. **(G)** Heatmap showing sample relatedness for the middle meiotic gene set found in Cheng et al. 2018. Rescue of Ume6^T99N^ using GFP Nanobody decreases variation with wild-type strains. DESeq2 results were processed using the VST and plotPCA functions associated with DESeq2.

**Figure S5.** (Related to Figure 6) A heterologous activation domain (AD) rescues Ume6^T99N ­^and ime1∆ triggering meiosis using the GFP Nanobody system. **(A)** Ume6 levels were measured in *GFP-IME1* (UB32572) and *GFP-B112* (UB30295) strains by collecting time points at the designated times and performing anti-V5 immunoblotting using Hxk2 as a loading control. Values below blots were calculated by first normalizing Ume6 levels to Hxk2 in each lane, and then dividing that ratio by the initial (0 h) time point. **(B)** Sporulation efficiency measured as outlined in Figure 5B for strains with both *ime1∆* and *UME6^T99N^-3V5-αGFP(VH16)* with either untagged *IME1* (UB32574) or untagged *B112* (UB33048). 100 cells were counted and their ability to produce dyads or tetrads as well as those that remained unsporulated is presented for three biological replicates along with the standard error **(C)** Corrplot package was used in R to generate heatmaps comparing sample relatedness between *GFP*-tagged and untagged alleles of *IME1* and *B112*. Red denotes poor correlation and blue is high correlation. **(D)** DESeq2 results between untagged- and GFP-tagged ADs were processed by using VST and plotPCA functions associated with DESeq2. A PCA plot that highlights PC1 (x-axis) and PC2 (y-axis) was built using ggplot2 and is presented here. Shapes denote distinct genotypes while colors denote time points. We note that differences exist between samples at 0 h for untagged and tagged *IME1* and *B112*. This is most likely caused by the affinity GFP has for the nanobody trap, resulting in strong recruitment of the activation domain to Ume6 and earlier than normal meiotic initiation. **(E)** Heatmap showing log2 of mean TPM across three biological replicates for 143 Ume6 targets. **(F)** We note that *SAE3* again was dropped while constructing our heatmap due to low expression present and instead is presented as a barplot.

**Figure S6.** (Related to Figure 7) **(A)** Volcano plot highlighting DEG found using DESeq2 analysis between *GFP-IME1* (UB32625) and *GFP-B112* (UB31729) at 6 h that showed 543 DEGs (padj < 0.05; log2FC > 1.5) either up- (red) or downregulated (blue) or showing no overall change (black). **(B)** GO enrichment applied to the 543 DEGs identified by DESeq2. Gene ratio is presented on the x-axis and is the percent of genes in a given GO term out of the total 543 genes total. Again, point size signifies the number of genes in that GO term while color signifies category: BP, biological process; CC, cellular component; MF, molecular function.

# Supplementary material for: The transcriptional regulator Ume6 is a major driver of early gene expression during gametogenesis
**Source:** Genetics. 2023 Jul 11;225(2):iyad123. doi: 10.1093/genetics/iyad123
**Supplement:** iyad123_Supplementary_Data

**Table S4. Strains used in this study.**

| Strain | *Genotype* |
| --- | --- |
| UB13 | *ho::LYS2 lys2 ura3 leu2::hisG his3::hisG trp1::hisG* ***(SK1 wild-type)*** |
| UB95 | *MAT***a***/MATalpha  ndt80::pGAL-NDT80::TRP1/ndt80::pGAL-NDT80::TRP1;  ura3::pGPD1-GAL4(848).ER::URA3/ura3::pGPD1-GAL4(848).ER::URA3* |
| UB3301 | *MAT***a***; MATalpha;  ime1::pCUP-IME1::HphMX/ime1::pCUP-IME1::HphMX;  ime4::pCUP-IME4::NAT/ime4::pCUP-IME4::NAT;  ume6::UME6-3V5::His3MX/ume6::UME6-3V5::His3MX* |
| UB17716 | *MAT***a***; trp1::TRP1; his3::HIS3* |
| UB18216 | *MAT***a***;  ume6::UME6-IAA7-3V5::KanMX; trp1::TRP1; his3::HIS3* |
| UB18287 | *MATa;  ume6::UME6-IAA7-3V5::KanMX;  trp1::pGPD1-LexA-ER-HA-B112::TRP1;  his3::HIS3* |
| UB17646 | *MAT***a***;  ume6::UME6-IAA7-3V5::KanMX; trp1::pGPD1-LexA-ER-HA-B112::TRP1;  his3::4xplexO-OsTIR1(ScOP)::HIS3* |
| UB17718 | *MAT***a***;  ume6::hygBMX ; trp1::TRP1; his3::HIS3* |
| UB19103 | *MAT***a***/alpha;  ime1::pCUP-IME1::NATMX/ime1::pCUP-IME1::NATMX;  ime4::pCUP-IME4::NATMX/ime4::pCUP-IME4::NATMX;  trp1::TRP1/trp1::TRP1;  his3::HIS3/his3::HIS3* |
| UB19101 | *MAT***a***/alpha;  ime1::pCUP-IME1::NATMX/ime1::pCUP-IME1::NATMX;  ime4::pCUP-IME4::NATMX/ime4::pCUP-IME4::NATMX;  ume6::Ume6-AID-3v5::KanMX/ume6::Ume6-AID-3v5::KanMX; trp1::TRP1/trp1::TRP1; his3::HIS3/his3::HIS3* |
| UB19105 | *MAT***a***/alpha;  ime1::HygBMX/ime1::HygBMX;  trp1::TRP1/trp1::TRP1; his3::HIS3/his3::HIS3* |
| UB25688 | *MAT***a***/alpha;  ime1::pCUP-IME1::NATMX/ime1::pCUP-IME1::NATMX;  ime4::pCUP-IME4::NATMX/ime4::pCUP-IME4::NATMX;  ume6::UME6-IAA7-3V5::KanMX/ume6::UME6-IAA7-3V5::KanMX;  trp1::pGPD1-LexA-ER-HA-GAL4(770-881)::TRP1/trp1::pGPD1-LexA-ER-HA-GAL4(770-881)::TRP1; his3::HIS3/his3::HIS3* |
| UB25092 | *MAT***a***/alpha;  ime1::pCUP-IME1::NATMX/ime1::pCUP-IME1::NATMX;  ime4::pCUP-IME4::NATMX/ime4::pCUP-IME4::NATMX;  ume6::UME6-IAA7-3V5::KanMX/ume6::UME6-IAA7-3V5::KanMX;  trp1::pGPD1-LexA-ER-HA-GAL4(770-881)::TRP1/trp1::pGPD1-LexA-ER-HA-GAL4(770-881)::TRP1; his3::8xplexO-OSTIR1(ScOP)::HIS3/his3::8xplexO-OSTIR1(ScOP)::HIS3* |
| UB26621 | *MAT***a***/alpha; ura3::URA3/ura3::URA3* |
| UB26637 | *MAT***a***/alpha;  ime1::sfGFP-IME1/ime1::sfGFP-IME1;  ura3::URA3/ura3::URA3* |
| UB26625 | *MAT***a***/alpha;  ume6::UME6-3v5::KanMX/ume6::UME6-3v5::KanMX;  ura3::URA3/ura3::URA3* |
| UB26641 | *MAT***a***/alpha;  ime1::sfGFP-IME1/ime1::sfGFP-IME1;  ume6::UME6-3v5::KanMX/ume6::UME6-3v5::KanMX;  ura3::URA3/ura3::URA3* |
| UB26629 | *MAT****a****/alpha;  ume6::UME6(T99N)-3v5::KanMX/ume6::UME6(T99N)-3v5::KanMX;  ura3::URA3/ura3::URA3* |
| UB26645 | *MAT****a****/alpha;  ime1::sfGFP-IME1/ime1::sfGFP-IME1;  ume6::UME6(T99N)-3v5::KanMX/ume6::UME6(T99N)-3v5::KanMX;  ura3::URA3/ura3::URA3* |
| UB27313 | *MAT***a***/alpha;  ume6::UME6(T99N)-antiGFP(VH16)::URA3/ume6::UME6(T99N)-antiGFP(VH16)::URA3* |
| UB27243 | *MAT***a***/alpha;  ime1::sfGFP-IME1/ime1::sfGFP-IME1;  ume6::UME6(T99N)-antiGFP(VH16)::URA3/ume6::UME6(T99N)-antiGFP(VH16)::URA3* |
| UB32574 | *MAT***a***/alpha;  ime1::HygBMX/ime1::HygBMX;  his3::pIME1-IME1::HIS3/his3::pIME1-IME1::HIS3;  ume6::UME6(T99N)-antiGFP(VH16)::URA3/ume6::UME6(T99N)-antiGFP(VH16)::URA3* |
| UB32572 | *MAT***a***/alpha;  ime1::HygBMX/ime1::HygBMX;  his3::pIME1-sfGFP-IME1::HIS3/his3::pIME1-sfGFP-IME1::HIS3;  ume6::UME6(T99N)-antiGFP(VH16)::URA3/ume6::UME6(T99N)-antiGFP(VH16)::URA3* |
| UB33044 | *MAT***a***/alpha;  ime1::HygBMX/ime1::HygBMX;  his3::pIME1-SV40-GAL4(75-881)::HIS3/his3::pIME1-SV40-GAL4(75-881)::HIS3;  ume6::UME6(T99N)-antiGFP(VH16)::URA3/ume6::UME6(T99N)-antiGFP(VH16)::URA3* |
| UB30293 | *MAT***a***/alpha;  ime1::HygBMX/ime1::HygBMX;  his3::pIME1-sfGFP-SV40-GAL4(75-881)::HIS3/his3::pIME1-sfGFP-SV40-GAL4(75-881)::HIS3;  ume6::UME6(T99N)-antiGFP(VH16)::URA3/ume6::UME6(T99N)-antiGFP(VH16)::URA3* |
| UB33048 | *MAT***a***/alpha;  ime1::HygBMX/ime1::HygBMX;  his3::pIME1-SV40-B112::HIS3/his3::pIME1-SV40-B112::HIS3;  ume6::UME6(T99N)-antiGFP(VH16)::URA3/ume6::UME6(T99N)-antiGFP(VH16)::URA3* |
| UB30295 | *MAT***a***/alpha;  ime1::HygBMX/ime1::HygBMX;  his3::pIME1-sfGFP-SV40-B112::HIS3/his3::pIME1-sfGFP-SV40-B112::HIS3;  ume6::UME6(T99N)-antiGFP(VH16)::URA3/ume6::UME6(T99N)-antiGFP(VH16)::URA3* |
| UB31727 | *MAT***a***/alpha;  ime1::HygBMX/ime1::HygBMX;  his3::pIME1-sfGFP-SV40-GAL4(75-881)::HIS3/his3::pIME1-sfGFP-SV40-GAL4(75-881)::HIS3;  ume6::UME6(T99N)-antiGFP(VH16)::URA3/ume6::UME6(T99N)-antiGFP(VH16)::URA3;  htb1::HTB1-mCherry::HISMX6/htb1::HTB1-mCherry::HISMX6* |
| UB31729 | *MAT***a***/alpha;  ime1::HygBMX/ime1::HygBMX;  his3::pIME1-sfGFP-SV40-B112::HIS3/his3::pIME1-sfGFP-SV40-B112::HIS3;  ume6::UME6(T99N)-antiGFP(VH16)::URA3/ume6::UME6(T99N)-antiGFP(VH16)::URA3; htb1::HTB1-mCherry::HISMX6/htb1::HTB1-mCherry::HISMX6* |
| UB33625 | *MAT***a***/alpha;  ime1::HygBMX/ime1::HygBMX;  his3::pIME1-sfGFP-IME1::HIS3/his3::pIME1-sfGFP-IME1::HIS3;  ume6::UME6(T99N)-antiGFP(VH16)::URA3/ume6::UME6(T99N)-antiGFP(VH16)::URA3; htb1::HTB1-mCherry::HISMX6/htb1::HTB1-mCherry::HISMX6* |
| UB19103 | *MAT***a***, ho::LYS2, lys2, ura3, leu2::hisG, his3::hisG, trp1::hisG*  *MATalpha, ho::LYS2, lys2?, leu2::hisG, ura3, his3::hisG, trp1::hisG*  *trp1::TRP1 (C. glabrata)/trp1::TRP1 (C. glabrata)*  *his3::HIS3 (C. glabrata)/his3::HIS3 (C. glabrata)*  *pCUP-IME1::NAT/pCUP-IME1::NAT*  *pCUP-IME4::NAT/pCUP-IME4::NAT* |
| UB19101 | *MAT***a***, ho::LYS2, lys2, ura3, leu2::hisG, his3::hisG, trp1::hisG*  *MATalpha, ho::LYS2, lys2?, leu2::hisG, ura3, his3::hisG, trp1::hisG*  *UME6-IAA7-3V5::KanMX/UME6-IAA7-3V5::KanMX*  *trp1::TRP1 (C. glabrata)/trp1::TRP1 (C. glabrata)*  *his3::HIS3 (C. glabrata)/his3::HIS3 (C. glabrata)*  *pCUP-IME1::NAT/pCUP-IME1::NAT*  *pCUP-IME4::NAT/pCUP-IME4::NAT* |
| UB19105 | *MAT***a***, ho::LYS2, lys2, ura3, leu2::hisG, his3::hisG, trp1::hisG*  *MATalpha, ho::LYS2, lys2?, leu2::hisG, ura3, his3::hisG, trp1::hisG*  *ime1∆::Hyg/ime1∆::Hyg*  *trp1::TRP1 (C. glabrata)/trp1::TRP1 (C. glabrata)*  *his3::HIS3 (C. glabrata)/his3::HIS3 (C. glabrata)* |
| UB22812 | *MAT***a***, ho::LYS2, lys2, ura3, leu2::hisG, his3::hisG, trp1::hisG*  *MATalpha, ho::LYS2, lys2, ura3, leu2::hisG, his3::hisG, trp1::hisG*  *ume6∆::Hyg/ume6∆::Hyg*  *trp1::TRP1 (C. glabrata)/trp1::TRP1 (C. glabrata)*  *his3::HIS3 (C. glabrata)/his3::HIS3 (C. glabrata)* |
| UB21877 | *MAT***a***/MATalpha;  ndt80::pGAL-NDT80::TRP1/ndt80::pGAL-NDT80::TRP1;  ura3::pGPD1-GAL4(848).ER::URA3/ura3::pGPD1-GAL4(848).ER::URA3;*  *ume6::UME6-3V5::HISMX/ume6::UME6-3V5::HISMX;  htb1::HTB1-mCherry::HISMX6/htb1::HTB1-mCherry::HISMX6* |
| UB22674 | *MAT***a***/MATalpha;  ndt80::pGAL-NDT80::TRP1/ndt80::pGAL-NDT80::TRP1;  ura3::pGPD1-GAL4(848).ER::URA3/ura3::pGPD1-GAL4(848).ER::URA3;*  *ume6::UME6-3V5::HISMX/ume6::UME6-3V5::HISMX;*  *cdc20:pCLB2-CDC20::KanMX/cdc20:pCLB2-CDC20::KanMX  htb1::HTB1-mCherry::HISMX6/htb1::HTB1-mCherry::HISMX6* |
| UB11118 | *MAT***a***/MATalpha;  ndt80::pGAL-NDT80::TRP1/ndt80::pGAL-NDT80::TRP1;  ura3::pGPD1-GAL4(848).ER::URA3/ura3::pGPD1-GAL4(848).ER::URA3;  htb1::HTB1-mCherry::HISMX6/htb1::HTB1-mCherry::HISMX6* |

**Table S5. Plasmids used in this study.**

| **Plasmid Name** | **Description** |
| --- | --- |
| pUB1305 | pL245-3V5-IAA17 |
| pUB84 | pFA6a-3V5(SCop)-kanMX6 |
| pUB99 | pNH603-pGPD1 |
| pUB217 | pFA6a-hphNT1 |
| pUB763 | pFA6a-IAA7-3V5-KanMx6 |
| pUB817 | pMJ983 |
| pUB925 | pL399 |
| pUB2441 | 3v5-GFP NanoBody (VH16)–CaURA3 |
| pUB2442 | 8xLexO-osTIR(ScOP)-HIS3 |
| pUB2443 | pIME1-sfGFP-SV40-B112-HIS3 |
| pUB2444 | pIME1-sfGFP-linker-IME1-HIS3 |
| pUB2445 | pIME1-IME1-HIS3 |
| pUB2446 | pIME1-SV40-B112-HIS3 |
| pUB2448 | UME6(T99N)-294-314-gRNA2 |

**Table S6. Oligonucleotides used in this study.**

| **Table S6A: Deletion and C-terminal tagging** | | | |
| --- | --- | --- | --- |
| **Construct name** | **Forward primer** | **Reverse primer** | |
| Ume6 C-terminal Tagging:  Ume6-3v5  Ume6-IAA7-3v5  Ume6^T99N^-3v5  Ume6^T99N^-3v5-aGFP  UB2849 and UB2850: | 5’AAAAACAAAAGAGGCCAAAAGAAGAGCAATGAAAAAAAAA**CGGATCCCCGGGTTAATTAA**3’ | 5’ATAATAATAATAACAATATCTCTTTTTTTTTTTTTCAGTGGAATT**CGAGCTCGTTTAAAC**3’ | |
| *ume6Δ*  UB5676/UB5677: | 5’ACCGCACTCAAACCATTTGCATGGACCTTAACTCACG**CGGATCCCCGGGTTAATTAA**3’ | 5’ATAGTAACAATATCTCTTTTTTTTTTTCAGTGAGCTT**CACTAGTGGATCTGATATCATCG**3’ | |
| *UME6^T99N^* Repair Template  pUB6001/pUB6002 | 5’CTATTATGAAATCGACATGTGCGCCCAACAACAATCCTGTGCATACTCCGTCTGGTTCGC3’ | 5’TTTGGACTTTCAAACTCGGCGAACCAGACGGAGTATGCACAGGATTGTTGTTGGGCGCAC3’ | |
| *UME6^T99N^* gRNA  pUB5999/pUB6000 | 5’AAACTGCATACTCCGTCTGGTTCG3’ | 5’GACTCGAACCAGACGGAGTATGCA3’ | |
| *3V5* Fragment  pUB10419/pUB10420: | 5’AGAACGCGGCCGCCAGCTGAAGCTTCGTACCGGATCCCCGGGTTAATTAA3’ | 5’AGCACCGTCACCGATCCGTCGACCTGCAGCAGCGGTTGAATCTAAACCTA3’ | |
| pUB969 Vector Amplification  pUB10421/pUB3699: | 5’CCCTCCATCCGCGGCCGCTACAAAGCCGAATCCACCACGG3’ | 5’GCCACCGCGGTGGAGCTCTAAGC3’ | |
| *pIME1* Fragment  pUB10422/pUB10423 | 5’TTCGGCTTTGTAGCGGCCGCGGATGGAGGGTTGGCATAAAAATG3’ | 5’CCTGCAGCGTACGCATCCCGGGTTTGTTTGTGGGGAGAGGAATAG3’ | |
| *sfGFP* Fragment  pUB10424/pUB10425: | 5’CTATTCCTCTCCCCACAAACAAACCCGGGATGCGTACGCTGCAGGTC3’ | 5’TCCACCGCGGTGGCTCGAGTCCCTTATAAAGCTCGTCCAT3’ | |
| *SV40-NLS-B112 (sfGFP)* Fragment  pUB10428/pUB10429 | 5’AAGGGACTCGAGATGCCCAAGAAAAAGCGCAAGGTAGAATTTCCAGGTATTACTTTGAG3’ | 5’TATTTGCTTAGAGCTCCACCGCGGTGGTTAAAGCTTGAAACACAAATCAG3’ | |
| *SV40-NLS-B112* Fragment  pUB10430/pUB523 | 5’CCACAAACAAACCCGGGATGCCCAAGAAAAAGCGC3’ | 5’CGCACTCACGTAAACACTTAATC3’ | |
| *sfGFP-IME1* Fragment  pUB10425/pUB10432 | 5’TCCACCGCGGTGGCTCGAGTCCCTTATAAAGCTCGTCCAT3’ | 5’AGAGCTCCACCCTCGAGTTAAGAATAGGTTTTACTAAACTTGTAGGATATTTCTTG3’ | |
| *IME1* Fragment  pUB10431/pUB10432 | 5’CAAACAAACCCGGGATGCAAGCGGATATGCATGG3’ | 5’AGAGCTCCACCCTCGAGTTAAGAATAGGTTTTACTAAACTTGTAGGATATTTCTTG3’ | |
| *OsTIR* Fragment  pUB3870/pUB4098 | 5’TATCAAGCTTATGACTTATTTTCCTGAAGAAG3’ | 5’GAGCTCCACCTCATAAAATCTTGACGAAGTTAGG3’ | |
| *HIS* Vector  pUB10421/pUB4099 | 5’CAAAGCCGAATCCACCACGG3’ | 5’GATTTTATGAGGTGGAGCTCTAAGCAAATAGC3’ | |
| *8x-LexO* Fragment  pUB3915/pUB3869 | 5’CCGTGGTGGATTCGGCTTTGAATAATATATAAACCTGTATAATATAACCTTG3’ | 5’AATAAGTCATAAGCTTGATATCGAATTCC3’ | |
| **Table S6B: qPCR Primers** | | | |
| *UME6 ORF*  pUB7051/pUB7052 | 5’CGCGGTGAAGACCCGTTTGC3’ | | 5’CGGTGGAGGTGGTGGGATGT3’­ |
| *NDT80 ORF*  pUB172/pUB173 | 5’TCTATACAACCGCCCAGCTC3’ | | 5’GACACAAAATGGAGGGCAAT 3’ |
| *IME2 ORF*  pUB415/pUB416 | 5’TGCCTCTTTAGGCGATTCGT3’ | | 5’GCTCGAACTTTTCCCGTGATT3’ |
| *PFY1 ORF*  pUB3301/pUB3302 | 5’ACGGTAGACATGATGCTGAGG3’ | | 5’ACGGTTGGTGGATAATGAGC3’ |
| *pZIP1*  pUB10433/pUB10434 | 5’ACTGCAAGTCTCTGAAAGTTTTAGCTG3’ | | 5’TTCTCTAAAAATTTAGCCGCCGAGG3’ |
| *pSPO13*  pUB10435/pUB10436 | 5’GAGAAATAGCCGCCGACAAAAAGG3’ | | 5’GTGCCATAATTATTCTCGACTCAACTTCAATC3’ |
| *pIME2*  pUB1217/pUB1218 | 5’CCAAATACGCTTTTTAAACTTGG3’ | | 5’CTCAAATAGCCGCCGTAAC3’ |
| *pNUF2*  pUB140 and pUB462 | 5’GAACGCTGATATACTCGACTAAC3’ | | 5’GTCGCTGCGTATTCAGCGTA3’ |

How the deposited data were processed for this re-analysis (not part of the article)

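The data are 222 RNA-seq libraries of budding yeast (SK1 background) in 4 experiments: mitotic Ume6 depletion (42 libraries), meiotic Ume6 depletion (36), the rescue of Ume6-T99N by tethering (96) and activation domain tethering (48), with 3 libraries in each of 74 conditions. The condition of each library was taken from its sample labels and from the growth conditions in the paper. The labels give β-estradiol at 40000 nM in the mitotic experiment where the paper writes 40 nM, and they give a treatment for WT and ume6Δ cells that the paper's methods place before treatment. Neither point changed how a library was assigned, and whether the treatment of WT and ume6Δ cells bears on their comparison with other strains is open.

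The authors aligned reads of 100 bp with kallisto (fragment length 160, SD 20, 5 bootstraps; version not given in the paper) and deposited a table of estimated counts for each experiment. The authors also deposited the matching TPM from the same kallisto runs. Between 95.4% and 96.0% of the estimated counts are whole numbers, and the counts were rounded before testing. TPM were used as deposited for the values of single genes, for folds of mean TPM and for Spearman correlations, which used all 5818 genes. Reads were not realigned.

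Each table holds the same 5818 genes under SK1 identifiers. Of these, 383 have no systematic name (108 coding sequences and 275 without a coding sequence, such as tRNAs). Symbols came from the mitotic count table for 4893 genes and from RefSeq for 503. Another 39 carry only a systematic name. The 60 genes with a composite name or more than 1 copy were kept as separate genes, and 2 of the 144 listed genes have 2 copies.

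Counts and TPM of a library were compared through the ratio of counts to TPM per gene. In 220 libraries the table of counts and the table of TPM match under their own labels (SD of the log2 ratio at most 0.119). In 2 libraries of the rescue experiment, replicate 1 of IME1; UME6-3V5 at 0 h and at 2 h, they match only when exchanged. Nothing in the labels tells which table is right. Both libraries were left out, so the rescue fit has 94 libraries and not the 96 that the plan named. No 2 of the 218 pairs of replicates compared have identical counts.

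Differential expression used edgeR 4.0.16 in R 4.3.3 with TMM scaling, filterByExpr for low counts, a mean for each strain and time in a single model for all libraries of an experiment, and the quasi-likelihood (QL) F test. The numbers of genes tested were 5488 (mitotic), 5526 (meiotic), 5527 (rescue) and 5528 (activation domain). P-values were adjusted by Benjamini-Hochberg (BH) over all genes tested, with 0.05 as the threshold, and a count marked as adjusted over the list alone used only the 144 genes. Thresholds on log2FC follow the paper: 0.3 at 15 min, 0.6 for ume6Δ and 1.5 for the tethering and activation domain comparisons. Standard errors of a log2FC were derived from its F statistic. The strain-by-time test used the times from 0 to 120 min. A group whose libraries all have 3 counts or fewer for a gene was taken as at the floor. Reduced induction was tested as the difference between the strains in their change from 2 h.

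Gene sets were tested with camera (limma 3.58.1, preset correlation 0.01) and with fgsea 1.28.0 on the signal-to-noise of normalized counts. PCA used DESeq2's variance stabilizing transformation and the 500 most variable genes. The list of 144 genes, the composite list of 165 genes, the comparison of ume6Δ with WT and the genes with long undecoded transcript isoforms (LUTIs) came from the paper's supplementary tables, and the 3 groups of genes from the labels of its heat maps. The paper used R 4.1.3, DESeq2 1.34.0 and GSEA 4.3.2.

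The genes named in the text are those whose transcript level the paper gives in the same experiment, the genes altered in the strains (UME6, IME1) and, for each list of changed genes, the 3 with the largest log2FC in each direction among those past the threshold. A lower limit on their mean log2 CPM of 2 was added to that rule to keep genes without expression out. The rule also took only genes whose libraries did not overlap between the 2 groups compared. CPA1, GPI13, YGR079W and the genes of the closing section were named after their values were seen.

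Alternatives were DESeq2 1.42.0 (Wald test, and a likelihood ratio test for the time series), RLE size factors, no filter on low counts, only the compared groups in the fit, a block for the replicate number or culture, other pseudocounts and units for TPM, a minimum mean TPM of 1, fry and camera with the estimated correlation, k-means with 3 centres (seed 5), and each library left out in turn. Added after the data were seen were a correction for gene length in each library, both namings of the 2 exchanged libraries, a culture block for times within a strain, and tests of UME6-T99N against UME6-3V5.

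The steps were tested on simulated data made from the mitotic libraries, with 200 genes changed. The edgeR fit of 42 libraries recovered 189 of 200 (94.5%) with 5 false calls, that of 6 libraries 187 with 11, DESeq2 189 with 13, and the interaction test 170 (85%) with 9. At an unchanged time point 0 genes were called. A simulated length bias gave 2462 false calls without the length correction and 0 with it. A random set of 100 genes passed the threshold in none of camera, fry and fgsea.

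Replicate numbers were checked for pairing through the correlation of deviations from the group means. In 5 of the pairs of groups checked each correlation was over 0.1, and these are times of the same strain: the depletion strain at 2 and 2.5 h of the meiotic series (0.294 to 0.561), IME1; UME6-3V5 at 4 and 6 h (0.131 to 0.401), GFP-IME1 at 2 and 4 h (0.158 to 0.360), and GFP-B112 at 0 and 2 h (0.202 to 0.242) and at 4 and 6 h (0.159 to 0.682). In the other pairs checked this was not so, among them the control strain at 2 and 2.5 h (lowest −0.146).

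Not analysed here were the ChIP, protein, microscopy and sporulation data and the browser tracks. The lists of early meiotic genes, of middle meiotic genes and of Ndt80 targets used in the paper's figures are not in its supplementary tables and were not used here.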

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

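The tests of library size, of haploid α cells and of the IME1 transcript were chosen only after the result was seen, and the remaining tests of the flagged results were written down before their values were known.

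In the mitotic series, 780 genes outside the composite list passed adjusted p 0.05 and an absolute log2FC of 0.3 at 15 min of depletion (326 higher, 454 lower), a signal in genes the paper does not discuss. At −30 min 12 such genes passed and at 0 min 20. The 780 kept their direction in 99.5% at 30 min, 95.4% at 60 min and 87.6% at 120 min, but only 166, 70 and 59 of them passed the thresholds at those times. Signed by the direction at 15 min, their median log2FC was 0.06 at −30 min, 0.21 at 0 min and 0.47 at 15 min. Longer genes tended to be lower (ρ of log2FC with coding length −0.123; median length 1470 bp for lower and 1014 bp for higher genes), yet a correction for gene length in each library left 772 genes, 672 of them the same, so a length bias is not the whole cause. The strains' median library sizes at 15 min differed by a ratio of 1.01, which speaks against a difference in library size. A strain difference present before auxin would need a high correlation between −30 and 15 min, and across these genes it was 0.445, under the 0.5 set for it. A test of the change from −30 to 15 min called 41 of the 780 (443 at unadjusted p below 0.05). The genes may respond to Ume6 loss, or the strains may have begun to differ with estradiol before auxin. With no depletion strain free of auxin at 15 min the design does not separate these, and the values above (0.445 and 772) leave both open.

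In ume6Δ against WT, a-specific and haploid-specific genes were lower with a median log2FC of −2.92 over 14 genes, genes that the paper does not discuss. All 9 haploid-specific and all 5 a-specific genes were lower (median of the a-specific −3.04). The 4 α-specific genes had a median of 2.76, and of these MF(ALPHA)2 was not called (0.47, edgeR adjusted p = 0.309). The list of genes was drawn from general knowledge of mating types. The paper lists both strains as MATa haploids, so any other cell type in the cultures would depart from its record. Haploid α cells in the ume6Δ cultures would keep haploid-specific genes at the level of WT, and these had a median of −2.79, which excludes that as the whole cause. Diploid a/α cells would bring them to the level of diploids. They lay −0.63 (log2) from the diploid control at 0.5 h and 0.33 from the diploid rescue strain at 0 h, within 2-fold of both. The median TPM of α-specific genes in ume6Δ was 0.215 of that of a-specific genes in WT. MF(ALPHA)1 (48.1 against 1.31 TPM) and STE3 (5.37 against 2.26) were above the diploid control at 0.5 h. SAG1 (41.1 against 47.8) and MF(ALPHA)2 (11.6 against 13.2) were below it, though above the rescue strain (22.3 and 9.68). The α-specific genes thus leave this test undecided. A response to Ume6 loss does not show within 120 min of depletion (median −0.00924). A mixture of cell types in the deletion cultures could yield both observations, which no value here tests on its own beyond the −0.63 and −2.79 given.

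The 144 genes were higher in the UME6-AID control at −30 min than in WT, with a median log2FC of 0.72 (92 higher, 10 lower), while the other genes had a median of −0.00482. The paper does not compare these groups across the list. Camera gave p = 5.48e-20, fry 1.19e-11 and camera with the estimated correlation 0.00532. The excess followed the later response: across the 144 genes it correlated with the log2FC at 15 min with ρ = 0.473 (permutation p = 1e-05, the smallest possible with 100000 permutations), and across genes outside the composite list with −0.291. This is consistent with a partial loss of Ume6 function in the tagged strain (0.473), in which UME6 transcript was raised as well. The control at 15 min and the control at −30 min are different libraries. A correction for gene length left a median of 0.710, and the library sizes of the groups had a ratio of 1.27, so neither accounts for it. The strains also differ in the LexA construct and in treatment labels, which was not tested.

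In the meiotic series, 34 of the 144 genes changed their strain difference from 2.5 to 3 h, all 34 upwards and 0 downwards (interaction test; median change 0.42), a difference between time points. Of the 56 genes lower at 2.5 h, 6 were lower at 3 h, 34 at 4.5 h and 44 at 6 h. A difference in IME1 transcript would have to change between the times. It changed by 0.20 (SE 0.43; edgeR adjusted p = 0.942), a spread too wide to exclude this. The library sizes differed by a ratio of at most 1.21, and the length correction left 36 genes, which speaks against both as the cause. A technical fault in the 3-h libraries as a set could not be tested, because each library belongs to a separate culture time. The paper reports that with inducible IME1 and IME4 many EMGs rise at 2.5 h and drop at 3 h, from a cause it calls unclear. In group 1 the mean log2 change from 2 h went from 2.65 to 1.72 in the control between these times. In the depletion strain it went from 0.84 to 0.60. In group 2 it went from 0.85 to 0.24 and from 0.20 to 0.03. No biological explanation was tested.

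The effect of the GFP tag on the 144 genes differed between Ime1 and B112 in 14 genes at 0 h, 31 at 2 h, 63 at 4 h and 79 at 6 h (interaction test), a difference between groups. At 6 h the median difference of −0.68 became −0.67 when the libraries were thinned to a single size (their median sizes had a ratio of 1.52) and −0.65 when the 10 most abundant genes were left out, which took 17.3% of the counts in GFP-IME1, 22.9% in IME1, 14.5% in GFP-B112 and 18.9% in B112. A difference in library size or a few abundant genes are therefore not the cause. A difference in UME6 transcript stays open, since the GFP effects on UME6 differed by 0.33 with a spread that covers both directions (SE 0.39; edgeR adjusted p = 0.519). Cells of GFP-IME1 that leave the stage at which the listed genes are expressed would show the same course, and this was not tested here. The paper reports by time-lapse microscopy that GFP-IME1 cells began anaphase I earlier than GFP-B112 cells.

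A gene without a systematic name, SK1_04T03460.1 on chromosome 4, took a mean of 8.29% of all estimated counts in GFP-IME1 at 6 h (8.87% in the highest library). The paper does not discuss it. In the rescue series it rose with a log2FC of 4.61 from 4 to 6 h in IME1; UME6 (SE 0.33; edgeR adjusted p = 3.58e-20), to 3.64% of counts, so its abundance is consistent with a response that follows the late meiotic genes (4.61). GFP-IME1 stood above GFP-B112 at 6 h by 4.28 (SE 0.57; edgeR adjusted p = 1.19e-07).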

How the results depend on the processing

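All alternatives below were set before the data were examined, except the length correction, the 2 namings of the exchanged libraries, the culture block for times within a strain, and each alternative for UME6-T99N against UME6-3V5, which were added after the data were seen. The results count 766 alternative values for comparisons, of which 731 kept their direction and their side of the threshold or stayed within the spread, 14 were weaker, 4 stronger, 17 moved and 0 reversed. For named genes there are 1538 values: 1461 unchanged, 43 weaker, 4 stronger, 7 moved and 23 reversed, the reversed ones all for differences without a call.

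The number of genes changed at 15 min of mitotic depletion (938) became 1466 with only the groups compared in the fit, and 417 to 782 across the 6 fits that each left out a library, with 270 higher and 176 lower without depletion replicate 1 against 561 and 577 in the full fit. The strain-by-time count (141) became 1641 with strain and interaction tested together, which tests more than the interaction, and 70 to 155 with a culture left out. Fewer libraries lower the power of a fit, and beyond that the cause was not tested. The listed genes higher at 15 min stayed between 130 and 140, and the ume6Δ count between 1241 and 1525.

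The listed genes higher at 2 h of meiosis (58) became 36 with only the groups compared in the fit and 39 to 59 with a library left out. The genes lower at 2.5 h (56) became 34 to 52 with a library left out. The listed genes lower in UME6-T99N at 0 h (10) became 54 under the names of the table of counts (7 higher), 25 with only the groups compared, and 6 to 9 with a library left out. The cause was not tested. The tethering count at 2 h stayed between 291 and 321, with both namings of the exchanged libraries included. Leaving out a library was not run for IME1; UME6-3V5 at 0 and 2 h, which have 2 libraries.

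The late set lost its call in camera with the estimated correlation for GFP-IME1 at 0 h (median log2FC 3.18) and for GFP-B112 at 0, 2 and 4 h (2.38, 1.06 and 2.75), because its genes vary together (correlation 0.581). All sets kept their call in fry.

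Spearman's ρ moved with unit and filter. At 15 min of depletion it was 0.984 with TMM-normalized CPM, 0.984 with the variance stabilizing transformation and 0.977 with genes of a mean TPM of at least 1, and for ume6Δ 0.941, 0.941 and 0.916. With genes of a mean TPM of at least 1 it was 0.909 and 0.756 for GFP-IME1 against GFP-B112 at 2 and 4 h. With a library left out it was 0.979 to 0.986 at 30 min, 0.981 to 0.988 at 60 min, 0.947 to 0.969 for the GFP strains at 0 h, and 0.716 to 0.808 for group 3 at 2.5 h. PC1 took 47.6% of the variance with edgeR's log2 CPM and 48.2% with all genes past the filter, and PC2 18.5% and 18.4%, or 17.4% without depletion replicate 3 of 60 min. The cause was not tested.

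Reversed values are those of genes with changes near 0. NDT80 at 15 min (0.03) ranged from −0.0659 to 0.0828 with a library left out. At 120 min it was −0.00468 with DESeq2, −0.00748 with RLE, −0.00328 with only the groups compared, −0.00482 with the block, and −0.15 to 0.11 with a library left out. ERO1 at 15 min was 0.00590 with the length correction and −0.0710 to 0.00634 with a library left out, and BOI1 −0.000249 with DESeq2, −0.000304 with RLE and −0.0277 to 0.0163 with a library left out. IME1 at 2.5 h ranged from −0.18 to 0.0755 and NDT80 from 4 to 6 h in UME6-T99N-3V5-αGFP from −0.0290 to 0.18. IME2 from 2 to 4 h in GFP-IME1 (−0.10) was 0.0573 with DESeq2, 0.0573 with RLE and 0.0594 with only the groups compared, and in GFP-B112 it ranged from −0.00924 to 0.240 with a library left out.

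The libraries share replicate numbers across groups, but between strains libraries of the same number do not deviate together in the pairs checked (lowest correlation −0.357, ume6Δ with WT). Within a strain they do for 5 pairs of times. With a replicate block the count at 15 min was 1016, the listed genes higher at 2 h 60, the tethering count 300 and the GFP-IME1 count at 6 h 553. With culture as the block the genes with reduced induction were 72 and the strain-by-time genes 148. For named genes at these 5 pairs of times the culture block changed no call. The block changed no call of a comparison.

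Depth limits the comparison of the tethered strain with GFP-IME1; UME6-3V5 at 4 h, where a library has 44,189 counts, and genes with few counts in the other libraries.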

Differences from the paper's values

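Of 51 values that the paper states and that were computed here, 8 differ by the rule set beforehand (beyond the spread between replicates, and by over 1.5 times for values that are not signed). The alternatives named are those set before the data were examined.

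The paper gives ρ = 0.917 for ume6Δ against WT, and here it was 0.928. With genes of a mean TPM of at least 1 (0.916) and without WT replicate 3 (0.922) the gap closes. With TMM-normalized CPM (0.941), the variance stabilizing transformation (0.941) and any other library left out it does not.

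The paper gives 128 genes with a mean TPM ratio of at least 1.4 or at most 0.6, and here there were 264. None of the alternatives closed the gap, the counts being 233 to 310. The paper's composite list has 165 genes. The union of the 2 corresponding steps held 282, with edgeR's test in place of DESeq2's and without the authors' inspection of the added genes. It was computed in the main setting only.

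For group 2 at 2.5 h relative to 2 h the paper gives ρ = 0.454, and here it was 0.500. Only leaving out depletion replicate 2 of 2 h closes the gap (0.483). For group 3 at 4.5 h the paper gives 0.86 and here it was 0.766. Leaving out control replicate 2 of 4.5 h (0.791) or depletion replicate 3 of 2 h (0.779) closes the gap, and no other alternative does. For group 3 at 6 h the paper gives 0.88 and here it was 0.817, and no alternative closes it.

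For GFP-IME1 against GFP-B112 the paper gives ρ = 0.912 at 2 h, and here it was 0.921. The gap closes with genes of a mean TPM of at least 1 (0.909), TMM-normalized CPM (0.918), the variance stabilizing transformation (0.919), and without GFP-IME1 replicate 1 (0.916), GFP-B112 replicate 1 (0.919) or GFP-B112 replicate 3 (0.917). It stays without any of the other libraries. At 4 h the paper gives 0.757 and here it was 0.787. Genes of a mean TPM of at least 1 (0.756) and leaving out GFP-IME1 replicate 1 or 3 (0.783 for both) or GFP-B112 replicate 1 (0.761) close the gap, and TMM-normalized CPM (0.800), the variance stabilizing transformation (0.796) and the other libraries left out do not.

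The paper states that all of the listed genes were derepressed within 15 min. Here CPA1, GPI13 and YGR079W were lower (log2FC −0.53, −0.54 and −0.81), as they are in the paper's supplementary table too, and 3 others were not called by edgeR. The paper states that IME2 and ZIP1 did not noticeably change in the control relative to WT, and here the control at −30 min was 1.99- and 3.31-fold above WT. The paper describes SPO13 and ZIP1 as falling by a similar share every 2 h in GFP-IME1, and here SPO13 changed by 5.56% from 4 to 6 h. For SPO22 the paper describes a lower basal level in the control, and here the difference at 2 h was not called (edgeR adjusted p = 0.296). The paper describes MEI5 and SPO22 as largely unchanged in the depletion strain from 2 to 2.5 h, and here edgeR called them higher (log2FC 0.50 and 0.44), calls that are lost without depletion replicate 1 or 3 of 2 h or replicate 2 of 2.5 h for both, and for MEI5 also without replicate 2 of 2 h or replicate 1 of 2.5 h. The paper describes NDT80 and SMK1 as low in both GFP strains at 0 and 2 h, and in GFP-IME1 SMK1 rose 4.75-fold between these times. The paper describes expression in groups 1 and 2 as reduced until 6 h, and here group 2 stood 12.0% above the control at 3 h (SD over pairs of libraries 12.3). Relative to 2 h, 52 of its 72 genes were lower in the depletion strain than in the control at 3 h.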

Other observations

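The tests of a copy number difference, of the exchanged libraries and of a raised level before induction were chosen only after the result was seen.

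Genes at the end of chromosome 12 (OPT2, SK1_12T04680.1, SK1_12T04690.1, a gene named YOL156W/YJL219W, SK1_12T04710.1 and VTH2) were higher in the depletion strain than in the control at each time. Their median log2FC was 1.08 at −30 min, 1.21 at 0 min, 1.16 at 15 min, 1.07 at 30 min, 0.95 at 60 min and 1.25 at 120 min. A copy number difference between the strains would raise them alike at all times and against WT, and the medians span 0.307, with 1.48 for the depletion strain against WT and 0.26 for the control against WT. The genes do not behave alike, however. YOL156W/YJL219W and SK1_12T04710.1 were above WT in the control as well (1.61 and 1.82), though higher still in the depletion strain. SK1_12T04690.1 was called against the control at 120 min only (0.22 at 15 min, and 1.06 at −30 min without a call). In the depletion strain at −30 min it was called above WT (1.25). A copy number difference of the whole block therefore stays undecided. Reads shared between near-identical copies are not the cause, since the counts summed over each gene and its copies had a median of 1.13. DNA was not analysed here.

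Replicate 3 of Ume6 depletion at 60 min lay apart on PC1. The paper's legend offers its read depth as a possible reason. With its counts thinned to the median library it scored −1.88 on PC1, far from the other libraries, which speaks against depth. The 144 genes had a median log2 ratio to the control of 0.62 in it and 1.04 in both others, less but above 0.5 of theirs, so less derepression in that culture is undecided. That a value of this size counts as undecided was settled after it was seen.

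Genes with a LUTI detected after depletion had a median log2FC of 0.13 at 15 min (39 genes), and those without 0.01 (35 genes), a difference of 0.124 (permutation p = 0.463). Whether LUTI expression changes the counts of these genes stays open.

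Of the 62 genes with reduced induction in the meiotic series, 47 were above the control at 2 h. A raised level before induction as the whole cause would leave them level with the control at 2.5 h, and 46 of the 62 were below it, which excludes it as the whole cause.

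In the rescue series, replicate 1 of IME1; UME6-3V5 at 0 h and at 2 h carry exchanged values in the table of counts or the table of TPM. After the exchange, the log2 ratio of counts to TPM has an SD of at most 0.0123, as in the libraries that match. A mislabelled sample in 1 of the tables fits this value. With the names of the table of counts the common dispersion of the fit was 0.0356, and with those of the table of TPM 0.0234, against 0.0235 with both libraries left out, so the names in the table of TPM match the other replicates better. The labels do not settle it, and no condition was assigned from the values, so both libraries stayed out.

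A set of 78 genes that rose from 4 to 6 h in both IME1; UME6 and IME1; UME6-3V5 of the rescue series stands for late genes. Its median log2FC, GFP-tagged against untagged, was 3.18, 4.91, 8.83 and 8.24 at 0, 2, 4 and 6 h with Ime1 and 2.38, 1.06, 2.75 and 5.20 with B112. Of the 552 genes higher in GFP-IME1 than in GFP-B112 at 6 h, 72 are in this set. In the rescue series 705 genes rose from 4 to 6 h in the strain with untagged UME6 by a log2FC over 1.5, and 78 in IME1; UME6-3V5. TPM in place of TMM moves the median of all genes by −0.62 in the first and −0.02 in the second. How far the contrast of 705 with 78 depends on the scaling is open.

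The 3 against 3 libraries of each comparison were also split in the 10 possible ways. For each count and each median of a gene set the true split gave the largest result (1 of 10). The same held for the enrichment scores, except with Ime1 at 4 h (4 of 10 splits as large) and at 6 h (3 of 10). With 10 splits, 1 of 10 is the smallest share possible, so this test cannot decide on its own.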
